# Live cell tagging tracking and isolation for spatial transcriptomics using photoactivatable cell dyes

**DOI:** 10.1038/s41467-021-25279-y

**Published:** 2021-08-17

**Authors:** Alex S Genshaft, Carly G. K. Ziegler, Constantine N. Tzouanas, Benjamin E. Mead, Alex M. Jaeger, Andrew W. Navia, Ryan P. King, Miyeko D. Mana, Siyi Huang, Vanessa Mitsialis, Scott B. Snapper, Ömer H. Yilmaz, Tyler Jacks, Jeffrey F. Van Humbeck, Alex K. Shalek

**Keywords:** RNA sequencing, Assay systems, Transcriptomics, Multicellular systems

## Abstract

A cell’s phenotype and function are influenced by dynamic interactions with its microenvironment. To examine cellular spatiotemporal activity, we developed SPACECAT—Spatially PhotoActivatable Color Encoded Cell Address Tags—to annotate, track, and isolate cells while preserving viability. In SPACECAT, samples are stained with photocaged fluorescent molecules, and cells are labeled by uncaging those molecules with user-patterned near-UV light. SPACECAT offers single-cell precision and temporal stability across diverse cell and tissue types. Illustratively, we target crypt-like regions in patient-derived intestinal organoids to enrich for stem-like and actively mitotic cells, matching literature expectations. Moreover, we apply SPACECAT to ex vivo tissue sections from four healthy organs and an autochthonous lung tumor model. Lastly, we provide a computational framework to identify spatially-biased transcriptome patterns and enriched phenotypes. This minimally perturbative and broadly applicable method links cellular spatiotemporal and/or behavioral phenotypes with diverse downstream assays, enabling insights into the connections between tissue microenvironments and (dys)function.

## Abstract (web summary)

Spatial transcriptomics aims to pair omic data with tissue structure. Here the authors report Spatially PhotoActivatable Colour Encoded Cell Address Tags (SPACECAT) to track and isolate live cells by location; this enables spatially informed downstream assays like scRNA-seq and flow cytometry.

## Introduction

From descriptions of gross anatomical features to characterization of subcellular organelles, modern in situ profiling methods have enabled insights into the organizational principles of biological structures. Next-generation single-cell genomic technologies hold great promise for discoveries in health and disease; however, they are typically performed on dissociated cells and thus lack information regarding cellular location, morphology, microanatomy, and physiological context.

Current strategies for matching -omic measurements with spatial resolution rely on genetic models^1–5^, fixed or frozen samples^6–8^, or computational inference^9,10^. Approaches that depend on genetic modifications facilitate dynamic characterizations in model systems but are not applicable to human clinical samples and can be labor intensive to create and maintain. Methods reliant on fixed or frozen samples, meanwhile, offer static snapshots of complex systems and can be applied to nearly any tissue type, yet they are not compatible with all downstream measurements (e.g., biophysical assays) and offer limitations in some high-throughput genomic assays (e.g., due to RNA degradation or input cell number). Similarly, computational methods rely on a priori knowledge of sample structure, which is possible in many healthy tissues but cannot always be assumed in biological systems or heterogeneous clinical samples.

To address these shortcomings, we introduce SPACECAT (Spatially PhotoActivatable Color Encoded Cellular Address Tags), a method for tagging and tracking cells from user-defined regions, enriching for observable features, and isolating cells for arbitrary downstream processing. We designed SPACECAT to be minimally invasive and compatible with a diverse set of input samples and to yield live cells that have been tagged in a user-designated fashion encoding prior tissue location, morphology, and/or other observable behaviors. In SPACECAT, a biological sample is iteratively immersed in media containing photocaged dyes, and specific areas of interest are illuminated with a spatially controlled near-ultraviolet (near-UV) light source. The near-UV light uncages the dye(s), generating fluorescent molecules in situ within cells in the photoactivated regions. These fluorescent cells can then be tracked over time and isolated via flow sorting, enabling arbitrary combination of imaging modalities with biophysical, functional, or genomic assays, all while retaining registry of user-tagged cells.

Here we apply SPACECAT to two-dimensional (2D) in vitro cultures, three-dimensional (3D) human intestinal organoids, and mouse tissue sections across health and disease. Through these example applications, we validate its spatial selectivity and precision via comparisons with known structural phenotypes and apply it to a lung tumor mouse model to further support hypotheses of spatial heterogeneity in the tumor-immune microenvironment. Crucially, SPACECAT can be incorporated into pre-existing sample processing pipelines, does not require complex chemistry to be performed upon samples, and can be applied to samples regardless of donor, species, or tissue of origin. Thus, SPACECAT holds promise to link microanatomical spatial knowledge and dynamic cellular phenotypes with the unbiased molecular resolution of highly parallel single-cell assays.

## Results

### Nitroveratryloxycarbonyl (NVOC) caging of calcein carboxylate groups enables rapid, stable, spatially selective generation of fluorescent calcein within live cells

To arbitrarily tag live cells for tracking and isolation, we chose calcein as a scaffold to modify with NVOC photolyzable protecting groups (Fig. 1a, b and Supplementary Fig. 1a, b). As a commonly used viability dye, calcein enables determination of cell health as part of our cell tagging scheme without occupying an additional fluorescence channel^11–14^. Commercially available calcein acetoxymethyl (AM) has seven protected carboxylic acids, all of which must be deprotected for maximal fluorescence^15^. Six of these acids are protected as an AM esters, and the last is protected as a lactone. Upon entering the cell, the acids are deprotected and the molecule becomes fluorescent; the net negative charge that amasses during deprotection is thought to retain the fluorescent molecule in the cell (Supplementary Fig. 1b).

**Fig. 1:**
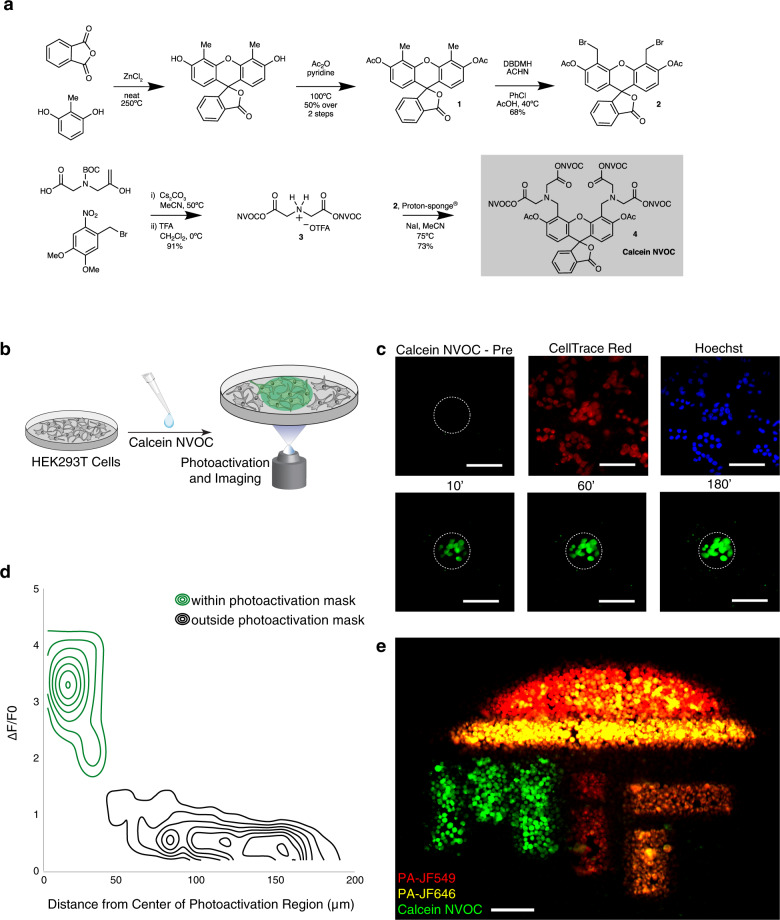
The SPACECAT protocol enables spatially precise, temporally stable fluorescence signals in arbitrary regions of interest. **a** Synthetic schema for calcein NVOC. **b** HEK293T cells were stained with calcein NVOC and imaged before photoactivation and afterwards for 3 h. Cells in schematic adapted with permission from ref. ^66^. **c** Representative time course images from a single field of view. Presented images of calcein NVOC were taken before photoactivation (calcein NVOC Pre), 10 min after (10’), 60 min after (60’), and 180 min (180’) after photoactivation. Images of CellTrace Red and Hoechst stains were taken 180 min after photoactivation. Dashed line: photoactivated region boundary; scale bar = 100 μm. See Supplementary Fig. 6a for quantitative time courses across *n* = 10 fields of view. **d** Contour plots representing the spatial distribution of fluorescence changes in photoactivated regions (green lines, *n* = 68 cells across 8 fields of view) and regions outside of photoactivation mask (black lines, *n* = 1347 cells across 8 fields of view). Δ*F*/*F*_0_ is calculated as a cell’s change in mean fluorescence 180 min after photoactivation, divided by the cell’s pre-photoactivation mean fluorescence. **e** Composite image of HEK293T cells stained and photo-uncaged within the “MIT” logo region. By sequential addition of 3 photoactivatable probes (calcein NVOC, PA-JF549, PA-JF646) and leveraging different photoactivation thresholds (10 s for calcein NVOC, 0.5 s for PA-JF549 and PA-JF646), 5-color encoding is achieved. Scale bar = 100 μm. Green: uncaged calcein NVOC; yellow: uncaged PA-JF646, red: uncaged PA-JF549. Multiplexed encoding scheme repeated a total of *n* = 2 times.

Here we photocaged calcein’s EDTA-like moieties by initially functionalizing the xanthene scaffold specifically at the 4’ and 5’ positions (Fig. 1a and Supplementary Fig. 1b)^16^. First, the xanthene scaffold (**1**, Fig. 1a and Supplementary Fig. 2) was synthesized with methyl groups in the 4’ and 5’ positions and acetyl-protected phenols with a 50% yield over two steps. This molecule was then brominated with 1,3-dibromo-5,5-dimethylhydantoin using 1,1’-azobis(cyclohexanecarbonitrile) as an initiator to form **2** with a 68% yield (Fig. 1a and Supplementary Fig. 3). In parallel, the NVOC-protected EDTA-like moiety (**3**, Fig. 1a and Supplementary Fig. 4) was synthesized by combining 2-nitro-4,5-dimethoxybenzyl bromide and *N*-Boc-iminodiacetic acid under basic conditions, removing excess alkylating agent with a silica plug, and finally removing the Boc protecting group in trifluoroacetic acid to deliver the trifluoroacetate salt of the desired amine in 91% yield. Immediately prior to reaction, the free amine of salt **3** was liberated and was then combined with **2** in the presence of sodium iodide and 1,8 bis(dimethylamino)naphthalene (i.e., Proton-sponge®) in dry acetonitrile until the reaction went to completion. After the removal of multiple impurities by four sequential precipitation/filtration steps (from MeCN; from CH_2_Cl_2_; from CH_2_Cl_2_/Et_2_O; from tetrahydrofuran (THF)/Et_2_O), the desired **4**, which we term calcein NVOC, was isolated by column chromatography in 73% yield (Fig. 1a and Supplementary Fig. 5).

As an initial test of calcein NVOC, we applied it to HEK293T cells in complete media and photoactivated user-defined regions of interest (ROIs) using a digital micromirror device (Fig. 1b). We evaluated different photoactivation protocols to balance strength of photoactivated fluorescence signal and phototoxicity (Supplementary Fig. 6a). Images taken before and after photoactivation revealed significant fluorescence increases, measurable immediately after active illumination and stable throughout a 3 h time course experiment, indicating both persistent cell tagging and preserved cell viability (Fig. 1c and Supplementary Fig. 6b, c). Furthermore, calcein NVOC’s fluorescence signals could distinguish photoactivated from non-photoactivated cells for at least 16 h after photoactivation, and there is literature support for calcein cell labeling for hours to days^17,18^. This temporal stability is critical for downstream experimental flexibility, enabling sample dissociation protocols, flow cytometry, and even subsequent functional or biophysical measurements following cell tagging. Alternately, cells can be tracked in situ, enabling experiments that combine behavioral readouts with spatial location and downstream measurements.

Moreover, fluorescence increases were specific to photoactivated ROIs as quantified by comparing the change in fluorescence inside vs. outside the photoactivated region (Fig. 1c, d and Supplementary Fig. 6b, c; *p* value < 0.0001, Student’s *T* test of 68 cells within vs. 1347 outside the photoactivated region, 8 fields of view; Supplementary Fig. 6d; *p* < 0.0001, Student’s *T* test of 1066 photoactivated cells across 11 fields of view vs. 2427 non-photoactivated cells across 5 fields of view). With calcein NVOC serving as a dual readout of cellular viability and spatial location, we sought to increase the multiplexing capability of our approach through two commercially available amine-reactive photoactivatable dyes^19^ with distinct fluorescence spectra (PA-JF549, PA-JF646; Supplementary Fig. 6e). Note that individual cells represent a lower bound on region size for an intracellular dye that does not target a specific protein, nucleic acid, or subcellular structure.

Finally, to demonstrate the spatial control and multiplexing capability of SPACECAT’s tagging procedure, we photoactivated HEK293T cells within a mask of MIT’s logo following sequential treatment with calcein NVOC, PA-JF549, and PA-JF646 (Fig. 1e, Supplementary Fig. 6f). Taking advantage of the different thresholds for photoactivation between distinct dyes, we uniquely tagged cells with five distinct color combinations and confirmed fluorescence was maintained through dissociation and flow cytometry (Supplementary Fig. 6f–n). This demonstrates the multiplexing capacity of calcein NVOC and an approach that enables simultaneous encoding of distinct microanatomical neighborhoods.

### Flow cytometry distinguishes calcein NVOC-tagged cells with high sensitivity

To demonstrate the specificity of both tagging and isolation of cells from desired photoactivated regions, we performed a species-mixing experiment where HEK293T (human) and NIH/3T3 (mouse) cells were co-cultured in a spatially structured manner (Supplementary Fig. 7a). After incubation with calcein NVOC, one of the two zones of cells (i.e., either mouse or human) was photoactivated, creating three conditions: (1) co-cultured NIH/3T3 and HEK293T, with photoactivated NIH/3T3, (2) co-cultured NIH/3T3 and HEK293T, with photoactivated HEK293T, and (3) co-cultured NIH/3T3 and HEK293T, both non-photoactivated. Cells were isolated by fluorescence-activated cell sorting (FACS), and calcein NVOC+ fluorescent cells from each experimental condition were individually sorted for single-cell RNA sequencing (scRNA-seq; Supplementary Fig. 7b)^20,21^. Single-cell libraries were aligned to a joint human and mouse reference genome, which identified each cell’s species of origin (Supplementary Fig. 7c). Of the 48 cells passing quality thresholds from the HEK293T-tagged condition, 45 aligned to the human transcriptome; from the NIH/3T3-tagged condition, 61 cells passed quality thresholds, 60 of which aligned to the mouse transcriptome. When compared with the non-photoactivated control, these distributions were significantly enriched for the desired species (*p* values = 0.026 and 5.5e−19 for human and mouse, respectively, Fisher’s exact test).

While our enrichment was not perfect (three cells from the HEK293T-targeted sample that aligned to the mouse genome and the one cell from the NIH/3T3-targeted sample that aligned to a human genome), we hypothesize that this is due to background noise in non-photoactivated cells’ fluorescence levels: 8.72 and 15.32% of the HEK293T- and NIH/3T3-targeted cells were fluorescein isothiocyanate (FITC) channel positive, respectively, and the non-photoactivated control had a 0.19% false positive rate in the FITC channel; thus, in the two enriched datasets, we would expect roughly 1 error, in close agreement with the 3 and 1 observed. More stringent gating could thus improve purity but may reduce yield.

Collectively, these data demonstrate that the photoactivated calcein NVOC fluorescence signal persists through dissociation and can be detected by flow cytometry, demonstrating SPACECAT’s utility for tagging and extracting cells.

### Cell tagging of budding crypts in human intestinal organoids confirms stem-like program

While spatial -omics has, in some instances, been enabled with genetic transformations, many samples are not easily amenable to genetic manipulation^4^. To test SPACECAT’s capacity to tag specific spatial features within a complex 3D biological structure in a system where genetic transformation is difficult, we applied SPACECAT to enrich for known morphological features within human intestinal organoids^22^. Human organoids are highly structured and possess significant cellular heterogeneity, with crypt-like protrusions known to be enriched for highly proliferative, stem-like populations. As stem cells cycle, cells migrate from the crypt to the villus and terminally differentiate into other, mature cell types of the intestinal epithelium^23,24^. To isolate cells from crypt regions, we photoactivated ~70 protrusions from the periphery of ~20 organoids, targeting 10–20 cells per protrusion. This produced fluorescence signals that were spatially specific and did not include cells in core or villi regions of the organoids (Fig. 2a, b). Further, the photoactivation produced consistent fluorescence changes throughout the expected depth of targeted protrusions, supporting the ability to use epifluorescence to target cells deeper than the biological structure’s outermost layer (~30 µm; Supplementary Fig. 8a, b). Organoids were dissociated, and populations of calcein NVOC+ cells and background (i.e., non-photoactivated) cells were isolated by FACS. These cells were processed in parallel for scRNA-seq using the Seq-Well platform^25–27^, yielding 187 and 266 calcein NVOC+ and calcein NVOC− cells, respectively (Supplementary Fig. 8c). The recovered 187 cells represent a reasonable proportion of photoactivated cells (~18% of expected photoactivated cells assuming 15 cells/region), given expected losses through dissociation, flow sorting, and library preparation processes. For increased cell counts and additional resolution in identifying cell types, the dataset generated here was combined with a larger reference dataset of organoids derived from the same donor and cultured identically (1,541 and 1,594 cells across two sequencing runs).

**Fig. 2:**
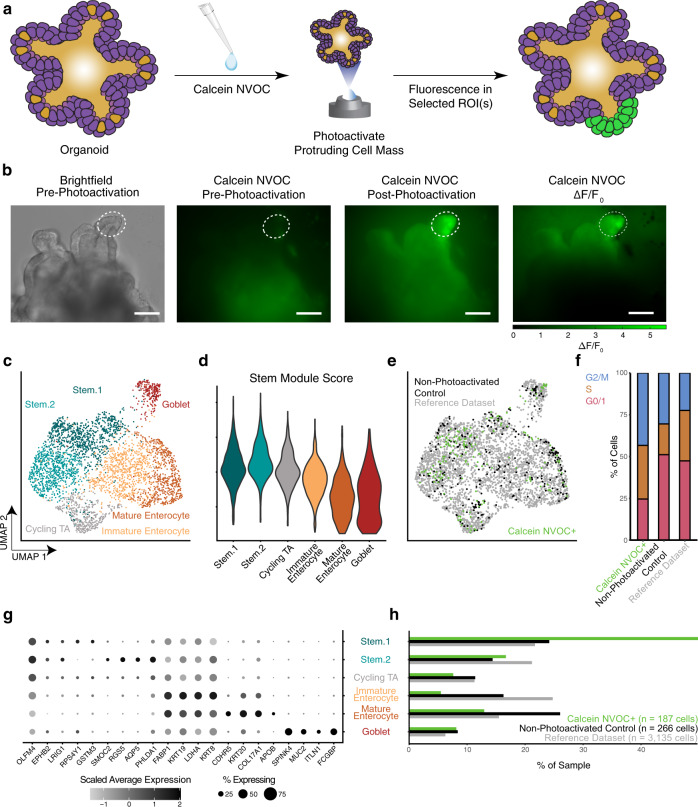
Application of SPACECAT for physical isolation of stem cell niches from human small intestinal organoid models. **a** Schematic of organoid crypt selection with the SPACECAT protocol. Organoid graphic adapted with permission from ref. ^67^. **b** Representative images of cultured organoids and example selected regions for photoactivation and selection, as well as changes in fluorescence normalized to baseline fluorescence. Dashed line: photoactivated region boundary; scale bar = 100 μm. *n* = ~70 regions from the periphery of ~20 organoids, targeting 10–20 regions per protrusion. **c** UMAP of 3,588 single cells in total, from non-photoactivated control organoids (*n* = 266 cells), sorted calcein NVOC+ cells from photoactivated organoids (*n* = 187 cells), and an internal reference dataset of organoids derived from the same patient and cultured identically (n = 3135 cells); cells colored by annotated cell type. **d** Scoring of cell types for expression of a module of stem-associated genes (LGR5, AXIN2, FZD7, OLFM4, LRIG1), following the approach of Tirosh et al.^68^. **e** UMAP of organoid dataset, colored by experimental condition (non-photoactivated controls: black; calcein NVOC+: green; reference dataset: gray). **f** Cell cycle stage by isolation condition as determined by gene module scoring (Tirosh et al.^68^), *p* value < 0.001 when comparing Calcein NVOC+ cells to either other cell population by Chi-square test (Calcein NVOC+: 187 cells, green; non-photoactivated control: 266 cells, black; reference dataset: 3,135 cells, gray; *p* value = 7.404 × 10^−8^ for calcein NVOC+ vs. non-photoactivated control, *p* value = 3.436 × 10^−12^ for calcein NVOC+ vs. reference). **g** Selected differentially expressed genes marking each cell type. Circle size denotes percentage of each cluster expressing a given gene, circle color denotes relative digital gene expression compared to other clusters. **h** Cluster membership by experimental condition, *p* value < 0.001 when comparing calcein NVOC+ cells to either other cell population by Chi-square test (*p* value = 3.587 × 10^−8^ for green vs. black, *p* value < 2.2 × 10^−16^ for green vs. gray). Source data are available as a Source data file.

Clustering revealed the expected continuum of cell states in an intestinal organoid, from stem populations to cycling transit-amplifying cells, immature enterocytes, and mature enterocytes, as well as a population of goblet cells (Fig. 2c, d, Supplementary Data 1). Critically, SPACECAT enabled us to enrich for cells from the first of two stem cell clusters, which was characterized by stem marker genes like *OLFM4* and *LRIG1* (Fig. 2e–h). Using previously described gene lists^28^, we scored each cell for its position in the cell cycle and categorized the cells into various stages (G0/1, S, and G2/M; Fig. 2f). We found that a significantly larger proportion of calcein NVOC+ cells from the protruding crypt regions had entered the cell cycle (S or G2/M) compared to non-photoactivated cells (Fig. 2f; *p* value < 0.001, Chi-squared test). Calcein NVOC+ cells were also significantly enriched for stem-like populations (e.g., expression of stem cell markers like *OLFM4* and *LRIG1*; markers like *GSTM3* known to be crypt-localized)^29^, while the bulk organoid exhibited higher proportions of cycling transit-amplifying cells, immature enterocytes, and mature enterocytes. (Fig. 2g, h; *p* value < 0.001, Chi-squared test). These results match well with prior literature on cell profiles derived from intestinal organoid crypts, which have previously been shown to be the location of actively cycling stem cell populations capable of multipotent differentiation into the diverse intestinal epithelium cell types^30–33^.

Importantly, this dataset also allowed us to evaluate potential negative effects of photoactivation on cellular phenotypes. We compared gene expression patterns between photoactivated cells in the Stem.1 cell cluster (the cluster most enriched by photoactivation) against non-photoactivated control cells in the same cluster from control organoids processed on the same day. Common quality metrics like percentage of mitochondrial unique molecular identifiers (UMIs) were not higher in photoactivated stem cells (*p* value > 0.9, Mann–Whitney *U* test), and genes commonly associated with low-quality cell health (e.g., *NEAT1*, *MALAT1*) were expressed at lower levels in photoactivated stem cells than in stem cells from non-photoactivated controls (*p* value < 0.05, Mann–Whitney *U* test with Bonferroni correction; absolute value of Cohen’s *D* >1 for *NEAT1* and *MALAT1*)^34^. More broadly, 141 genes (out of 25,441) were differentially expressed in stem cells between the photoactivation conditions (*p* < 0.05, Mann–Whitney *U* test with Bonferroni correction; Supplementary Data 2). However, they did not exhibit consistent shared features or functions: gene set enrichment analysis returned no statistically significant associations with lists in MSigDB’s Hallmark collection (50 gene sets in total), no associations with lists in the Gene Ontology Human Phenotype Ontology collection (4,494 gene sets in total), and 2 associations with lists in the Gene Ontology Molecular Function collection (RNA Binding, Structural Molecule Activity; 1,697 gene sets in total). Combined with lack of damage-associated changes in quality-control phenotypes of photoactivated cells, these results indicate that the brief exposure to photoactivation illumination used in SPACECAT tagging does not negatively impact cell health or relevant phenotypes (e.g., intestinal function, stemness). Thus, our findings align with current models of intestinal organoid structure, demonstrating that SPACECAT enables selecting, labeling, and enriching of cells from user-defined regions within human organoids without significant impacts on cellular phenotypes.

### Calcein NVOC is compatible with diverse tissues

To demonstrate the versatility of SPACECAT in complex tissue microenvironments, we photoactivated regions in live tissue slices of mouse small intestine, lung, spleen, and brain (Fig. 3a–d and Supplementary Fig. 9a). Despite the range of cell types and tissue structures (e.g., extracellular matrix types and composition) within these tissues, photoactivation of calcein NVOC provided spatially localized fluorescence signals that were significant above background. Notably, we did not adapt the protocol between distinct tissue types, demonstrating wide applicability and compatibility.

**Fig. 3:**
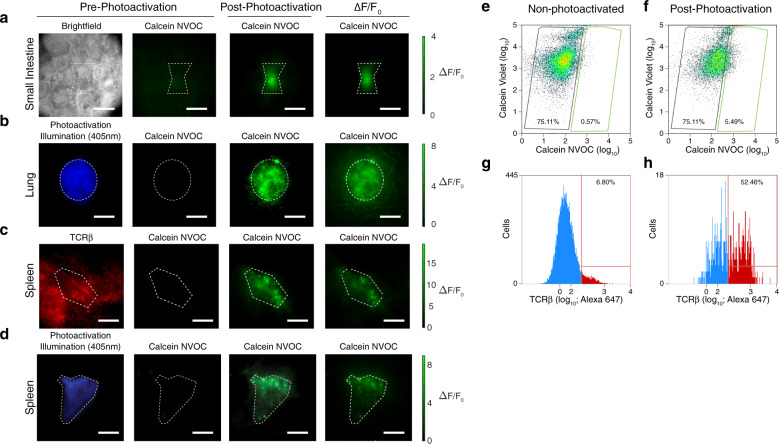
SPACECAT enables tagging of precise regions in live tissue sections. **a**–**d** Various mouse tissue samples were sectioned live, stained with calcein NVOC, and photoactivated in arbitrary regions (within white dashed boundaries). **a** Small intestine (*n* = 3 independent fields of view; scale bar = 50 μm), **b** Lung (*n* = 3 independent fields of view; scale bar = 50 μm). **c**, **d** Representative images of mouse spleen (*n* = 3 independent fields of view); T cell-rich areas were selected for photo-tagging (within dashed white boundary). Left: TCRβ chain antibody (red, **c**) or photoactivation illumination (blue, **d**); left middle: calcein NVOC prior to photoactivation; right middle: calcein NVOC after photoactivation; right: calcein NVOC Δ*F*/*F*_0_. Scale bar = 50 μm. **e**, **f** Flow cytometry of calcein NVOC (*x*-axis, marker of viability and photoactivation) vs. calcein violet (*y*-axis, marker of viability) in non-photoactivated (**e**) and photoactivated (**f**) splenic slices of T cell-rich areas. **g**, **h** Abundance of TCRβ-positive cells among all splenic cells (**g**) and photoactivated cells (**h**) from photoactivated splenic slices.

To test the SPACECAT cell tagging protocol within a heterogeneous tissue and retention of calcein NVOC fluorescence signal through tissue dissociation, we photoactivated T cell-rich regions found in close proximity to vasculature within the spleen, likely representing periarteriolar lymphoid sheaths (Fig. 3c and Supplementary Fig. 9a)^35^. Such T cell-rich zones (white pulp) are important known sites of antigen presentation by activated dendritic cells and initiation of adaptive immune responses. Yet, beyond histological and imaging evaluations, the proportion of T cells in periarteriolar lymphoid sheaths is not widely established, due to difficulties with such spatially resolved measurements. A study relying on differential susceptibility of red vs. white pulp to collagenase reported that the periarteriolar lymphoid sheath contains ~51% T cells^36^. Here we applied the SPACECAT protocol as an independent, spatially resolved measurement of T cell proportion within T cell-rich zones of the spleen.

Photoactivation of T cell-rich perivascular regions produced calcein NVOC fluorescent cell populations that were not present before photoactivation, as assessed by both imaging and flow cytometry (Fig. 3c–f and Supplementary Fig. 9a, b). When analyzed further by flow cytometry, the fluorescent cell population contained 52% T cells, in close agreement with the 51% value previously reported (*p* < 0.0001 for enrichment of T cells in photoactivated vs. non-photoactivated spleen, Fisher’s exact test, Fig. 3g, h). Furthermore, while not directly tested in this experiment, we began photoactivation of spleen sections 7 h before signal was measured by flow cytometry, supporting our in vitro time course demonstration of extended fluorescence signal stability (Fig. 1c and Supplementary Fig. 6c, d). Targeting microanatomical features for imaging or FACS with a fluorescent antibody supports robust spatial tagging in tissue contexts and represents an alternative endpoint to the single-cell transcriptomics demonstrated in the organoid model.

### User-directed cell tagging uncovers spatial heterogeneity in tumor-infiltrating myeloid cells

Finally, we applied SPACECAT to a genetically engineered mouse model of lung adenocarcinoma that phenotypically recapitulates key aspects of human disease. In the Kras-p53 (*Kras*^LSL-G12D/+^, *p53*^fl/fl^; KP) model^37^, intratracheal administration of adenovirus expressing Cre recombinase induces oncogenic *Kras* expression with simultaneous deletion of *p53*, leading to transformation of alveolar type II cells in the context of the healthy lung stroma and natural immune response. To test SPACECAT in the KP model, we dissected whole tumors 16 weeks post initiation from the lungs of two mice (one male, one female) and interrogated the tumor periphery by exposing intact tumor sections to calcein NVOC, photoactivating desired regions, sorting cells by calcein NVOC fluorescence, and generating scRNA-seq libraries using Seq-Well (Fig. 4a and Supplementary Fig. 9c–f).

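Single cells of 2 KP lung tumors, each from 1 mouse, were profiled with Seq-Well, in which the mRNA of cells in microwells is captured on beads that carry a cell barcode and unique molecular identifiers (UMIs). For each tumor, 1 library came from the photoactivated Healthy/Tumor Border and 3 libraries came from technical arrays of the non-photoactivated Whole Tumor, which makes 8 libraries in all. The authors deposited the raw UMI counts of each gene in each cell of each array, after alignment to the mouse genome (mm10) and their own filtering of barcodes. In all, 1245271 UMIs came from the Healthy/Tumor Border of Tumor 1 and 1468817 from that of Tumor 2. The Whole Tumor arrays held 1027143, 2029200 and 1066834 UMIs in Tumor 1 and 748753, 405627 and 1801460 in Tumor 2. The cell names in the deposited files carry the other tumor's number than the sample labels in all 8 arrays; the labels match the numbers of cells that the paper's text gives for each tumor, and were used. Xist, which is transcribed from an inactive X chromosome, reached between 399 and 609 counts per 1000000 UMIs (CPM) in the libraries labelled Tumor 1 and between 2.04 and 2.67 in those labelled Tumor 2, so that all libraries of one label fall on one side. Cells with fewer than 200 genes were left out, following the methods. The remaining cells were clustered on variable genes without the 579 genes that Supplementary Data 4 lists as changed at a Healthy/Tumor Border, so that these genes did not define the clusters. Each cluster was named by lists of marker genes, from the paper and, mostly for myeloid types, whose part of the marker table of Supplementary Data 4 was not held here, also from outside it, and the names carry "-like" since the paper's own assignment of each cell was not used here. For comparisons of expression, the UMIs of 1 class of cells were added up per library, because cells of one mouse are not replicates. The arrays of a Whole Tumor are technical replicates of 1 mouse, so their spread covers handling and sampling and not differences between mice. There is no replicate of a Healthy/Tumor Border, and the intervals and upper limits given for single libraries cover counting error only.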

**Fig. 4:**
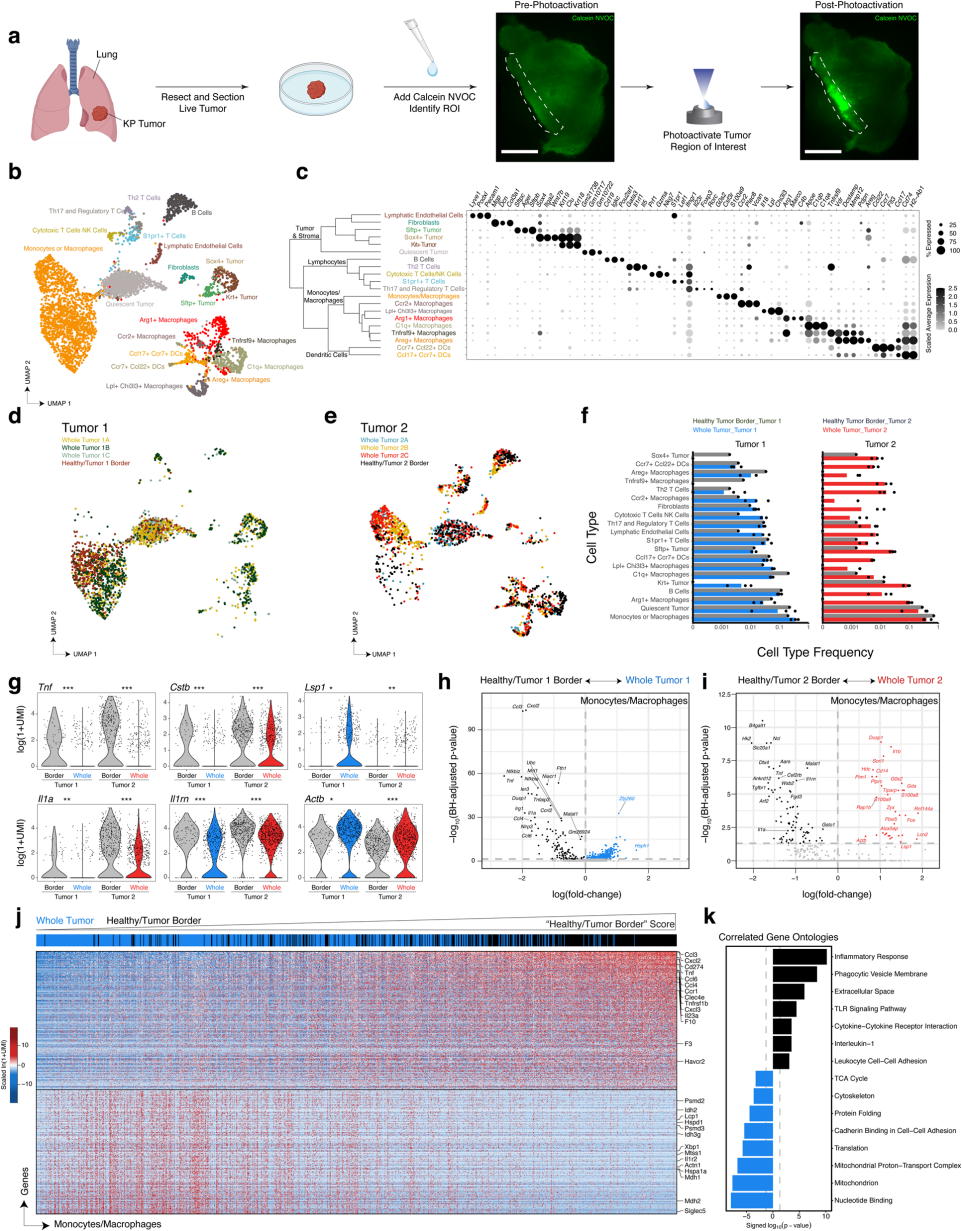
Applying SPACECAT to a KP autochthonous lung tumors uncovers spatial heterogeneity of immune infiltrate. **a** Experimental schematic and representative stitched images of KP lung tumors slices in FITC fluorescence channel before photoactivation (left) and after photoactivation of regions within the white dashed boundary (right). Scale bar = 500 μm. Created using BioRender.com (2021). **b** UMAP embedding and Louvain clusters of 4343 single cells, colored by annotated cell type and state. From Tumor 1, 1634 were from the non-photoactivated, total population and 686 were from the Healthy/Tumor Border. From Tumor 2, 1489 were from the non-photoactivated population and 534 from the Healthy/Tumor Border. **c** Hierarchical clustering of cell types and dot plot of top differentially expressed genes between each cluster and all other cells. All genes significant by Bonferroni-adjusted *p* value <0.001. Dot color represents average expression per cluster; dot size represents percentage of expression per cluster. **d** UMAP embedding with points corresponding to cells only in Tumor 1. Points colored by sort condition; yellow, green, and gray represent triplicate Seq-Well arrays from the Whole Tumor. Red points represent single cells photoactivated and sorted from the Healthy/Tumor Border. **e** UMAP embedding with points corresponding to cells only in Tumor 2. Points colored by sort condition; blue, yellow, and red represent triplicate Seq-Well arrays from the Whole Tumor. Black points represent single cells photoactivated and sorted from the Healthy/Tumor Border. **f** Relative cell-type compositions colored by region and tumor. Individual dots represent proportions in the triplicate technical replicates of three Seq-Well arrays from the Whole Tumor for each tumor (blue for Tumor 1, red for Tumor 2) or single Seq-Well array from the Healthy Tumor Border (black). *X*-axis presented in log scale, and length of bar indicates mean proportion across triplicate technical replicates. **g** Expression of individual genes among Monocyte or Macrophage cells by tumor region in Tumor 1 and 2 (Healthy/Tumor Border vs. Whole Tumor). Two-sided likelihood ratio test for single-cell expression with Bonferroni-adjusted *p* value ***<0.001, **<0.01, *<0.05 (*n* genes = 27,923); *p* values for Tumor 1 and Tumor 2, respectively for: *Tnf*: 5.103442 × 10^−59^ and 1.230068 × 10^−^^07^, *Cstb*: 4.442659 × 10^−^^06^ and 1.851645 × 10^−05^, *Lsp1*: 3.122840 × 10^−03^ and 3.862113 × 10^−02^, *Il1a*: 1.376249 × 10^−30^ and 5.629442 × 10^−03^, *Il1rn*: 2.620537 × 10^−19^ and 9.675296 × 10^−07^, *Actb*: 5.392148 × 10^−12^ and 1.491589 × 10^−02^. **h**, **i** Volcano plots of differentially expressed genes between Monocyte and Macrophage cells by tumor region; dashed lines correspond to Bonferroni-adjusted *p* value = 0.05. **h** Healthy/Tumor 1 Border (*n* = 480 cells) vs. Whole Tumor 1 (*n* = 674 cells); blue: higher relative expression in Whole Tumor 1, black: higher relative expression in Healthy/Tumor 1 Border; *n* genes = 27,923. **i** Healthy/Tumor 2 Border (*n* = 104 cells) vs. Whole Tumor 2 (*n* = 527 cells); red: higher relative expression in Whole Tumor 2, black: higher relative expression in Healthy/Tumor 2 Border; *n* genes = 27,923. **j** Heatmap of 321 genes negatively and 360 genes positively correlated with Healthy/Tumor Border Score among Tumor 1 Monocyte/Macrophage cells (blue: lower relative expression, red: higher relative expression). Cells are ordered by expression of Healthy/Tumor Border Score (color bar represents original location of each cell: blue, Whole Tumor; black, Healthy/Tumor Border). All genes significant by *p* value < 0.05. **k** *p* Values of significantly enriched gene ontologies among genes positively correlated with Healthy/Tumor Border Score (black bars) and genes negatively correlated with Healthy/Tumor Border Score (blue bars). Dashed lines correspond to *p* value = 0.05. Source data are available as a Source data file.

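Of the genes listed in every file, 26465 had at least 1 UMI in at least 1 cell. The Healthy/Tumor Border library of Tumor 1 held 620 cells with at least 200 genes, and the 3 Whole Tumor arrays held 449, 574 and 433. In Tumor 2, the Healthy/Tumor Border library held 506 such cells and the Whole Tumor arrays 328, 368 and 616. The median number of UMIs per deposited barcode was 1593 at the Healthy/Tumor Border of Tumor 1 and 1291, 2391 and 1134 in its Whole Tumor arrays. In Tumor 2, it was 1901.5 at the Healthy/Tumor Border and 1561.5, 589 and 2128 in the Whole Tumor arrays. Scrublet, run on each library, called 71 of the cells with at least 200 genes doublets (1.82%), and these were kept.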

After preprocessing and filtering for high-quality cells, we recovered a total of 4343 single cells and 27,923 unique genes from two tumors (Tumor 1: 686 cells from the photoactivated Healthy/Tumor Border region and 1634 cells from the Whole Tumor; Tumor 2: 534 cells from the photoactivated Healthy/Tumor Border and 1489 from the Whole Tumor; Supplementary Data 3). For cell-type identification, we reduced this high-dimensional data into a lower-dimensional manifold using principal component analysis (PCA) over variable genes, clustered cells using a mutual *k* nearest-neighbor graph, and visualized these clusters on a Uniform Manifold Approximation and Projection (UMAP) embedding (Fig. 4b)^38^. This approach uncovered 20 distinct cell types representing multiple known lymphoid, myeloid, and stromal populations associated with the KP tumor model, including 4 distinct subpopulations of tumor cells, termed *Sox4+* Tumor, *Krt+* Tumor (defined by upregulation of multiple keratin genes, including *Krt19*, *Krt18*, *Krt7*), *Sftp+* Tumor (defined by upregulation of surfactant genes, including *Sftpb*, *Sftpc, Sftpd*), and a Quiescent Tumor cell type (Fig. 4b, c, Supplementary Data 4). 

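Clustering of the cells with at least 200 genes, on 30 principal components at a resolution of 0.5, gave 12 clusters, without the sub-clustering that the methods describe. The setting that moved this number most, cells with at least 500 genes, gave 16. A cluster of 161 Krt+ tumor-like cells was led by genes that include Krt7, Krt18 and Krt19, and a cluster of 71 Sftp+ tumor-like cells by genes that include Sftpc, Sftpa1, Sftpb and Sftpd. The Quiescent Tumor-like cluster held 807 cells, with a median of 377 UMIs per cell against 2660 in the Krt+ tumor-like and 2673 in the Sftp+ tumor-like cells. It was led by Gm10801, Gm10800, Gm26870 and other transcripts of the list for this cell type, which together took 487 of every 10000 UMIs in it. The epithelial genes Epcam, Krt8, Krt18, Krt19 and Cdh1, all markers that also named the Krt+ tumor-like class, together took 2.15 of every 10000 UMIs in the Quiescent Tumor-like cells, 92.2 in the Krt+ tumor-like cells and 37.4 in the Sftp+ tumor-like cells. In B-like cells, which should lack these genes, they took 0.838 of every 10000 UMIs; within Tumor 2 alone, the Quiescent Tumor-like cells had 1.03 and B-like cells 0.716, with overlapping counting intervals. No separate Sox4+ tumor-like cluster was sought, since Sox4 was 1 of the markers of the Krt+ tumor-like list.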

Note that, due to the method of dissection, we hypothesize these are predominately tumor cells though there may be healthy epithelial cells within these clusters. 

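Of the clusters, 5 carried marker genes of myeloid cells. A pair of clusters with 919 and 680 cells was joined as 1 class, called Csf3r+ G0s2+ myeloid-like, which corresponds to the population the paper terms Monocytes or Macrophages. The smaller of the pair was named by 3 of its 10 leading genes, and the larger, which had none of the listed markers among its 10 leading genes, by 3 of its 50 leading genes. The C1q+ macrophage-like cluster held 421 cells, the Arg1+ macrophage-like cluster 258 and the dendritic-like cluster 70. Each of these classes had cells in both tumors. Separate clusters of alveolar, Mmp12+ and Ccr2+ macrophages were not found at this resolution. An alveolar macrophage-like cluster appeared under several alternatives, with 135 cells at a resolution of 1.0, 95 with cells of at least 500 genes, 74 with all variable genes, 252 with all deposited barcodes and 54 without primer barcodes. An Mmp12+ cluster of 234 cells appeared at a resolution of 1.0. With cells of at least 500 genes, the rule gave the name Ccr2+ to a cluster of 53 cells led by Siglech, Ccr9 and Spib, genes of plasmacytoid dendritic cells, so it is not taken as Ccr2+ macrophages.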

Further, we recovered nine populations of monocytes, macrophages, and dendritic cells represented in both tumors. 

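Levels in the Csf3r+ G0s2+ myeloid-like class (1599 cells, median 2071 UMIs per cell) are set against the C1q+ macrophage-like class, which is deeper (median 3647 UMIs per cell), in CPM over all UMIs of the class. Csf3r reached 1122 and had a UMI in 73.1% of cells, against 35.0 and 11.6% in the C1q+ macrophage-like class. G0s2 reached 1049, with a UMI in 54.3% of cells, against 8.00 and 2.14%. Cd14 reached 1985 against 2588, and had a UMI in 66.7% of cells against 86.5%. Fcgr3 reached 961 against 613, with a UMI in 63.0% of cells against 65.6%. Among the cytokine genes, Il1b reached 8125 against 2473, Ccl3 4563 against 248, Il1a 1246 against 312, Tnf 1138 against 217, Ccl4 913 against 281 and Cxcl3 749 against 180. Without the Healthy/Tumor Border library of Tumor 1, a comparison chosen after these levels were seen, the class reached 337 for Tnf, 576 for Il1a, 482 for Ccl4, 538 for Cxcl3 and 2739.8 for Ccl3, each still above the C1q+ macrophage-like class. The classes draw on the tumors unequally, so these levels were also compared within each tumor, likewise after they were seen, and for 4 of the 10 genes the order of the classes then depends on the tumor. Cd14 was at 1245 against 2105 in Tumor 1 and 3954 against 2657 in Tumor 2, Fcgr3 at 1036 against 1105 and 762 against 543, Il1b at 4900 against 5380 and 16705 against 2060, and Il1a at 1630 against 567 and 226 against 275. Tnf had a UMI in 33.7% of cells, against 33.0% in the deeper C1q+ macrophage-like class. These genes were among the markers that named the class, so their levels describe it and test nothing.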

We termed the largest subpopulation of myeloid cells “Monocytes or Macrophages,” defined by expression of well-described markers of monocytes and activated macrophages, including *Csf3r*, *G0s2*, *Cd14*, and *Fcgr3*, as well as multiple inflammatory cytokines, including *Tnf*, *Ccl4*, *Cxcl3*, *Il1b*, *Il1a*, and *Ccl3*. The “Monocytes or Macrophages” cell cluster is distinct from the six other populations of macrophages, which each express a more restricted and mutually exclusive set of functional genes, suggesting greater differentiation and specialization (Supplementary Data 4). 

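The larger cluster of the Csf3r+ G0s2+ myeloid-like class was led by Rab15, Entpd3 and Ffar2, and the smaller one by Retnlg, Asprv1 and Hdc. The leading genes were C1qb, C1qa and C1qc in the C1q+ macrophage-like cluster and Prg4, Marco and Saa3 in the Arg1+ macrophage-like cluster. C1qa reached 0.533 CPM in the Csf3r+ G0s2+ myeloid-like class, 119 in the Arg1+ macrophage-like class and 1071 in the C1q+ macrophage-like class. Csf1r reached 163, 980 and 1124 CPM in these classes, in the same order, and Lyz2 reached 372, 3749 and 6949. The 16 genes of a list of monocyte and macrophage genes together took 8.98 of every 10000 UMIs in the Csf3r+ G0s2+ myeloid-like class, against 258 in the Arg1+ and 375 in the C1q+ macrophage-like class.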

Note that, while we did not identify a distinct neutrophil population, these cells may reside within the various monocyte and macrophage clusters.

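Neutrophil genes were concentrated in the Csf3r+ G0s2+ myeloid-like class. A list of 16 neutrophil genes, of which S100a8, S100a9, Cxcr2, Hdc, Il1r2 and Retnlg had also served to name the class, took 138.5 of every 10000 UMIs in it. The same list took 39.0 of every 10000 UMIs in the Quiescent Tumor-like class, the next highest, 28.6 in the Arg1+ macrophage-like class and 7.24 in the C1q+ macrophage-like class. S100a9 reached 6186 CPM in the Csf3r+ G0s2+ myeloid-like class and 42.0 in the C1q+ macrophage-like class. S100a8 had a UMI in 54.0% of the Csf3r+ G0s2+ myeloid-like cells, against 3.56% of the C1q+ macrophage-like cells, and Cxcr2 in 34.1% against 1.43%. Genes of the list outside the naming markers were also higher in the Csf3r+ G0s2+ than in the C1q+ macrophage-like class, such as Mmp9 at 798 against 105 CPM. Slpi was at 1934 in the Arg1+ macrophage-like class against 381 in the Csf3r+ G0s2+ myeloid-like class, which holds in Tumor 1 (2306 against 205) and turns over in Tumor 2 (664 against 848), and Ly6g had 3 UMIs in the latter.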

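The classes rebuilt here all had cells in both tumors, with Krt+ tumor-like cells the fewest in Tumor 2, at 1 cell at the Healthy/Tumor Border and 3 cells in the Whole Tumor arrays. Endothelial-like cells made up 0.705% ± 0.203 (SD, n = 3 arrays) of the Whole Tumor in Tumor 1 and 2.46% ± 0.876 in Tumor 2. Fibroblast-like cells made up 0.849% ± 0.745 and 1.70% ± 0.220 in the same order, and 1 of the 3 arrays of Tumor 1 held none. At the Healthy/Tumor Border of Tumor 1, none of the 620 cells was endothelial-like or fibroblast-like, so that each has a limit of 0.484%, the share that 3 cells would give. At the Healthy/Tumor Border of Tumor 2, endothelial-like cells made up 0.395% (2 cells) and fibroblast-like cells 0.988% (5 cells), below all 3 arrays of that tumor in both cases.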

All cell types were recovered from both Tumor 1 and Tumor 2, however, at different relative abundances (Fig. 4d–f). Notably, in Tumor 2, we recovered a much higher proportion of B cells, T cells, and dendritic cells, potentially indicating either a more immune-permissive environment within Tumor 2, or that we may have captured a tumor-associated tertiary lymphoid structure. 

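Between the Whole Tumor arrays, B-like cells made up 9.93% ± 1.02 (SD, n = 3 arrays) of Tumor 2 and 1.58% ± 1.02 of Tumor 1. T or NK-like cells, which include innate lymphoid cells here, made up 9.54% ± 1.40 and 2.96% ± 1.22, and dendritic-like cells 3.02% ± 0.252 and 1.05% ± 0.153, in the same order. For each of the 3 classes, all arrays of Tumor 2 lay above all arrays of Tumor 1 (two-sided exact permutation test, p = 0.1 for each, the smallest p that 3 arrays against 3 allow; adjustment over the 3 tests leaves it unchanged). The arrays of one tumor come from 1 mouse, so the test compares 2 tumors and not groups of mice. The share of dendritic-like cells moved most with the clustering, to 9.79% in Tumor 2 and 4.94% in Tumor 1 when the border genes were left among the variable genes. From the higher proportions of these cells in Tumor 2, the paper proposes a more immune-permissive environment or the capture of a tertiary lymphoid structure.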

To control for tumor-intrinsic heterogeneity, we compared the abundance of cell types between calcein NVOC+ Healthy/Tumor Border sorted cells and cells from the non-photoactivated, Whole Tumor arrays in each tumor separately (Fig. 4f). 

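Csf3r+ G0s2+ myeloid-like cells made up 67.4% of the Healthy/Tumor Border library in Tumor 1 (418 of 620 cells, exact 95% Clopper-Pearson interval 63.6 to 71.1%) against 40.6% ± 14.0 (SD, n = 3 arrays) in its Whole Tumor arrays, which ranged from 32.3 to 56.8%. In Tumor 2, they made up 20.0% of the Healthy/Tumor Border library (101 of 506 cells, 16.6 to 23.7%) against 35.1% ± 8.82 in the Whole Tumor arrays, which ranged from 25.9 to 43.5%. Compared with the arrays, the Healthy/Tumor Border thus lay above all 3 arrays in Tumor 1 and below all 3 in Tumor 2. With 1 Healthy/Tumor Border library per tumor, the difference was set against the spread of the arrays and not tested. The difference of 26.8 percentage points in Tumor 1 moved most, to 44.1, when cells outside the Quiescent Tumor-like cluster were the denominator. In Tumor 2, with cells of at least 500 genes, the Healthy/Tumor Border (21.4%) lay within the arrays (14.9 to 40.6%). The paper's shares for this population, from its Source Data for Fig. 4f, are 70.0% and 19.5% at the Healthy/Tumor Border of Tumor 1 and Tumor 2.

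**Figure D1:**
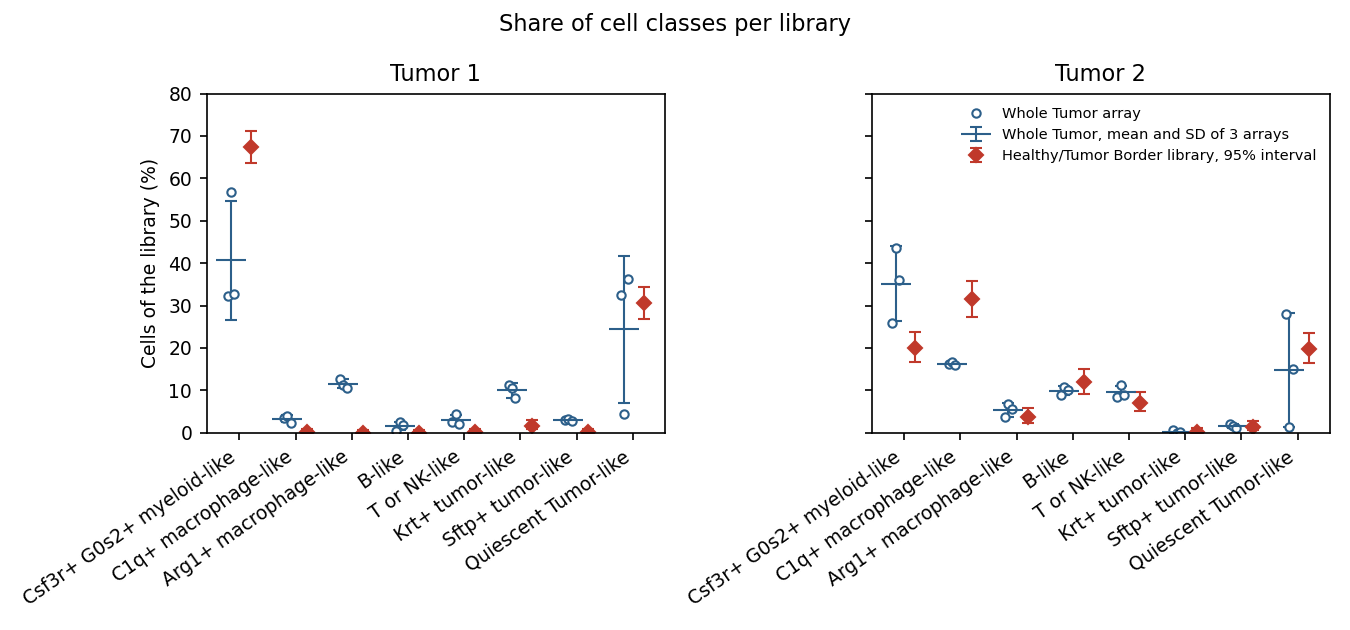
Share of the cells of each library (y axis, percent) that belong to 8 of the classes, for Tumor 1 (left) and Tumor 2 (right); circles are Whole Tumor arrays, lines their mean and SD, and diamonds the Healthy/Tumor Border library with its exact 95% interval. For the Csf3r+ G0s2+ myeloid-like class the diamond is above the 3 circles in Tumor 1 (67.4%) and below them in Tumor 2 (20.0%).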

The Monocytes or Macrophages population was the only cell type with significant differences in abundance between the Healthy/Tumor Border-derived cells and the Whole Tumor across both tumors, albeit in different directions (Benjamini–Hochberg-adjusted *p* value < 0.001 by Fisher’s exact test, expanded and decreased in the Healthy/Tumor border samples in Tumor 1 and Tumor 2, respectively; Fig. 4f). In addition, we observed a significant expansion of *C1q*+ Macrophages in the Tumor/Healthy Border of Tumor 2 (Benjamini–Hochberg-adjusted *p* value < 0.001 by Fisher’s exact test)—this cell type was defined by elevated expression of complement components (*C1qa*, *C1qb*, and *C1qc*), cathepsins (*Ctsh*, *Ctsc*, and *Ctss*), and *Cx3cr1*, which is involved with macrophage migration to inflamed sites. Conversely, in the Tumor 1 Healthy/Tumor Border sample, the majority of the cells were restricted to the Quiescent Tumor or Macrophage/Monocyte cell types with significant differences observed in *Arg1*+ Macrophages, *Tnfrsf9*+ Macrophages, *Krt*+ Tumor cells, *Sftp*+ Tumor cells, and Th2 T cells between the Healthy/Tumor Border and Whole Tumor (Benjamini–Hochberg-adjusted *p* value < 0.001 by Fisher’s exact test). 

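C1q+ macrophage-like cells made up 31.4% of the Healthy/Tumor Border library of Tumor 2 (159 of 506 cells, exact 95% interval 27.4 to 35.7%) against 16.2% ± 0.337 (SD, n = 3) in the Whole Tumor arrays, all of which lay between 15.9 and 16.6%. In Tumor 1, 1 of 620 cells at the Healthy/Tumor Border was C1q+ macrophage-like (0.161%, 0.00408 to 0.895%) against 3.29% ± 0.880 in the arrays. The direction thus differed between the tumors, without a test. C1qb, which led the cluster, reached 1351 CPM in the class, against 1.07 in the Csf3r+ G0s2+ myeloid-like class, and Ctss 3935 against 67.7.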

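In the Healthy/Tumor Border library of Tumor 1, Quiescent Tumor-like cells made up 30.5% (189 of 620 cells, exact 95% interval 26.9 to 34.3%), within the range of the 3 Whole Tumor arrays (4.53 to 36.3%). Without Whole Tumor 1 replicate 2, the array at 4.53%, the Healthy/Tumor Border lay below both remaining arrays. No Arg1+ macrophage-like cell was found at the Healthy/Tumor Border, a limit of 0.484% (3 cells), against 11.5% ± 1.05 (SD, n = 3) in the arrays. Krt+ tumor-like cells made up 1.61% (10 cells, 0.776 to 2.95%) against 10.0% ± 1.72, Sftp+ tumor-like cells 0.161% (1 cell) against 2.93% ± 0.185, and T or NK-like cells 0.161% (1 cell) against 2.96% ± 1.22, each below all 3 arrays. In Tumor 2, the share at the Healthy/Tumor Border lay within the arrays for Arg1+ macrophage-like cells (3.75% against 5.32% ± 1.58), Krt+ tumor-like cells (0.198% against 0.257% ± 0.316) and Sftp+ tumor-like cells (1.38% against 1.63% ± 0.499). T or NK-like cells there made up 7.11% (36 cells, 5.03 to 9.71%), below the arrays of Tumor 2, and B-like cells 11.9% (60 cells, 9.17 to 15.0%), above them, while the border of Tumor 1 held no B-like cell, a limit of 0.484% that lies within its arrays (0.445 to 2.44%).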

Certain genes involved in key immunological processes were reproducibly expressed at either higher or lower levels in the Healthy/Tumor Border-derived monocytes and macrophages as compared to their Whole Tumor counterparts across this *N* = 2 study (Fig. 4g). Together, this data supports profound inter-tumor, as well as intra-tumor spatial heterogeneity among tumor subtypes and infiltrating lymphocytes within the KP tumor model.

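For the Csf3r+ G0s2+ myeloid-like cells, the counts of each library were added up and compared on 2 scales, CPM within the class and edgeR's TMM normalization. The scales differ: relative to CPM, TMM moved the median log2 change, Border over Whole, by 0.55 in Tumor 1 and by -0.39 in Tumor 2, so directions below hold on both unless stated. The 10 most abundant genes took 25.3% of the UMIs of the class at the Healthy/Tumor Border of Tumor 1 and at most 20.5% in its arrays. Tnf (GRCm38, the assembly of mm10, chromosome 17, 35199381 to 35202007) reached 3218 CPM at the Healthy/Tumor Border of Tumor 1 against 345 ± 103 (SD, n = 3 arrays) in the Whole Tumor, and 822 against 271 ± 27.2 in Tumor 2. Its log2 change was 3.78 in Tumor 1 (standard error 0.25, adjusted p = 2.52e-46) and 1.23 in Tumor 2 (standard error 0.30, adjusted p = 0.00166, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Il1a (chromosome 2, 129299610 to 129309972, overlapped on the other strand by Gm14023) reached 2988 CPM against 792 ± 11.7 in Tumor 1 and 518 against 166 ± 14.6 in Tumor 2. By the same edgeR test, its log2 change was 2.46 (adjusted p = 3.94e-20) and 1.27 (adjusted p = 0.00324). Cstb (chromosome 10, 78425669 to 78427622) reached 850 CPM against 508 ± 46.0 and 481 against 156 ± 56.1, with a log2 change of 1.29 and 1.14 (adjusted p = 2.59e-05 and 0.00867, edgeR). Lsp1 (chromosome 7, 142460809 to 142494867, overlapped on the other strand by Prr33) was lower at the Healthy/Tumor Border, at 52.7 CPM against 192 ± 51.1 and 131 against 489 ± 94.5, with a log2 change of -1.30 and -2.27 (adjusted p = 0.00287 and 1.39e-06, edgeR). Il1rn (chromosome 2, 24336853 to 24351494) was past the threshold in Tumor 1 alone, with a log2 change of 1.25 (adjusted p = 0.00012) and 0.35 (adjusted p = 0.499), and Actb (chromosome 5, 142903115 to 142906754) in Tumor 2 alone, with -0.69 (adjusted p = 0.134) and -1.0 (adjusted p = 0.0196), all by edgeR's test. All 6 genes lay outside the 3 arrays on the same side in both tumors, in CPM and after TMM. In these fits the Healthy/Tumor Border is 1 library, assumed to vary like the arrays, so each adjusted p compares libraries of 1 mouse. A fit over both tumors, with the arrays of each Whole Tumor added up and the tumor as a term, called none of 6262 genes by edgeR's test, with 156 at an unadjusted p under 0.05, and none by DESeq2, with 57. The lowest adjusted p in that fit was that of Plau (log2 change 2.57, adjusted p = 0.0893, edgeR), and Tnf had a log2 change of 2.51 (unadjusted p = 0.0418, adjusted p = 1.00, edgeR). Treating the arrays as separate samples moved this count most, to 37 genes, a setting in which technical arrays stand in for mice. With cells of at least 500 genes or with no filter on low counts, Tnf, Il1a and Cstb in Tumor 2 were no longer past the threshold, with an adjusted p over all alternatives from 0.000197 to 0.150 for Tnf, from 0.000247 to 0.0849 for Il1a and from 0.00201 to 0.161 for Cstb (edgeR and DESeq2). Without Whole Tumor 2 replicate 3, Actb in Tumor 2 was not past the threshold either (log2 change -0.88). In Tumor 1, Lsp1 was not past it under 2 of 18 alternatives, and Cstb and Il1rn each under 1. Tnf and Il1a in Tumor 1 stayed past it under all 18.

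**Figure D2:**
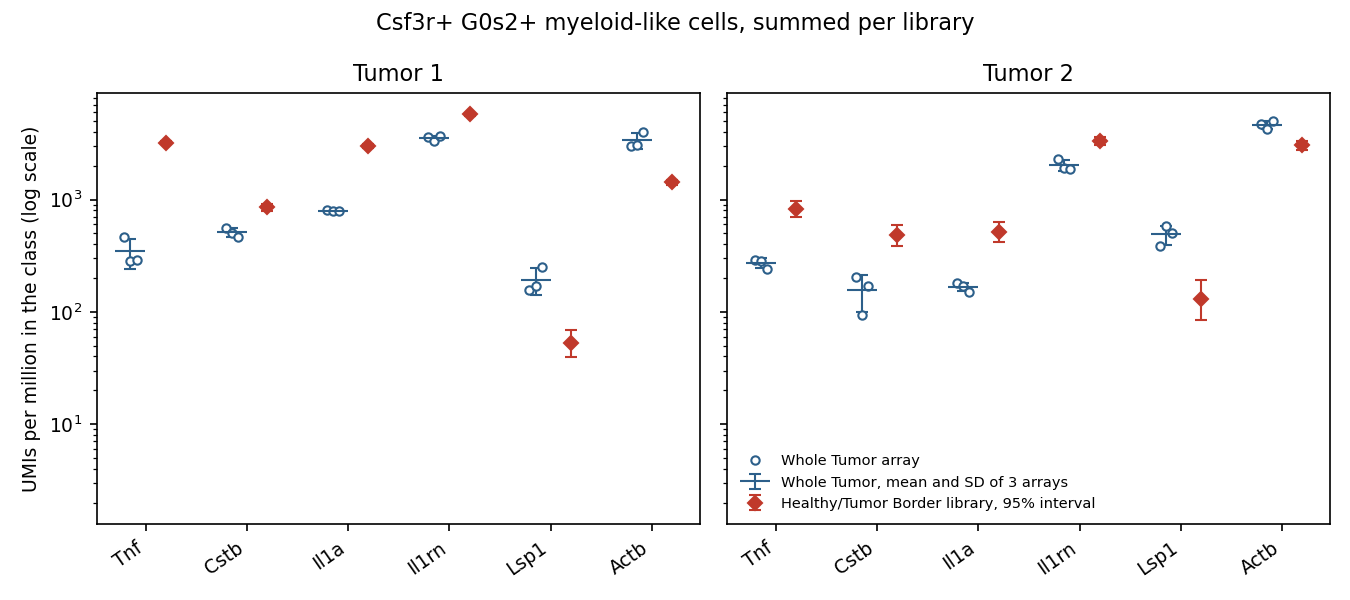
CPM of the Csf3r+ G0s2+ myeloid-like class in each library (y axis, log scale) for the 6 genes, in Tumor 1 (left) and Tumor 2 (right); circles are Whole Tumor arrays, lines their mean and SD, and diamonds the Healthy/Tumor Border library with its 95% counting interval. Tnf is at 3218 against a mean of 345 in Tumor 1 and at 822 against 271 in Tumor 2.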

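Whether a change between Healthy/Tumor Border and Whole Tumor differs between the tumors was tested directly in the Csf3r+ G0s2+ myeloid-like cells, as the change in Tumor 1 minus that in Tumor 2. The difference was past the threshold for 720 of 6111 genes (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 490 of them with the higher log2 change in Tumor 1 and 230 with the higher one in Tumor 2, by sign; the absolute change was larger in Tumor 2 for 479. The setting that moved this count most, cells with at least 500 genes, gave 318. By sign alone, after TMM, the log2 change was opposite in the tumors for 653 of the 720. Examples are Irg1 with a log2 change of 3.10 in Tumor 1 and -1.34 in Tumor 2, and Nfkbiz with 3.05 and -0.87. Others are Cd14 with 1.64 and -1.30, Il1b with 0.94 and -1.67 and Csf3r with 0.83 and -1.18. Each of these named genes had the same signs in CPM. Relative to CPM, TMM moved the median log2 change by 0.55 in Tumor 1 and by -0.39 in Tumor 2. Both shifts raise the change in Tumor 1 minus that in Tumor 2. The counts above hold on the TMM scale, and no alternative used CPM alone. In CPM, the folds in Tumor 1 and Tumor 2 were 9.32 and 3.03 for Tnf and 3.77 and 3.12 for Il1a. The difference was 4.44 for Irg1 (adjusted p = 1.06e-20), 3.92 for Nfkbiz (adjusted p = 8.62e-17), 2.94 for Cd14 (adjusted p = 5.35e-10) and 2.61 for Il1b (adjusted p = 1.15e-07), all by edgeR's test. For Tnf, higher at both borders, the difference was 2.55 (adjusted p = 1.71e-07, edgeR), and for Il1a it was 1.20 (adjusted p = 0.0492, edgeR), which was not past the threshold under 13 of 17 alternatives (adjusted p from 0.0104 to 0.580). For Il1rn, Cstb, Lsp1 and Actb it was not past the threshold (adjusted p = 0.148, 0.876, 0.234 and 0.691, edgeR). Among the 5 largest differences in each direction, only Tnfaip6 had UMIs in both regions of Tumor 2, with 1 UMI at the Healthy/Tumor Border and 80 in the arrays, so that no fold is given. Of the others, Ppp1r13b was at least 21.8-fold and Tars at least 16.0-fold higher at the Healthy/Tumor Border of Tumor 2. Mrpl18 was at least 13.1-fold, AI662270 at least 8.73-fold and Snrpa1 at least 7.28-fold higher there. The floor is 3 counts over its arrays, where they had none. These folds rest on 15, 11, 9, 6 and 5 UMIs at that border, in the same order, and leave out the counting error of these few UMIs. Eif4ebp1 was at least 3.82-fold and Rnf34 at least 2.98-fold lower at that border, where they had no UMI, and no fold is given for Tnfsf9 and Icmt, whose bound is under 1. The paper reads these differences in cell-type abundance and expression as support for spatial heterogeneity between and within tumors, among tumor subtypes and infiltrating lymphocytes, and calls the study underpowered for definite conclusions.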

To complement the capabilities of SPACECAT’s experimental spatial tagging, we developed and implemented a computational framework for analyses building on the results of cell-type classification, differential frequency, and differential expression comparisons. To infer smooth gradients along the axis between tagged regions, we scored cells on the expression of differentially expressed genes between tagged regions and identified genes that correlated with that gene expression signature. Given the observed significant changes in the relative abundance of Monocyte/Macrophage between the Healthy/Tumor border and Whole Tumor samples from both tumors, we chose to focus on these cell types as an example of investigations enabled by SPACECAT. 

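In the Csf3r+ G0s2+ myeloid-like cells, summed per library (1043243 UMIs at the Healthy/Tumor Border of Tumor 1 and 348901 to 942452 in its arrays; 191097 in Tumor 2 and 106021 to 532645), 594 of 6111 genes were past the threshold in Tumor 1 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 471 higher and 123 lower at the Healthy/Tumor Border. In Tumor 2, 553 genes were past it, 224 higher and 329 lower. Cells with at least 500 genes reversed that balance, to 169 higher and 93 lower, and thinning every library to the smallest total moved the count of Tumor 1 most, to 239. Without Whole Tumor 2 replicate 3, 344 genes were past the threshold in Tumor 2. The rankings by size that follow take genes past the threshold, with at least 50 UMIs in the tumor and a border outside its arrays. After Tnf, the largest increases in Tumor 1 were in Gm6377 (log2 change 3.74), which overlaps Sh3bgrl on the same strand, Irg1 (3.10), Nfkbiz (3.05) and Mt2 (3.00). The largest decreases there were in Timm10b, Ino80c, Pmepa1, Iars and Casd1, each with 2 or 3 UMIs at the Healthy/Tumor Border and 52 to 64 in the arrays, so that no fold is given. In Tumor 2, the largest increases by the same rule were in Rcan1 (2.63), Arf2 (2.55), Hk2 (2.51), Inhba (2.48) and Eif5b (2.46). Genes with fewer UMIs there can have larger values, such as Plau (3.78, from 27 UMIs at the border and 6 in the arrays). With an array left out, the change was 1.79 to 3.80 for Rcan1, 2.09 to 5.77 for Inhba and 1.64 to 3.12 for Eif5b. For Arf2 it was 2.37 to 2.99 and for Hk2 2.21 to 2.84. Under 3 of 18 alternatives Rcan1 was not past the threshold, and under 1 Inhba was not. The largest decreases were in Fry and Eif4ebp1, with no UMI at the Healthy/Tumor Border (at least 4.35-fold and 3.82-fold lower), and in Tspan13, Tnfaip6 and Sqrdl, each with 1 UMI there. Of the 117 genes that Supplementary Data 4 lists as higher at the Healthy/Tumor Border of Tumor 1, 113 were higher there (median log2 change 1.61; 113 past the threshold, and 113 adjusted over the list alone), which is not independent evidence since the list was chosen on these cells. In Tumor 2, 25 of them were higher and 92 lower (median -0.57 after TMM and -0.19 in CPM; 41 past the threshold and 53 adjusted over the list alone), near the middle of 10000 random lists of like expression (percentile 48.8). Of the genes listed as lower at the Healthy/Tumor Border of Tumor 1, 364 of the 370 tested were lower there (median -0.82; 81 past the threshold, 180 adjusted over the list alone), and in Tumor 2, 169 were lower (median 0.11 after TMM, percentile 99.7 of random lists, and 0.53 in CPM; 47 and 56). For Tumor 2, Supplementary Data 4 lists 80 genes as higher at the Healthy/Tumor Border, and all 80 were higher there (median 1.46; 52 past the threshold, 69 adjusted over the list alone), while 66 were also higher in Tumor 1 after TMM (median 0.47, percentile 51.1; 21 and 29) but 34 in CPM (median -0.07). It lists 32 as lower there, and all 32 were lower (median -1.72; 32 and 32), while 7 were lower in Tumor 1 after TMM (median 0.67, percentile 94.1; 13 and 19) and 15 in CPM (median 0.09).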

From Tumor 1, we observed 117 genes downregulated and 372 genes upregulated in the Whole Tumor compared to the Healthy/Tumor Border (Fig. 4h and Supplementary Data 4); from Tumor 2, we observed 31 downregulated and 80 upregulated genes in the same comparison (Fig. 4i and Supplementary Data 4). 

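The score of a cell was computed as the methods describe, as the sum of the ln-normalized expression of the genes that Supplementary Data 4 lists as higher at the Healthy/Tumor Border of Tumor 1. To compare libraries of unequal depth, each Csf3r+ G0s2+ myeloid-like cell was thinned to 500 UMIs and cells with fewer were left out, 11 at the Healthy/Tumor Border of Tumor 1 and 58 of 160 in Whole Tumor 2 replicate 2. The mean score was 166.8 at the Healthy/Tumor Border of Tumor 1 against 100.6 ± 2.11 (SD, n = 3 arrays) in the Whole Tumor, which restates how the genes were chosen. In Tumor 2, which had no part in choosing the genes, it was 146.4 at the Healthy/Tumor Border against 160.0 ± 4.09 in the arrays, below all 3 of them (157.0 to 164.7). The single border library was set against the range of the arrays, and no test was run. In unthinned cells, the setting that moved the score of Tumor 2 most, the Healthy/Tumor Border (189.3) lay within the arrays (192.9 ± 24.5), of which the shallow Whole Tumor 2 replicate 2 was at 164.6 and the others at 206.6 and 207.5.

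**Figure D3:**
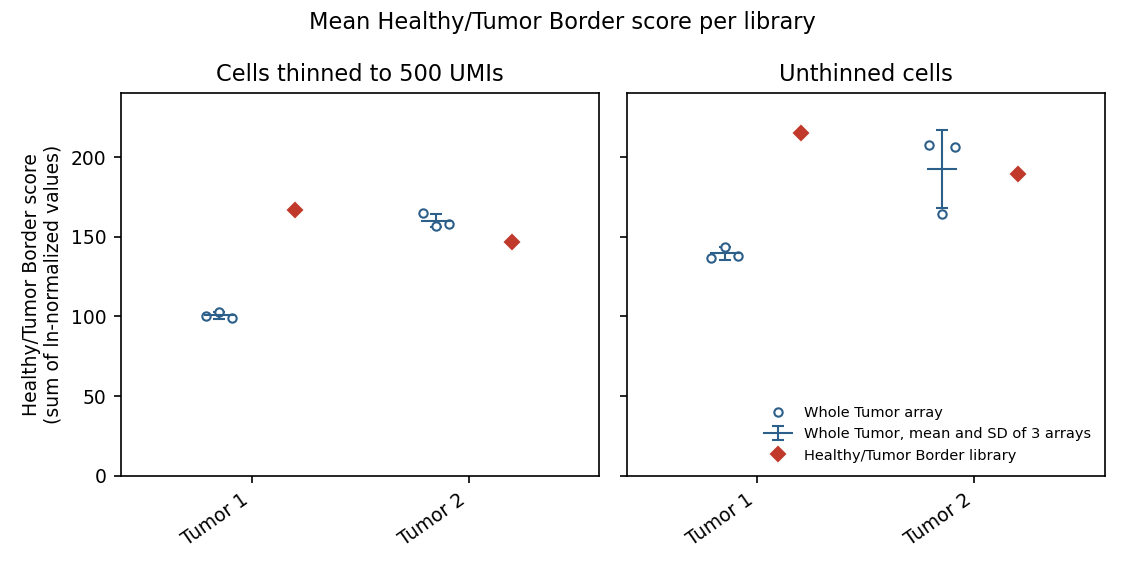
Mean Healthy/Tumor Border score per library (y axis, sum of ln-normalized values) in cells thinned to 500 UMIs (left) and in unthinned cells (right); circles are Whole Tumor arrays, lines their mean and SD, and diamonds the Healthy/Tumor Border library. In thinned cells the diamond is above the circles in Tumor 1 (166.8) and below them in Tumor 2 (146.4).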

We then scored and ranked all cells from Tumor 1 belonging to this cluster by their expression of the 117 genes with increased expression among Monocytes/Macrophages at the Healthy/Tumor Border in Tumor 1. There were 321 genes negatively correlated and 360 genes positively correlated with the Healthy/Tumor Border score; ordering cells by their Healthy/Tumor Border score demonstrated smooth and opposing gradients in gene expression, pointing toward SPACECAT’s ability to uncover potentially important, yet nuanced patterns of spatial variation within complex microenvironments (Fig. 4j). 

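Across the 1031 Csf3r+ G0s2+ myeloid-like cells of Tumor 1 and 16909 genes, Pearson's r with the score was at least 0.147, the smallest absolute r in Supplementary Data 4 for Fig. 4j, for 313 genes and at most -0.147 for 723. Of the 313, 109 are among the genes of the score itself. Cells are not replicates, so no p is given. Thinning each cell to 500 UMIs moved the counts most, to 155 positive and 127 negative. Outside the genes of the score, the largest positive r was that of Marcks (0.366), followed by Tnfrsf1b (0.362), Sgpl1 (0.358), Klf6 (0.355) and Ninj1 (0.336). The largest negative r was that of Gm26917 (-0.398), followed by Cst3 (-0.388), mt-Co1 (-0.383), Man2b1 (-0.355) and Siglec5 (-0.345). After centring on the mean of each library, so that differences between libraries do not enter, these were between 0.340 and 0.390 for the positive and between -0.370 and -0.271 for the negative genes. Among the genes that Supplementary Data 4 lists for Fig. 4j, all 360 positive and all 321 negative ones had the same sign here.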

Gene ontology enrichment revealed the cellular pathways associated with this ranking inclusive of several enrichments of potential relevance to the spatial organization of the tumor microenvironment (Fig. 4k and Supplementary Data 4). While this study is underpowered to make definite conclusions about relevant features of the tumor microenvironment in this model (see Supplementary Note 1 for a discussion of power to detect rare cells), here we demonstrate that SPACECAT enables lines of spatial inquiry in ex vivo samples from diverse biological settings and specifically adds spatial context to recent epigenetic and longitudinal transcriptomic investigations within the KP tumor model^39,40^.

## Discussion

SPACECAT provides a broadly applicable method for fluorescently staining cells in arbitrary ROIs, tracking live cells over extended periods of time, and linking information about a cell’s spatial location or dynamics to myriad other measurements (e.g., single-cell -omic measurements, flow cytometry). Using in vitro cell cultures, we demonstrated cell tagging with spatially specific and temporally stable fluorescent labeling. In 3D human organoids, we confirmed known biological structures of stem cell-enriched, mitotic crypt niches, and in spleen tissue sections, we targeted T cell-rich zones to provide a quantitative measurement of T cell fraction independent of prior methods. To demonstrate SPACECAT’s ability to enable discovery of biological phenotypes, we further applied our technique to cross-sections of an autochthonous lung tumor mouse model and uncovered spatially enriched rare subsets of monocytes exhibiting transcriptional programs associated with differentiation and immune recruitment, suggesting promising directions for further inquiries and biological validation focused on the spatial structure underlying heterogeneity in cancer–immune crosstalk.

In addition to applications across diverse model systems, these trials highlight SPACECAT’s strength for spatially informed assays. The temporal stability of the encoded fluorescence signals enables tagging and tracking of cellular dynamics over several hours, important for examining biological function (e.g., in a stage-top incubator to preserve sample viability throughout tagging, time course imaging, isolation, and downstream assays). Our longest demonstration of temporal stability was 16 h in a dish of rapidly dividing cells from a cancer cell line, but further tracking is possible (note that calcein is a commonly used viability dye across multiple organs, including for labeling cells for times as long as days)^12–14,17,18^. The durability of SPACECAT’s fluorescent signals will depend on sample characteristics (e.g., longer signal duration in slowly dividing cells, shorter duration in metabolically active cells). Spatially, SPACECAT’s ability to fluorescently stain regions as small as individual cells enables tagging of complex regions, important for labeling the geometries of biological structures (with subsequent isolation dependent on the set-up and hardware of downstream flow sorting).

Our organoid trials also point toward possibilities for fluorescent tagging into the depth of a biological structure. As part of organoids’ experimental preparation, they retained a surrounding shell of Matrigel, providing an indication on the ability of active illumination to penetrate into complex biological environments (e.g., extracellular matrix mimicked by Matrigel). More sophisticated photoactivation approaches than the digital micromirror device used here (e.g., two-photon microscopy) or optimized protocols (e.g., increased photoactivation exposure lengths, pulsed photoactivation protocols) have the potential to increase the penetrance depth or more specifically define axial staining. The use of a standard epifluorescence microscope provides a conservative indication on SPACECAT’s capabilities. We present the trials here to serve as key biological contexts where SPACECAT enabled previously difficult, spatially resolved assays with in vitro cell lines, organoids, and tissue sections.

For future applications of SPACECAT, the demonstrations across model systems exemplify various approaches for determining ROIs in biological samples. Researchers could define SPACECAT ROIs based on prior expectations of spatial variations in gene expression associated with biochemical availability (e.g., edge–core differences in a tumor as demonstrated in this manuscript). As a related example, researchers could rely on knowledge of tissue structures, such as separately profiling regions along the crypt-to-villus progression in intestinal tissue sections (building on our demonstrations in this manuscript isolating cells from organoid crypts). As a third option, we harnessed cell-type-specific fluorescent antibodies to target the periarteriolar lymphoid sheath surrounding arterioles in the spleen. Importantly for spatial tagging given limited fluorescence channels, we demonstrate multiplexing capability, encoding 6 distinct spatial regions with 3 fluorescence channels in Fig. 1e (5 regions with distinct fluorescence intensity combinations + 1 background null region). Spatial heterogeneity could be further explored by investigating adjacent slices of tissue section for different features. By leveraging a flexible number of fluorescence channels for SPACECAT tagging or labels/antibodies, along with prior hypotheses and known morphologies, the SPACECAT protocol can be adopted for a variety of spatial investigations.

In this work, we have leveraged imaging, flow cytometry, and scRNA-seq as final readouts after cell tagging using the SPACECAT protocol. Importantly, this approach yields live cells and allows for significant experimental flexibility. Cells can either remain in situ for dynamic tracking and staining or can be removed from that environment to be evaluated by biophysical assays, functional characterization, genomics methods, or potentially a combination of these assays^41,42^. These features make SPACECAT a promising addition to the spatial -omics toolbox, especially as a complement to techniques that require lethal endpoint preparations of biological samples. For instance, techniques like in situ sequencing^7^, STARMAP^43^, or fluorescence in situ hybridization^44,45^ enable terminal single-cell genomic profiling across a tissue section, at the expense of potentially complex chemistries and/or sample processing protocols and imaging hardware set-ups. Slide-seq^46^ or high-definition spatial transcriptomics^47^, meanwhile, provide spatial information in an experimental format comparable to typical single-cell sequencing assays, with potential tradeoffs related to transcript capture efficiency and appropriate interpretation of single-bead measurements (as opposed to single-cell measurements). Ultimately, all of these techniques (and others not listed here but reviewed elsewhere^48,49^) deliver complementary capabilities with their own particular use cases and could even be coupled with SPACECAT to link cellular dynamics to end-state phenotype^49^. We envision SPACECAT serving as a strong small molecule addition to the set of recently developed methods for spatially informed assays that leverage photocaged olignucleotides^50^ and nanobodies^51^. With a minimally perturbative, temporally stable, and spatially precise fluorescent-tagging signal, the SPACECAT protocol can be incorporated into existing sample workflows to increase information produced from an experiment, requiring only the addition of specific dyes described here and elsewhere and an active UV illumination source^19^. By exposing a sample to different dyes, separated by washing and photoactivation steps, this protocol can yield tagged cells from multiple regions to be compared and contrasted. Importantly, the number of possible regions scales multiplicatively with the number of dyes at varying photoactivation thresholds, enabling multiple neighborhoods to be stained from a limited set of encoding dyes.

By enhancing endpoint readouts—whether they be cell growth rate, cytokine secretion, genomics, etc.—with positional information (e.g., interfaces between diseased tissue and normal parenchyma, proximity to lymphatics or a mucosal surface) or by tracking cells of interest through space and time without genetic modifications, SPACECAT has the potential to further our understanding of connections between microscale cellular characteristics, mesoscale intercellular architecture, and macroscale biological function.

## Methods

### Calcein NVOC synthesis

#### 4’,5’-Dimethyl-3’6’-diacetoxyspiro[isobenzofuran-1(3H),9’-[9H]xanthen-3-one (**1**)

Phthalic anhydride (16.7 g, 0.113 mol) and resorcinol (24.9 g, 0.206 mol) were charged in an oven-dried 250 mL round-bottomed flask under nitrogen and slowly heated with the use of a sand bath (thermocouple probe in bath = 170 °C) until the solids were completely melted. Anhydrous zinc chloride (15.0 g, 0.110 mol, weighed in an argon-filled glove box) was added portion-wise against positive nitrogen pressure as the sand bath temperature was slowly raised to 230 °C. After approximately 30 min (as indicated by the literature), no solidification had occurred, so the temperature was further raised to 250 °C, at which point the reaction began releasing water vapor.

A vent needle was added, and the reaction was left at a thermocouple temperature of 250 °C until it had solidified as a dark red solid. The flask was removed from the sand bath and was allowed to cool in air for 1 h. The solid was then removed and pulverized with a mortar and pestle.

The resulting powder was suspended in 6 N hydrochloric acid (150 mL) and heated to reflux for 30 min. The resulting solid product was collected by vacuum filtration, washed with water, and air-dried with flowing compressed air and continual vacuum pressure. The solid obtained was carried on crude into the next step.

This crude solid was suspended in acetic anhydride (300 mL) in a round-bottom flask under nitrogen atmosphere and heated to a bath temperature of 100 °C. Once it reached that temperature, pyridine (20 mL) was slowly added down from the top of the attached reflux condenser, and the reaction was left to stir overnight. A shorter reaction time could likely be applied if desired, as the analogous reaction with benzoic anhydride is reported to be complete in 2.5 h. In the morning, thin-layer chromatographic (TLC) analysis indicated complete consumption of the starting material (as judged against a small sample of crude solid reserved from the first step). The reaction was allowed to cool and was then poured onto approximately 300 g of ice to induce precipitation.

After the ice had melted, the resulting solid was collected by filtration and washed with water. Recrystallization from acetone yielded 24.2 g (50% yield) of a creamy solid that produced a colorless solution upon dissolution.

^1^H nuclear magnetic resonance (NMR; 401 MHz, chloroform-*d*) *δ* 8.17–7.91 (m, 1H), 7.66 (dtd, *J* = 21.9, 7.4, 1.2 Hz, 2H), 7.22 (d, *J* = 7.5 Hz, 1H), 6.78 (d, *J* = 8.7 Hz, 2H), 6.68 (dd, *J* = 8.7, 0.7 Hz, 2H), 2.36 (s, 6H), 2.35 (s, 6H).

^13^C NMR (150.9 MHz, chloroform-*d*) *δ* 168.8, 152.8, 150.4, 150.2, 135.1, 129.9, 126.4, 125.5, 125.1, 124.2, 119.1, 117.7, 116.4, 82.6, 20.8, 9.5. High-resolution mass spectrometry (electrospray ionization) HRMS (ESI) calculated for C_26_H_20_O_7_ [M + H]^+^: 445.12873. Found 445.12898 (Supplementary Fig. 2).

#### 4’,5’-Bis-(bromomethyl)-3’6’-diacetoxyspiro[isobenzofuran-1(3H),9’-[9H]xanthen-3-one (**2**)

This material was synthesized by adapting a procedure from a Lippard patent^52^. The methyl fluorescein derivative prepared above (3.91 g, 8.80 mmol) and 1,3-dibromo-5,5-dimethylhydantoin (3.87 g, 13.5 mmol) were charged in a 1-L flask with a Schlenk adapter attached. Chlorobenzene (550 mL) was added, and the solution was degassed by freeze–pump–thaw. 1,1’-azobiscyclohexanecarbonitrile (180 mg, 0.74 mmol) and acetic acid (140 µL) were added against positive nitrogen pressure and the reaction was heated to 40 °C for 72 h, during which time the color changed from nearly clear, to a bromine-related orange, and finally to yellow.

The chlorobenzene solution was transferred into a separatory funnel with the aid of additional toluene and then rinsed with four portions (250 mL each) of water heated to between 50 and 75 °C. The organic layers were dried over MgSO_4_ and concentrated to yield a crude solid, which was recrystallized from 9:1 toluene:EtOH. The resulting solid was collected by vacuum filtration and rinsed with a small amount of cold toluene. The filtrate solution was concentrated and recrystallized a second time from toluene/EtOH to yield a second crop of crystals. Both fractions were independently analyzed by ^1^H NMR before being combined (3.64 g total, 68% yield) for storage and further analysis.

^1^H NMR (401 MHz, chloroform-*d*) *δ* 8.12–7.99 (m, 1H), 7.70 (dtd, *J* = 23.8, 7.4, 1.2 Hz, 2H), 7.32–7.21 (overlapping with CDCl3 signal, 1H), 6.92 (d, *J* = 8.8 Hz, 2H), 6.83 (d, *J* = 8.8 Hz, 2H), 4.82 (s, 4H), 2.42 (s, 6H).

^13^C NMR (150.9 MHz, chloroform-*d*) *δ* 168.7, 168.3, 152.1, 150.3, 149.3, 135.4, 130.3, 128.6, 126.1, 125.4, 124.2, 119.0, 118.8, 116.8, 81.3, 20.9, 20.3. HRMS (ESI) calculated for C_26_H_18_Br_2_O_7_ [M + H]^+^: 602.94771. Found 602.94948 (Supplementary Fig. 3).

#### Iminodiacetic acid bis(2-nitro-4,5-dimethoxy)benzyl ester trifluoroacetate salt (**3**)

2-nitro-4,5-dimethoxybenzyl bromide from commercial suppliers was found to be relatively impure but was upgraded to sufficient purity by dissolving in dichloromethane and filtering through silica (eluted with additional pure dichloromethane) before use. This routinely converted dark brown commercial material into a pale yellow solid after concentration in vacuo.

*N*-Boc-iminodiacetic acid (184 mg, 0.79 mmol), purified 2-nitro-4,5-dimethoxybenzyl bromide (460 mg, 1.67 mmol), and cesium carbonate (542 mg, 1.66 mmol) were charged in an oven-dried 25 mL round-bottomed flask under nitrogen. Dry acetonitrile (4.6 mL) was added, and the solution was left to stir at room temperature for 1 h. TLC analysis at that point indicated slow conversion, and so the reaction was heated to 50 °C overnight (approximately 16 h).

In the morning, TLC showed trace residual bromide (as it was added in slight excess) and one major new UV-active product. The reaction solution was transferred to a separatory funnel and diluted with saturated aqueous sodium carbonate, which was then extracted thrice with dichloromethane. The combined organic extracts were dried over MgSO_4_, filtered, and concentrated *in vacuo*.

To remove excess bromide, the crude product was re-dissolved in a small amount of dichloromethane and loaded onto a silica plug. Elution with pure dichloromethane was performed until all excess bromide had been removed, and then further elution with 10% ethyl acetate in dichloromethane delivered the major new UV-active compound as a single spot.

After concentration *in vacuo*, the resulting intermediate was immediately re-dissolved in dry dichloromethane (4 mL), placed under nitrogen, and cooled to 0 °C. Trifluoroacetic acid (1 mL) was slowly added, and the reaction was left to stir under nitrogen for 4 h. TLC analysis at that point indicated complete consumption of the presumed intermediate. The reaction was allowed to warm to room temperature over the course of 15 min, at which point approximately 15 mL of diethyl ether were added with stirring. This induced immediate precipitation of fine particles. Stirring was stopped and the particles were allowed to flocculate for 10 min before vacuum filtration. The creamy white solid that was obtained was rinsed with a further portion of diethyl ether (approximately 10 mL), before being air dried for 10 min. The creamy white solid was then transferred into a tared 20 mL scintillation vial and further dried under high vacuum to deliver the desired trifluoroacetate salt (458 mg, 91% yield).

^1^H NMR (401 MHz, methanol-*d*_4_) *δ* 7.78 (s, 1H), 7.19 (s, 1H), 5.63 (s, 2H), 4.15 (s, 2H), 3.97 (s, 3H), 3.93 (s, 3H).

^13^C NMR (105.9 MHz, methanol-*d*_4_) *δ* 166.5, 153.7, 149.1, 140.4, 124.7, 111.8, 108.2, 64.6, 55.6. Two carbon peaks are unobserved and are likely found underneath the solvent residual. HRMS (ESI) calculated for [M]^+^ C_22_H_26_N_3_O_12_: 524.15110. Found 524.15164 (Supplementary Fig. 4).

#### Calcein NVOC (**4**)

This material was synthesized by adapting a procedure from the patent literature^53^. A portion of the trifluoroacetate salt generated above was transferred directly into a separatory funnel and suspended in dichloromethane. The dichloromethane was washed twice with an approximately equal volume of 1 M Na_2_CO_3_ solution and once with water. The dichloromethane layer was then dried over MgSO_4_, filtered, and concentrated into a flame-dried, tared 50 mL round-bottomed flask. After concentration *in vacuo* and weighing, it was determined that 303 mg of the free base of iminodiacetic acid bis(2-nitro-4,5-dimethoxy)benzyl ester had been delivered (0.579 mmol).

4’,5’-Bis-(bromomethyl)-3’6’-diacetoxyspiro[isobenzofuran-1(3*H*),9’-[9*H*]xanthen-3-one (135 mg, 0.224 mmol), sodium iodide (70 mg, 0.467 mmol), and 1,8 bis(dimethylamino)naphthalene (97 mg, 0.453 mmol) were added to the round-bottom flask, which was then capped with a septum and purged with flowing nitrogen for 15 min. Dry and degassed acetonitrile was added (6 mL), and the reaction was heated to 75 °C overnight (approximately 18 h).

The reaction was allowed to cool to nearly room temperature and was then filtered through a Kimwipe® pressed into the neck of a standard Pasteur pipette to remove a brightly colored precipitate. Concentration in vacuo yielded a sticky solid that was then suspended in approximately 10 mL dichloromethane, resulting in a yellow solution with white precipitate remaining undissolved. Filtration again through a Kimwipe® by an identical method was followed by rinsing of the precipitated solid with another 2 portions of dichloromethane (~5 mL each). Concentration in vacuo provided a creamy yellow-orange solid. This material was further purified by recrystallization from dichloromethane/ether, where the desired product was the *soluble* component of the mixture. Further small amounts of solid impurities were removed at this stage by a Kimwipe® filtration. Concentration of the dichloromethane/ether solution was followed immediately by another recrystallization from THF/ether, where the desired product was the *soluble* component of the mixture. A final small amount of solid impurities were removed at this stage by a final Kimwipe® filtration.

At this point, TLC analysis (20% EtOAc/CH_2_Cl_2_) showed three UV-active spots: the desired product, the excess unreacted iminodiacetic acid derivative, and a small amount of 1,8-bis(diamino)naphthalene. That same solvent system was used to isolate the desired product by column chromatography. Concentration *in vacuo* yielded a yellow/orange foam. This foam was broken down to a powder with the aid of a metal spatula, and after removing the final traces of solvent with extended time under vacuum (~2 torr, 1 h), a free-flowing orange-yellow powder was obtained (242 mg, 0.163 mmol, 73% yield).

^1^H NMR (400 MHz, acetonitrile-*d*_3_) *δ* 8.03–8.00 (m, 1H), 7.75–7.68 (m, 2H), 7.60 (s, 4H), 7.27–7.20 (m, 1H), 6.95 (s, 4H), 6.84 (d, *J* = 1.6 Hz, 4H), 5.31 (AB quartet, 8H, *J* = 14.4 Hz), 4.28 (s, 4H), 3.85 (s, 12H), 3.80 (s, 12H of 20H shown integration), 3.79 (s, 8H of 20H shown integration), 2.23 (s, 6H).

^13^C NMR (150.9 MHz, acetonitrile-*d*_3_—DEPT QGPSP sequence) *δ* 171.5, 170.2, 169.7, 154.6, 153.8, 153.0, 151.3, 149.3, 140.7, 136.7, 131.3, 128.8, 127.3, 126.8, 126.0, 124.8, 120.2, 119.8, 117.7, 111.6, 109.1, 82.7, 63.8, 57.0, 56.8, 54.5, 47.6, 21.1. HRMS (ESI) calculated for [M + H]^+^: 1487.38507. Found 1487.38703 (Supplementary Fig. 5).

### Cell culture

Murine NIH/3T3 cells (ATCC, CRL-1658) and human HEK293T cells (ATCC, CRL-11268) were cultured in Dulbecco’s modified Eagle’s medium (DMEM) with glutamate and supplemented with 10% fetal bovine serum (FBS) at 37 °C and 5% CO_2_. Cells were passaged every 2–3 days, as well as on the day of experiments after photoactivation for flow sorting and downstream library preparation. To passage cells, media was aspirated, and the cells were rinsed with phosphate-buffered saline without calcium chloride and magnesium chloride (PBS0; Life Technologies) prior to the addition of Trypsin-LE (Life Technologies). The cells were incubated with Trypsin-LE at 37 °C for 5 min, followed by the quenching with complete media. Cells were pelleted by centrifugation for 5 min at 300 × *g* at 4 °C.

### Organoid culture

All studies were performed under protocols approved by the Massachusetts Institute of Technology (MIT) Committee on the Use of Humans as Experimental Subjects and the Institutional Review Board (IRB) protocols of Massachusetts General Hospital/Partners Healthcare. Small intestinal crypts were isolated from de-identified, IRB-approved human bulk surgical resections. To seed the organoids, the bulk resection was washed with ice-cold Dulbecco’s PBS0 to clear the luminal contents^31,54^. Next 2–4 mm pieces were removed from the epithelial surface with scissors and washed repeatedly by gently pipetting the fragments using a 10-mL pipette until the supernatant was clear. Fragments were rocked on ice with crypt isolation buffer (10 mM EDTA, Life Technologies, in PBS0 supplemented with 500× dilution of Primocin, Invivogen, 10 mM HEPES, Life Technologies, and 2% fetal calf serum, Life Technologies) for 30 min. After isolation buffer was removed, fragments were washed with cold PBS0 by pipetting up and down to release the crypts. Crypt-containing fractions were combined, passed through a 100-μm cell strainer (BD Bioscience), and centrifuged at 50 × *g* for 5 min. The pellet was resuspended in basal culture medium (2 mM GlutaMAX, Thermo Fisher Scientifc, 500× Primocin, and 10 mM HEPES in Advanced DMEM/F12, Life Technologies) and centrifuged at 50 × *g* for 5 min once more to remove single cells. Crypts were then cultured in a Matrigel culture system (described below) in small intestinal crypt medium (50× B27 supplement, Life Technologies, 1 mM *N*-acetyl-L-cysteine, Sigma-Aldrich, in basal culture medium) supplemented with differentiation factors (epidermal growth factor (EGF), Noggin, fibroblast growth factor-2 (FGF-2), insulin-like growth factor 1 (IGF-1), R-spondin 3, Afamin-Wnt3a; concentrations described below) at 37 °C with 5% CO_2_. To plate, crypts were resuspended in basal culture medium at a 1:1 ratio with Corning™ Matrigel™ Membrane Matrix – GFR (Fisher Scientific) and plated at the center of each well of 24-well plates. Following Matrigel polymerization, 500 μL crypt culture medium containing growth factors EGF (50 ng/mL, Life Technologies), Noggin (100 ng/mL, PeproTech), FGF-2 (50 ng/mL, PeproTech), IGF-1 (100 ng/mL, PeproTech), and R-spondin 3 (500 ng/mL, PeproTech) and conditioned media supplement Afamin-Wnt3a (10×, MBL International) was added to each well. ROCK inhibitor Y-27632 (10 μM, R&D Systems) was added for the first 2 days of culture only. Cell culture medium was changed every other day. After 6 days of culture, organoids were passaged and differentiated. Briefly, culture gel and medium were homogenized via mechanical disruption and centrifuged at 300 × *g* for 3 min at 4 °C. Supernatant was removed and the pellet was resuspended in basal culture medium repeatedly until the cloudy Matrigel was almost gone. On the last repeat, the pellet was resuspended in basal culture medium, the number of organoids counted, and centrifuged at 300 × *g* for 3 min at 4 °C. The cell pellet was resuspended in basal culture medium at a 1:1 ratio with Matrigel and plated at the center of each well of 24-well plates (~250 organoids/well). Following Matrigel polymerization, 500 μL crypt culture medium minus growth factor EGF was added to each well. Cell culture medium was changed every other day. Following an additional 6 days of culture, organoids were used in SPACECAT imaging and staining.

### SPACECAT staining

On the day of experiments, aliquots of calcein NVOC (6 M in dimethyl sulfoxide) were diluted 1:100 in polyethylene glycol-200 (PEG-200; Sigma-Aldrich), then in PBS to a final concentration of 1:5000 for photoactivation of organoids and tissue sections or 1:10,000 for photoactivation of in vitro cell lines. PA Janelia Fluor 549 (PA-JF549, Tocris) and PA Janelia Fluor 646 (PA-JF646, Tocris) were reconstituted and diluted according to the manufacturer’s instructions.

Cells were stained for at least 30 min in an incubator at 37 °C and 5% CO_2_. Prior to imaging and photoactivation of in vitro cultures, staining solution was exchanged for phenol-free, FBS-free DMEM, while for organoids and tissue sections, imaging and photoactivation occurred in the staining solution.

### SPACECAT photoactivation of in vitro cell lines

We implemented an Andor Mosaic 3 digital micromirror device on an IX83 Olympus Microscope to achieve the spatially patterned illumination required for user-directed region of interest tagging. The commercially available Mosaic 3 simultaneously illuminates all pixels of all user-created ROIs within a single field of view, enabling rapid processing of many regions as compared with systems that raster laser light using galvanometer-based beam steering (e.g., Rapp Firefly or Andor Micropoint systems). Further, the Mosaic’s resolution is primarily limited by the choice of objective lens, enabling single-cell or even subcellular illumination if desired.

To determine optimal lengths of photoactivation that balance fluorescence signal strength and cellular viability, we photoactivated distinct fields of view with varying near-UV exposure times at ×40 magnification (Supplementary Fig. 6a). We found that exposure to near-UV photoactivation for longer than a total of 4 s caused phototoxicity, as shown through decreases in the fluorescence intensity of calcein NVOC in the 5 s exposure protocol at the 180 min timepoint. However, shorter photoactivation lengths produced similar increases in fluorescence without subsequent effects on viability. As such, we used the combination of 4 s at ×40 magnification as an upper limit on photoactivation exposure, adjusting this limit to account for varying photon fluxes with different magnification lenses. For instance, the field of view with a ×20 lens has a fourfold larger area than does the field of view with a ×40 lens, so that the corresponding photon flux would be fourfold lower. Therefore, to deliver the same number of photons that caused phototoxicity in 4 s at ×40, the upper photoactivation exposure limit with a ×20 lens would be 16 s. However, we frequently used shorter photoactivation exposure lengths than this upper limit, as we could take advantage of comparable signal strengths and increased throughput.

HEK293T cells were seeded in a glass bottom imaging plate (Eppendorf) 2 days prior to photoactivation. On the day of photoactivation, cells were stained with SPACECAT molecules (e.g., calcein NVOC for Fig. 1c; calcein NVOC, PA-JF549, PA-JF646 for Fig. 1e) as described in “SPACECAT staining.” For characterization of SPACECAT’s spatial resolution and temporal stability (Figs. 1e and 3a), cells were also stained with CellTrace Calcein Red-Orange (ThermoFisher) and Hoechst (ThermoFisher) at 1:10^4^ and 1:10^5^ concentrations in Hank’s balance salt Solution (Life Technologies), respectively.

After staining, cells were transferred to a microscope stage top incubator (Tokai Hit) for temperature, humidity, and CO_2_ control throughout photoactivation and imaging. Imaging was conducted on an Olympus IX83 inverted microscope through Olympus UPLSAPO objectives and Semrock bandpass filters, with illumination supplied by a SpectraX Lumencor LED source and images captured on a Hamamatsu ORCA FLASH 4.0LT CMOS camera. Cells were imaged to capture their baseline fluorescence, followed by photoactivation in arbitrary, user-specified regions using 0.5–10 s pulses of 405 nm light controlled by an Andor Mosaic 3 digital micromirror device (Andor Technology, Oxford Instruments), at ×10 magnification. We determined that calcein NVOC was reliably uncaged following 10 s of photoactivation, while PA-JF549 and PA-JF646 dyes could be uncaged after 0.5 s. In this way, we were able to photoactivate five distinct neighborhoods (calcein NVOC alone, PA-JF549 alone, calcein NVOC and PA-JF549, PA-JF549 and PA-JF646, and all three dyes) using just three dyes; additional dyes at each photoactivation threshold would expand the number of possible combinations supralinearly. Subsequent imaging captured cells’ fluorescence levels after photoactivation.

### CellProfiler image analysis of photoactivation specificity and stability

CellProfiler^55^ was used to segment images of SPACECAT photoactivation and quantify the spatial precision and temporal stability of fluorescence signals. Hoechst images were used to identify cells’ nuclei under CellProfiler’s global threshold strategy and robust background thresholding method (lower outlier fraction = 0.05, upper outlier fraction = 0.05, threshold smoothing scale = 10, threshold correction factor = 1.0, suppress local maxima closer than 15 pixels). Cell boundaries were identified under CellProfiler’s Propagation method with Otsu adaptive thresholding of images into two classes (threshold smoothing scale = 10, threshold correction factor = 1, size of adaptive window = 120, regularization factor = 0.01). After segmenting images, each cells’ position within a given image and mean fluorescence over time were calculated, followed by plotting and visualization in MATLAB (MathWorks).

### SPACECAT photoactivation in co-culture environments

HEK293T and NIH/3T3 cells were seeded onto separate pieces of No. 1 coverglass 2 days prior to photoactivation. On the day of photoactivation, the pieces of coverglass were placed abutting each other on Nunc glass bottom dishes (ThermoFisher), and cells were incubated with calcein NVOC as described in “SPACECAT staining.” Depending on the experimental condition, either HEK293T or NIH/3T3 cells within ~2 mm of the species interface region was photoactivated using 10 s pulses of 405 nm light. As a negative control sample, neither species was photoactivated but was exposed to the calcein NVOC molecule. Cells were then lifted from the coverglass as described in “Cell culture”, followed by flow sorting with a Sony SH800Z (gating on calcein NVOC fluorescence levels) into individual wells of a 96-well plate containing 5 μL of Buffer RLT (Qiagen) and 1% β-mercaptoethanol.

### Generation of scRNA-seq libraries using Smart-Seq2

scRNA-seq libraries were generated from single-cell lysates by purifying RNA using AMPure RNA Clean Spri beads (Beckman Coulter) at a 2.2× volume ratio and eluted with 1.9 µL H_2_O, 1 µL oligo-dT Smart-Seq2 RT primer, 1 µL 10 mM dNTPs (NEB), and 0.1 µL RNase inhibitor (Fisher Scientific) at 72 °C for 3 min on a thermal cycler to anneal the 3’ primer to polyadenylated mRNA. Reverse transcription was carried out by adding a mix of 0.65 µL H_2_O, 2 µL Maxima 5X RT Buffer (Fisher Scientific), 2 µL 5 M Betaine (Sigma), 1 µL 10 µM Smart-Seq2 Template Switch Oligo (Supplementary Table 1), 0.9 µL 100 mM MgCl_2_ (Sigma), 0.25 µL RNase inhibitor (Lucigen), and 0.2 µL Maxima RNaseH-minus RT enzyme and using the following protocol: 42 °C for 90 min, followed by 10 cycles of 50 °C for 2 min, 42 °C for 2 min, and followed by inactivation at 70 °C for 15 min^20,21^. Whole-transcriptome amplification was achieved by addition of PCR mix containing: 1 µL H_2_O, 12.5 µL KAPA HiFi HotStart ReadyMix (Kapa Biosystems), and 0.5 µL 10 µM ISPCR primer (Supplementary Table 1) to the reverse transcription product and amplification on a thermal cycler using the following protocol: 98 °C for 3 min, followed by 21 cycles of 98 °C for 15 s, 67 °C for 20 s, 72 °C for 6 min, followed by a final 5 min extension at 72 °C. Libraries were purified using AMPure XP SPRI beads at a volume ratio of 0.8× followed by 0.9×. Library size was assessed using a High-Sensitivity DNA chip (Agilent Bioanalyzer), confirming the expected size distribution of ~1000–2000 bp. Tagmentation reactions were carried out with the Nextera XT DNA Sample Preparation Kit (Illumina) using 250 pg of cDNA per single cell as input, with modified manufacturer’s instructions as described. Libraries were purified twice with AMPure XP SPRI beads at a volume ratio of 0.9×, and size distribution was assessed using a High Sensitivity DNA chip (Agilent Bioanalyzer) and Qubit High-Sensitivity DNA Kit (Invitrogen). Libraries were pooled and sequenced using NextSeq500/550 High Output v2 Kits (75 cycles, Illumina) using 30–30 paired-end sequencing with 8-mer dual indexing.

### Cell line co-culture data processing

Smart-Seq2 libraries cells were sequenced to a depth of 1.3 ± 0.06 million (mean ± standard error of the mean; SEM) reads per cell. Pooled libraries were demultiplexed using bcl2fastq (v2.17.1.14) with default settings and aligned using STAR^56^ to the mouse UCSC genome reference (version mm10) and human UCSC genome reference (version hg19) simultaneously, and a gene expression matrix was generated using RSEM (v1.2.3) in paired-end mode. Cells with <100,000 aligned reads across either genome were eliminated from subsequent analysis. All analysis of gene expression was completed using the normalized RSEM output as transcripts per million.

### SPACECAT isolation of regions from human small intestinal organoids

On the day of photoactivation, organoids were harvested from Matrigel domes and excess Matrigel was removed from organoids through gentle pipetting with a wide-bore P1000 tip. Organoids were briefly spun down at 50 × *g* for 2 min, with supernatant and excess Matrigel carefully removed. Organoids were gently resuspended with wide-bore P1000 tip and placed onto a glass bottom imaging plate (Eppendorf) and stained with calcein NVOC as described in “SPACECAT staining”. Individual protruding crypts were selectively photoactivated with the Mosaic 3 (Andor) as described in “SPACECAT photoactivation of in vitro cell lines”, using 4 s pulses of 405 nm light at ×20 magnification. Organoids were dissociated into a single-cell suspension through brief but vigorous pipetting with a P1000 tip, followed by a 300 × *g*, 5 min pelleting and treatment with Trypsin-LE for 10 min, with vigorous pipetting at 5 and 10 min. Single cells were again pelleted at 300 × *g* for 5 min, and then strained through a 30 µm strainer to exclude clumps. Following dissociation, cells were flow sorted with a Sony SH800Z based on calcein NVOC fluorescence levels.

### SPACECAT isolation of regions from live tissue sections

All studies were performed under animal protocols approved by the Harvard Medical School and MIT Institutional Animal Care and Use Committee. Genetically engineered mice were generated by injecting low passage Kras^Lox-Stop-Lox-G12D/+^; p53^fl/fl^ (KP) embryonic stem cells from the C57BL/6 background into albino C57BL/6 blastocysts^37,39,40^. All animals were housed in static caging (Ancare cages) with hardwood chip bedding, reverse osmosis water, irradiated chow, and a 12/12-h light/dark cycle. Temperature was set to 70 °F with an acceptable range +/−2 degrees with a humidity range of 30–70%. High-degree chimeric mice were identified by coat color and were aged to 12 weeks prior to tumor initiation. Tumors were initiated by intratracheal instillation of 2 × 10^8^ plaque-forming units of Adeno-SPC-Cre (University of Iowa). Sixteen weeks post tumor initiation, mice were euthanized by cervical dislocation and lungs were perfused by cardiac injection with PBS0 prior to removal from the thoracic cavity for fine dissection. Large tumors were identified upon close tissue examination and microdissected with fine surgical tools before placing into RPMI + 10% FBS on ice until further processing.

Tissue samples from the lung, lung tumor, small intestine, and spleen were sliced into ~1 mm sections using an acrylic tissue slicer (Braintree Scientific, Inc.). Brain samples were embedded in 4% low-molecular weight agarose in PBS0 and sectioned live using a vibratome (velocity 1 mm/s, amplitude 0.9 mm, frequency 65 Hz, 150 µm sections) into cold PBS0. After sectioning, tissue was stained with calcein NVOC as described in “SPACECAT staining” for at least 30 min prior to imaging and photoactivation. Brain sections were additionally stained with Hoechst (ThermoFisher) according to the manufacturer’s instructions, while mouse spleen samples were incubated with PE anti-mouse TCR β chain antibody (BioLegend) according to the manufacturer’s instructions (1:200 in RPMI + 10% FBS). Tissue sections were then imaged and photoactivated as described in “SPACECAT photoactivation of in vitro cell lines”, using 12 s pulses of 405 nm light at ×4 magnification.

After photoactivating the spleen and lung tumor sections, samples were dissociated by mechanical and enzymatic methods using the gentleMACS Tissue Dissociation Kit (Miltenyi Biotec). Resultant cell suspensions were stained with calcein violet (ThermoFisher, 1:1000 dilution in PBS0) as an orthogonal indicator of viability. For spleen sections, flow cytometry was performed using a Sony SH800Z quantified cells positive for TCR β chain antibody, while for lung tumor sections, cells were sorted by gating on positive for both calcein violet (viability following dissociation) and calcein NVOC (presence in the ROI). All experiments leveraged calcein NVOC-stained without photoactivation negative control for determining proper gating. Tumor samples were sorted into 500 µL RPMI + 10% FBS and kept on ice for subsequent scRNA-seq.

### Generation of scRNA-seq libraries using Seq-Well

Seq-Well was performed by loading functionalized polydimethylsiloxane nanowell arrays with uniquely barcoded mRNA capture beads (ChemGenes) and suspended in complete media for at least 20 min^25–27^. Fifteen thousand cells or all of what was isolated by FACS was deposited onto the top of each chip and settled into the wells by gravity. The array was gently washed four times with PBS0 and finally with RPMI and sealed using a plasma-functionalized polycarbonate membrane with a pore size of 0.01 µm. Seq-Well arrays were sealed in a dry 37 °C oven for 40 min before being submerged in a lysis buffer containing 5 M guanidium thiocyanate (Sigma), 1 mM EDTA, 1% beta-mercaptoethanol, and 0.05% sarkosyl (Sigma) for 20 min at room temperature. Arrays were washed and then incubated in hybridization buffer containing 2 M NaCl (Thermo Fisher Scientific) with 8% (v/v) PEG-8000 (Sigma) in PBS0 for 40 min at room temperature with gentle rocking. Afterwards, the mRNA capture beads with mRNA hybridized were collected from each Seq-Well array in wash buffer containing 2 M NaCl, 3 mM MgCl_2_, 20 mM Tris-HCl, and 8% (v/v) PEG-8000.

These beads were pelleted at 1000 × *g* for 3 min and resuspended in a master mix for reverse transcription containing: 40 µL H_2_O, 40 µL Maxima 5× RT Buffer (Thermo Fisher Scientific), 80 µL 30% PEG-8000, 20 µL 10 mM dNTPs (Clontech), 5 µL 100 µM 5’ Seq-Well Template Switch Oligo (Supplementary Table 1), 5 µL RNase Inhibitor (Lucigen), and 10 µL Maxima H Minus Reverse Transcriptase (200 µL total) for 30 min at room temperature and overnight at 52 °C with end-over-end rotation. Further washes were performed by pelleting the beads at 1000 × *g* for 1 min and resuspended in the described solution. The beads were then washed once TE with 0.5% sodium dodecyl sulfate (SDS) (TE-SDS, Sigma) and twice with TE with 0.01% Tween-20 (TE-TW, Fisher Scientific) before being resuspended in Exonuclease reaction mix: 170 µL H_2_O, 20 µL 10× ExoI Buffer (NEB), and 10 µL ExoI (NEB; 200 µL total volume) and incubated for 1 h at 37 °C with end-over-end rotation^27^. After exonuclease digestion, beads were washed once with TE-SDS and twice with TE-TW. Beads were then resuspended in 500 µL of 0.1 M NaOH (in H_2_O) and incubated at room temperature for 5 min with end-over-end rotation. Following base denaturation, the beads were washed once with 500 µL TE-TW and once with 500 µL TE and finally resuspended in the Second Strand Synthesis reaction mix: 53 µL H_2_O, 40 µL Maxima 5X RT Buffer, 80 µL 30% PEG-8000, 20 µL 10 mM dNTPs, 5 µL Klenow Fragment (NEB), and 2 µL dN-SMRT Oligo (200 µL total; Supplementary Table 1) to enable random priming for second-strand synthesis during a 1 h incubation at 37 °C. Following second strand synthesis, beads were washed twice with TE-TW, once with TE, once with H_2_O, and then resuspended in 240 µL. In all, 10 µL was distributed into 24 wells of PCR mix per beads sample, each well already contained 25 µL 2× KAPA HiFi Hotstart Readymix, 14.6 µL H_2_O, and 0.4 µL 100 µM ISPCR primer (40 µL total; Supplementary Table 1). PCR was performed using a thermal cycler with the following protocol: 95 °C for 3 min, followed by 4 cycles of 98 °C for 20 s, 65 °C for 45 s, 72 °C for 3 min, followed by 12 cycles of 98 °C for 20 s, 67 °C for 20 s, 72 °C for 3 min, followed by a final 5 min extension at 72 °C.

Post-whole-transcriptome amplification proceeded as described above for SMART-Seq2 libraries, with the following exceptions: AMPure XP SPRI bead cleanup occurred first at a 0.6× volume ratio, followed by 0.8×. Library size was analyzed using an Agilent Tapestation hsD5000 Kit, confirming the expected peak at ~1000 bp, and absence of smaller peaks corresponding to primer. Libraries were quantified using the Qubit High-Sensitivity DNA Kit and prepared for Illumina sequencing using the Nextera XT DNA Sample Preparation Kit (Illumina) using 900 pg of cDNA library as input to tagmentation reactions. Amplified final libraries were purified twice with AMPure XP SPRI beads as before, with a volume ratio of 0.6× followed by 0.8×. Libraries from 3 Seq-Well arrays were pooled and sequenced together using a NextSeq 500/550 High Output v2 Kit (75 cycles) using a paired-end read structure with custom read 1 primer (Seq-Well CR1P; Supplementary Table 1): read 1: 20 bases, read 2: 50 bases, read 1 index: 8 bases.

### Seq-Well data processing for organoids and KP lung tumors

Reads were aligned and processed according to the Drop-Seq Computational Protocol v2.0 (https://github.com/broadinstitute/Drop-seq). Reads were first demultiplexed according to index read 1 using bcl2fastq (v2.17.1.14) with default settings. Read 1 was split into the first 12 bases corresponding to the cell barcode (CB), and the 13–20th bases, which encode the UMI. 

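Among the deposited cell barcodes of 12 bases, 52 shared at least 8 bases in a row with the amplification primer and 8 held at least 10 of a single base. By chance, 4.00 barcodes overlapping the primer would be expected, from 200000 random barcodes. All 60 had at least 200 genes, and 59 of them fell in the Quiescent Tumor-like cluster and none in the Csf3r+ G0s2+ myeloid-like class. They held a median of 712 UMIs and together 0.790% of all UMIs.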

CBs, UMIs, and read 2 sequences with low base quality were discarded, as were any that contained non-random sequences (e.g., primer sequences, poly-A tails). Following CB and UMI tagging, read 2 was aligned to the mouse genome (version mm10) for all KP lung tumor experiments and to the human genome (version hg19) for all organoid experiments using STAR v2.5.2b with default parameters, including “—limitOutSJcollapsed 1000000—twopassMode Basic”. STAR alignments were merged to recover cell and molecular barcodes, and any sequences within hamming edit distance 1 were merged, as these likely originated from the same original sequence. Additional methods to correct for bead synthesis errors in the CB or UMI are detailed in the Drop-Seq Computational Protocol v2.0 (“DetectBeadSynthesisErrors” function). Digital gene expression matrices for each Seq-Well array were retained following quality filtering and UMI correction and further processed using the R language for Statistical Computing. 

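Of the deposited barcodes, 449 (10.3%) had fewer than 200 genes in the deposited counts, and the lowest had 103. The Healthy/Tumor Border libraries held 66 of these in Tumor 1 and 28 in Tumor 2, and the Whole Tumor arrays between 24 and 91 each. Mitochondrial genes took more than 20% of the UMIs in 301 barcodes, and up to 91.5%.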

Cells with <200 unique genes were removed from analysis.

### Seq-Well data analysis to identify cell types

Data from human organoid experiments and mouse KP lung tumors were processed similarly in R to visualize and identify cell types. Data were normalized and scaled using the Seurat R package (https://github.com/satijalab/seurat)^57^: transforming the data to log_e_(UMI + 1) and applying a scale factor of 10,000. We confirmed equivalent depth and cell quality across each of the KP lung tumor arrays and the absence of major batch effects introduced by sequencing work-up day or other technical factors and thus did not regress any batch-related covariates out of our data, including individual cell quality or mitochondrial gene expression. 

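Median mitochondrial UMIs per barcode were 2.76% at the Healthy/Tumor Border of Tumor 1 and 5.12, 4.59 and 4.22% in its Whole Tumor arrays, and 6.31% against 6.26, 6.42 and 4.49% in Tumor 2. The median number of genes per barcode was 569 at the Healthy/Tumor Border of Tumor 1 and 548, 951.5 and 515 in the arrays, and 835 against 601.5, 293 and 761 in Tumor 2. The share of Quiescent Tumor-like cells differed between technical arrays of one tumor, at 32.5, 4.53 and 36.3% in Tumor 1 and 28.0, 1.36 and 14.9% in Tumor 2. The arrays of a tumor were not grouped by sequencing day here, since no day is given for single arrays, so no batch was tested.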

Organoid samples from our SPACECAT arrays along with samples from a previously existing, donor matched dataset were integrated as described below. To identify major axes of variation within our data, we first examined only highly variable genes across all cells, yielding approximately 1000–3000 variable genes with average expression >0.1 log-normalized UMI across all cells. An approximate PCA was applied to the cells to generate 100 principal components (PCs). Using the JackStraw function within Seurat, we identified significant PCs to be used for subsequent clustering and further dimensionality reduction^58^.

### Seq-Well data analysis of human organoid samples

After preprocessing and filtering, we recovered 266 cells from the Whole Organoid sample, 187 cells from the Calcein NVOC+ region, and 1541 and 1594 cells from our two reference datasets (genes/cell: 2197 ± 18, UMI/cell: 5595 ± 60, mean ± SEM) (Supplementary Data 1). To contextualize the organoid scRNA-seq data generated with the SPACECAT protocol, we merged the SPACECAT data with two donor-matched scRNA-seq reference datasets containing additional cells (*n* = 1541 and 1594 cells). To do so, we implemented normalization via Seurat’s negative binomial regression-based SCTransform with regression against cell cycle and cell quality-associated metrics (percentage of mitochondrial reads, number of unique molecules, and number of genes). We then integrated the two datasets using Seurat’s canonical correlation analysis-based method^59^. Clusters of transcriptionally similar cells were identified through unsupervised clustering with the Louvain algorithm^60^. Briefly, this method involves constructing a *k* nearest-neighbor graph over the Euclidean distance between cells in the PC reduced space, followed by a shared nearest neighbor-based clustering and modularity optimization^61^. We implemented this using the FindNeighbhors and FindClusters tool within the Seurat R package with default parameters, the first 10 PCs (by elbow plot of proportion of variance), and resolution set to 0.332 (based on maximizing silhouette coefficients of each cluster)^62^. Analysis of cell cycle stage was carried out using the Seurat function “CellCycleScoring” with default parameters (Fig. 2f, h). We used the Seurat function FindAllMarkers to identify differentially expressed genes upregulated within each cluster compared to all other cells in the dataset and tested differential expression using Wilcoxon test for single-cell gene expression^63^. The significantly differentially expressed genes (using a Bonferroni-corrected *p* value cutoff of 0.05) for each cluster were analyzed to attribute likely identities of cells in each cluster. Statistical significance of proportional differences by cell cycle stage or cell type was carried out using Chi-square test.

### Seq-Well data analysis of mouse KP lung tumors

After preprocessing and filtering, we recovered 2320 cells from Tumor 1, with 1634 of these cells coming from the Whole Tumor and 686 from the Healthy/Tumor Border. From Tumor 2, we recovered 2023 total cells, 1489 of which from the Whole Tumor and 534 from the Healthy/Tumor Border (Supplementary Data 3, genes/cell: 826 ± 11, UMI/cell: 2255 ± 37, mean ± SEM) (see Supplementary Note 1 for a discussion of power to detect rare cells). 

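Over all deposited barcodes, the mean was 826 genes (SEM 10.7) and 2255 UMIs (SEM 36.8) per cell. Over the cells with at least 200 genes, it was 901 genes and 2482 UMIs. The files of Tumor 2 held 2023 barcodes and those of Tumor 1 held 2320.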

For 2D visualization and cell type clustering of the tumor data, we used a UMAP dimensionality reduction technique (https://github.com/lmcinnes/umap) with “min_dist” set to 0.5 and “n_neighbors” set to 30 (Fig. 4b, d, e). To identify clusters of transcriptionally similar cells, we employed unsupervised clustering as described above using the FindClusters tool within the Seurat R package with default parameters and k.param set to 10 and resolution set to 0.5. Here we intentionally underclustered our data to avoid erroneously splitting cells with shared cell-type functions, as the variable genes calculated for this dimensionally reduced space likely did not fully reflect more nuanced cell-type differences (e.g., variable behavior between lymphocyte subtypes). Each cluster was sub-clustered to identify more granular cell types, requiring each cell type to express >25 significantly upregulated genes by differential expression test (FindMarkers implemented in Seurat, setting “test.use” to “bimod” (a likelihood ratio test for single-cell expression^63^), Bonferroni-adjusted *p* value cutoff <0.001). After assessment of each subcluster, we identified 20 unique cell types across both tumors (Fig. 4b–e and Supplementary Data 3). Hierarchical clustering of cell types was conducted using complete linkage over the Spearman correlation between each cell type, computed over differentially expressed genes between each cell type and all other cell types (Fig. 4c). Differences in abundance of cell types by photoactivation region (Whole Tumor vs. Healthy/Tumor Border) was assessed by Fisher’s exact test with multiple hypothesis corrected using the Benjamini–Hochberg method (Fig. 4f).

Differential expression tests between cells from Whole Tumor samples vs. Healthy/Tumor Border samples within the Monocyte/Macrophage cluster were conducted using the likelihood ratio test for single-cell gene expression as described above (Fig. 4h, i). To quantify differences in subpopulation proportions within each tumor, Student’s *T* tests were conducted by comparing cell subpopulation proportions observed across the three separately processed Seq-Well arrays of Whole Tumor-derived cells against the single subpopulation proportion value from Healthy/Tumor Border-derived cells. To order Monocytes/Macrophages by their spatial distribution (Fig. 4j), we scored each cell by taking the sum of the 117 genes upregulated in Tumor 1 Monocytes/Macrophages found at the Healthy/Tumor Border and ranked single cells by this score. To identify gene programs associated with this ranking, we calculated the Pearson correlation between all genes and the Healthy/Tumor Border score. We used permutation testing to assess correlation values for significance, resulting in 321 genes negatively associated with the Healthy/Tumor Border phenotype and 360 genes positively associated with the Healthy/Tumor Border phenotype. Heatmap was generated using the ComplexHeatmap package^64^. Significantly enriched gene ontologies were assessed using the Database for Annotation, Visualization and Integrated Discovery (DAVID; Fig. 4k)^65^. All genes and statistics resulting from differential expression tests are reported in Supplementary Data 4.

### Statistics and reproducibility

Photoactivation experiments on cell lines and tissue sections were performed and replicated across multiple donors, species, tissue of origin, and experimental days. Photoactivation experiments on organoids were repeated across multiple days. Figure legends contain all details on replicate experiments and sample sizes for presented data, and all attempts at replication were successful.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Reporting Summary

Description of Additional Supplementary Files

## Data Availability

The raw data and gene expression matrices for mouse tumor scRNA-seq data have been deposited in the Gene Expression Omnibus as GSE175882. For human intestinal organoids, interactive visualization tools, metadata, and digital gene expression matrices can be found through the Broad Institute’s Single-Cell Portal as study SCP1457. Digital gene expression matrices annotated with cell types, photoactivation regions, and other metadata can also be found in Supplementary Data 1 (human intestinal organoids, corresponding to Fig. 2) and Supplementary Data 3 (mouse KP lung tumors, corresponding to Fig. 4). Gene lists corresponding to differential expression tests for human intestinal organoids and mouse KP lung tumors can be found in Supplementary Data 2 and 4, respectively. FASTQ data for the human intestinal organoids is available upon request and with a data use agreement. Source data are provided with this paper.

## Source data

Source Data

## References

[1] Tomura, M. et al. Monitoring cellular movement in vivo with photoconvertible fluorescence protein ‘Kaede’ transgenic mice. *Proc. Natl Acad. Sci. USA***105**, 10871–10876 (2008).10.1073/pnas.0802278105PMC250479718663225

[2] Sato, T., Takahoko, M. & Okamoto, H. HuC:Kaede, a useful tool to label neural morphologies in networks in vivo. *Genesis***44**, 136–142 (2006).10.1002/gene.2019616496337

[3] Stark, D. A. & Kulesa, P. M. An in vivo comparison of photoactivatable fluorescent proteins in an avian embryo model. *Dev. Dyn*. **236**, 1583–1594 (2007).10.1002/dvdy.2117417486622

[4] Medaglia, C. et al. Spatial reconstruction of immune niches by combining photoactivatable reporters and scRNA-seq. *Science***358**, 1622–1626 (2017).10.1126/science.aao4277PMC723483729217582

[5] Chudakov, D. M., Matz, M. V., Lukyanov, S. & Lukyanov, K. A. Fluorescent proteins and their applications in imaging living cells and tissues. *Physiol. Rev.***90**, 1103–1163 (2010).10.1152/physrev.00038.200920664080

[6] Angelo, M. et al. Multiplexed ion beam imaging of human breast tumors. *Nat. Med*. **20**, 436–442 (2014).10.1038/nm.3488PMC411090524584119

[7] Lee, J. H. et al. Highly multiplexed subcellular RNA sequencing in situ. *Science***343**, 1360–1363 (2014).10.1126/science.1250212PMC414094324578530

[8] Rodriques, S. G. et al. Slide-seq: a scalable technology for measuring genome-wide expression at high spatial resolution. *Science***363**, 1463–1467 (2019).10.1126/science.aaw1219PMC692720930923225

[9] Satija, R., Farrell, J. A., Gennert, D., Schier, A. F. & Regev, A. Spatial reconstruction of single-cell gene expression data. *Nat. Biotechnol*. **33**, 495–502 (2015).10.1038/nbt.3192PMC443036925867923

[10] Halpern KB (2017). Single-cell spatial reconstruction reveals global division of labour in the mammalian liver. Nature.

[11] Weston, S. A. & Parish, C. R. New fluorescent dyes for lymphocyte migration studies. Analysis by flow cytometry and fluorescence microscopy. *J. Immunol. Methods***133**, 87–97 (1990).10.1016/0022-1759(90)90322-m2212694

[12] Bourke S (2005). Development of a lung slice preparation for recording ion channel activity in alveolar epithelial type I cells. Respir. Res..

[13] Panel M, Ghaleh B, Morin D (2017). Ca2+ionophores are not suitable for inducing mPTP opening in murine isolated adult cardiac myocytes. Sci. Rep..

[14] Garnier D (2018). Expansion of human primary hepatocytes in vitro through their amplification as liver progenitors in a 3D organoid system. Sci. Rep..

[15] Wiederschain, G. Y. The Molecular Probes handbook. A guide to fluorescent probes and labeling technologies. *Biochemistry***76**, 1276 (2011).

[16] Burdette, S. C., Walkup, G. K., Spingler, B., Tsien, R. Y. & Lippard, S. J. Fluorescent sensors for Zn2+ based on a fluorescein platform: synthesis, properties and intracellular distribution. *J. Am. Chem. Soc*. **123**, 7831–7841 (2001).10.1021/ja010059l11493056

[17] Jang YY (2012). An improved flow cytometry-based natural killer cytotoxicity assay involving calcein AM staining of effector cells. Ann. Clin. Lab. Sci..

[18] Waarsing JH (2004). Detecting and tracking local changes in the tibiae of individual rats: a novel method to analyse longitudinal in vivo micro-CT data. Bone.

[19] Grimm, J. B. et al. Bright photoactivatable fluorophores for single-molecule imaging. *Nat. Methods***13**, 985–988 (2016).10.1038/nmeth.403427776112

[20] Picelli S (2014). Full-length RNA-seq from single cells using Smart-seq2. Nat. Protoc..

[21] Trombetta, J. J. et al. Preparation of single-cell RNA-Seq libraries for next generation sequencing. *Curr. Protoc. Mol. Biol*. **107**, 4.22.1–4.22.17 (2014).10.1002/0471142727.mb0422s107PMC433857424984854

[22] Sato, T. et al. Long-term expansion of epithelial organoids from human colon, adenoma, adenocarcinoma, and Barrett’s epithelium. *Gastroenterology***141**, 1762–1772 (2011).10.1053/j.gastro.2011.07.05021889923

[23] De Santa Barbara P, Van Den Brink GR, Roberts DJ (2003). Development and differentiation of the intestinal epithelium. Cell. Mol. Life Sci..

[24] Noah, T. K., Donahue, B. & Shroyer, N. F. Intestinal development and differentiation. *Exp. Cell Res.***317**, 2702–2710 (2011).10.1016/j.yexcr.2011.09.006PMC321033021978911

[25] Gierahn TM (2017). Seq-Well: portable, low-cost RNA sequencing of single cells at high throughput. Nat. Methods.

[26] Aicher, T. P. et al. Seq-Well: a sample-efficient, portable picowell platform for massively parallel single-cell RNA sequencing. in *Methods in Molecular Biology***1979**, 111–132 (2019).10.1007/978-1-4939-9240-9_8PMC774145631028635

[27] Hughes, T. K. et al. Second-Strand Synthesis-Based Massively Parallel scRNA-Seq Reveals Cellular States and Molecular Features of Human Inflammatory Skin Pathologies. *Immunity* **53**, 878–894.e7 (2020).10.1016/j.immuni.2020.09.015PMC756282133053333

[28] Scialdone, A. et al. Computational assignment of cell-cycle stage from single-cell transcriptome data. *Methods***85**, 54–61 (2015).10.1016/j.ymeth.2015.06.02126142758

[29] Moor AE (2018). Spatial reconstruction of single enterocytes uncovers broad zonation along the intestinal villus axis. Cell.

[30] Haegebarth A, Clevers H (2009). Wnt signaling, Lgr5, and stem cells in the intestine and skin. Am. J. Pathol..

[31] Sato, T. et al. Single Lgr5 stem cells build crypt-villus structures in vitro without a mesenchymal niche. *Nature***459**, 262–265 (2009).10.1038/nature0793519329995

[32] Sato T (2011). Long-term expansion of epithelial organoids from human colon, adenoma, adenocarcinoma, and Barrett’s epithelium. Gastroenterology.

[33] Liu R, Li H, Cai J, Wei Q, Han X (2019). Lgr5 + intestinal stem cell sorting and organoid culture. Anim. Model. Exp. Med..

[34] Ilicic T (2016). Classification of low quality cells from single-cell RNA-seq data. Genome Biol..

[35] Mebius, R. E. & Kraal, G. Structure and function of the spleen. *Nat. Rev. Immunol.***5**, 606–616 (2005).10.1038/nri166916056254

[36] Nolte, M. A., Hoen, E. N., Van Stijn, A., Kraal, G. & Mebius, R. E. Isolation of the intact white pulp. Quantitative and qualitative analysis of the cellular composition of the splenic compartments. *Eur. J. Immunol*. **30**, 626–634 (2000).10.1002/1521-4141(200002)30:2<626::AID-IMMU626>3.0.CO;2-H10671220

[37] DuPage, M., Dooley, A. L. & Jacks, T. Conditional mouse lung cancer models using adenoviral or lentiviral delivery of Cre recombinase. *Nat. Protoc*. **4**, 1064–1072 (2009).10.1038/nprot.2009.95PMC275726519561589

[38] McInnes, L., Healy, J., Saul, N. & Großberger, L. UMAP: uniform manifold approximation and projection. *J. Open Source Softw*. **3**, 861 (2018).

[39] LaFave LM (2020). Epigenomic state transitions characterize tumor progression in mouse lung adenocarcinoma. Cancer Cell.

[40] Marjanovic ND (2020). Emergence of a high-plasticity cell state during lung cancer evolution. Cancer Cell.

[41] Kimmerling, R. J. et al. Linking single-cell measurements of mass, growth rate, and gene expression. *Genome Biol*. **19**, 207 (2018).10.1186/s13059-018-1576-0PMC626072230482222

[42] Driehuis E, Kretzschmar K, Clevers H (2020). Establishment of patient-derived cancer organoids for drug-screening applications. Nat. Protoc..

[43] Wang, X. et al. Three-dimensional intact-tissue sequencing of single-cell transcriptional states. *Science***361**, eaat5691 (2018).10.1126/science.aat5691PMC633986829930089

[44] Eng CHL (2019). Transcriptome-scale super-resolved imaging in tissues by RNA seqFISH. Nature.

[45] Xia C, Fan J, Emanuel G, Hao J, Zhuang X (2019). Spatial transcriptome profiling by MERFISH reveals subcellular RNA compartmentalization and cell cycle-dependent gene expression. Proc. Natl Acad. Sci. USA.

[46] Stickels, R. R. et al. Highly sensitive spatial transcriptomics at near-cellular resolution with Slide-seqV2. *Nat. Biotechnol*. **39**, 313–319 (2021).10.1038/s41587-020-0739-1PMC860618933288904

[47] Vickovic S (2019). High-definition spatial transcriptomics for in situ tissue profiling. Nat. Methods.

[48] Waylen LN, Nim HT, Martelotto LG, Ramialison M (2020). From whole-mount to single-cell spatial assessment of gene expression in 3D. Commun. Biol..

[49] Asp M, Bergenstråhle J, Lundeberg J (2020). Spatially resolved transcriptomes—next generation tools for tissue exploration. Bioessays.

[50] Hu KH (2020). ZipSeq: barcoding for real-time mapping of single cell transcriptomes. Nature.

[51] van der Leun, A. M. et al. Single cell analysis of regions of interest (SCARI) using a novel photoswitchable tag. Preprint at *bioRxiv*10.1101/2020.10.02.291096 (2020).

[52] Lippard, S. J. & Woodroofe, C. C. Sensors, and methods of making and using the same. US20040224420A1. https://patents.google.com/patent/US20040224420 (2004).

[53] Li, W. & Li, D. Zinc sensors for cellular imaging. US8530183B2. https://patents.google.com/patent/US8530183B2/en (2013).

[54] Fujii M (2018). Human intestinal organoids maintain self-renewal capacity and cellular diversity in niche-inspired culture condition. Cell Stem Cell.

[55] McQuin C (2018). CellProfiler 3.0: next-generation image processing for biology. PLoS Biol..

[56] Dobin, A. et al. STAR: ultrafast universal RNA-seq aligner. *Bioinformatics***29**, 15–21 (2013).10.1093/bioinformatics/bts635PMC353090523104886

[57] Butler, A., Hoffman, P., Smibert, P., Papalexi, E. & Satija, R. Integrating single-cell transcriptomic data across different conditions, technologies, and species. *Nat. Biotechnol*. **36**, 411–420 (2018).10.1038/nbt.4096PMC670074429608179

[58] Shekhar, K. et al. Comprehensive classification of retinal bipolar neurons by single-cell transcriptomics. *Cell***166**, 1308.e30–1323.e30 (2016).10.1016/j.cell.2016.07.054PMC500342527565351

[59] Stuart T (2019). Comprehensive integration of single-cell data. Cell.

[60] Blondel VD, Guillaume JL, Lambiotte R, Lefebvre E (2008). Fast unfolding of communities in large networks. J. Stat. Mech. Theory Exp..

[61] Waltman, L. & Van Eck, N. J. A smart local moving algorithm for large-scale modularity-based community detection. *Eur. Phys. J. B***86**, 471 (2013).

[62] Ziegler CGK (2020). SARS-CoV-2 receptor ACE2 is an interferon-stimulated gene in human airway epithelial cells and is detected in specific cell subsets across tissues. Cell.

[63] McDavid, A. et al. Data exploration, quality control and testing in single-cell qPCR-based gene expression experiments. *Bioinformatics***29**, 461–467 (2013).10.1093/bioinformatics/bts714PMC357021023267174

[64] Gu Z, Eils R, Schlesner M (2016). Complex heatmaps reveal patterns and correlations in multidimensional genomic data. Bioinformatics.

[65] Huang, D. W., Sherman, B. T. & Lempicki, R. A. Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. *Nat. Protoc*. **4**, 44–57 (2009).10.1038/nprot.2008.21119131956

[66] Shalek AK (2014). Single-cell RNA-seq reveals dynamic paracrine control of cellular variation. Nature.

[67] Yin X (2016). Engineering stem cell organoids. Cell Stem Cell.

[68] Tirosh, I. et al. Dissecting the multicellular ecosystem of metastatic melanoma by single-cell RNA-seq. *Science***352**, 189–196 (2016).10.1126/science.aad0501PMC494452827124452

# Supplementary material for: Live cell tagging tracking and isolation for spatial transcriptomics using photoactivatable cell dyes
**Source:** Nat Commun. 2021 Aug 17;12:4995. doi: 10.1038/s41467-021-25279-y
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Information

### Live Cell Tagging Tracking and Isolation for Spatial Transcriptomics Using Photoactivatable Cell Dyes

Alex S Genshaft<sup>1,2,3,4,5,6,\*</sup>, Carly G. K. Ziegler<sup>1,2,3,4,5,6,\*</sup>, Constantine N. Tzouanas<sup>1,2,3,4,5,6,\*</sup>, Benjamin E. Mead<sup>1,2,3,4,5,6</sup>, Alex M. Jaeger<sup>3</sup>, Andrew W. Navia<sup>1,2,3,4,5,6</sup>, Ryan P. King<sup>2</sup>, Miyeko D. Mana<sup>3</sup>, Siyi Huang<sup>4,7</sup>, Vanessa Mitsialis<sup>8,9</sup>, Scott B. Snapper<sup>8,9</sup>, Ömer H. Yilmaz<sup>3,5,10,11</sup>, Tyler Jacks<sup>3,12</sup>, Jeffrey F. Van Humbeck<sup>13</sup>, Alex K. Shalek<sup>1,2,3,4,5,6,#</sup>

\* These authors contributed equally to this work

#### Supplementary Figures:

- Supplementary Figure 1. Overview of SPACECAT applications and chemistry.
- Supplementary Figure 2. NMR and HRMS of molecule (1)
- Supplementary Figure 3. NMR and HRMS of molecule (2)
- Supplementary Figure 4. NMR and HRMS of molecule (3)
- Supplementary Figure 5. NMR and HRMS of molecule (4)
- Supplementary Figure 6. Multiplexing photo-activatable probes
- Supplementary Figure 7. Testing SPACECAT precision by specific phototagging of co-cultured HEK293T and NIH/3T3 cells.
- Supplementary Figure 8. Characterization of SPACECAT photoactivation in Z-dimension and flow sorting.
- Supplementary Figure 9. Application of SPACECAT for spatial tagging in tissue sections across health and disease.

#### Supplementary Tables:

- Supplementary Table 1. Primer names and sequences used for Smart-Seq2 and Seq-Well scRNA-seq.

#### Supplementary Notes:

- Supplementary Note 1. Power analysis to detect rare cell populations

#### Supplementary Data:

- Supplementary Data 1. Digital gene expression matrix and metadata for cells derived from human intestinal organoids.
- Supplementary Data 2. Differentially expressed genes between photoactivated and non-photoactivated control “Stem.1” cells.
- Supplementary Data 3. Digital gene expression matrix and metadata for cells derived from mouse KP lung tumors.
- Supplementary Data 4. Differentially expressed genes by cell type and tumor location in KP autochthonous lung tumors.

# Supplementary Figure 1

**a**

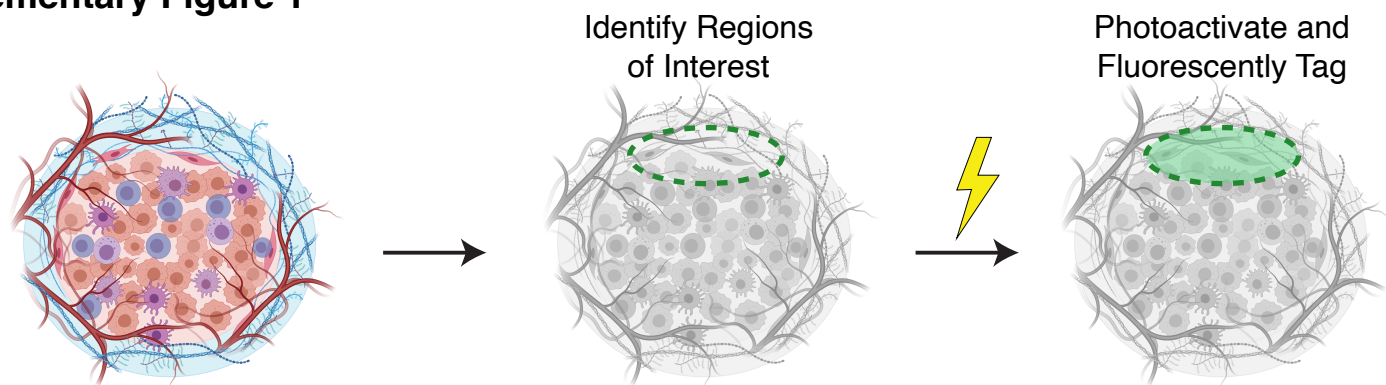

**b**

## Generalized Calcein Cleavage

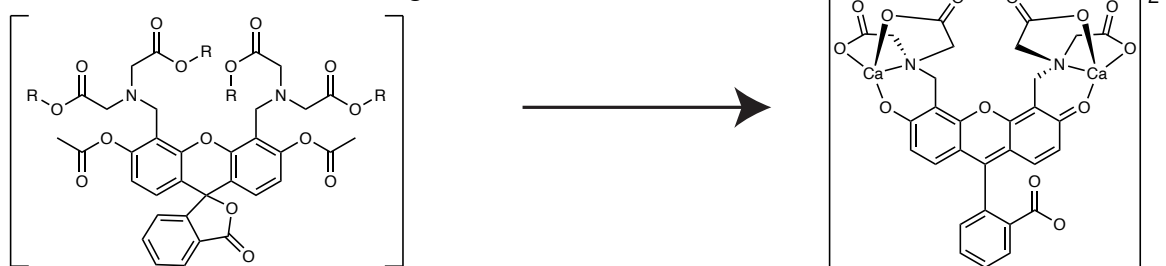

### Calcein AM

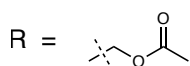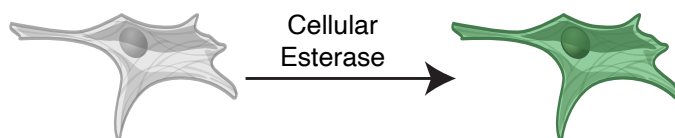

### Calcein NVOC

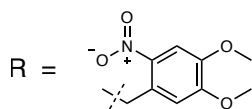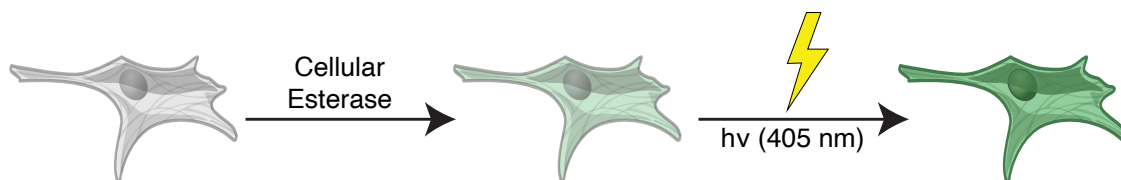

**Supplementary Figure 1. Overview of SPACECAT applications and chemistry.**

**a.** Schematic: application of SPACECAT to record spatial information as fluorescence signals in an arbitrary region of interest in complex primary tissue. Adapted from “Tumor extracellular matrix reduces therapeutic efficiency in solid tumors” by BioRender.com (2021). **b.** Chemical structure of calcein NVOC and standard calcein AM and their respective intracellular fluorescence transformations.

Supplementary Figure 2

a

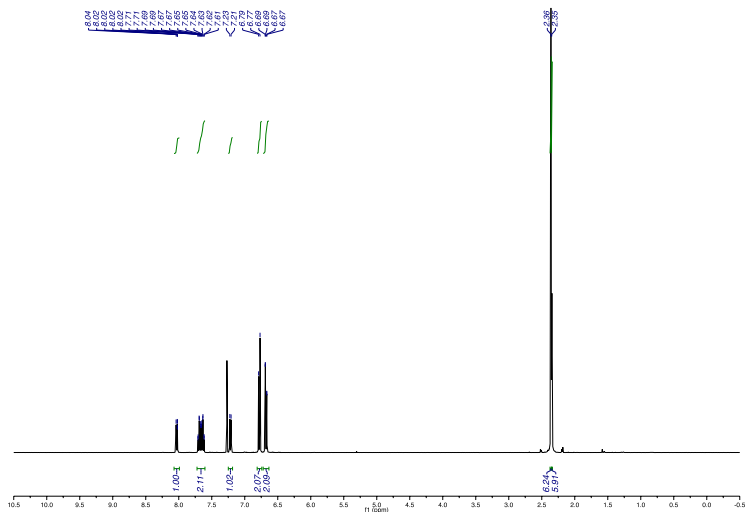

<sup>1</sup>H NMR of 4',5'-Dimethyl-3'6'-diacetoxyspiro[isobenzofuran-1(3H),9'-[9H]xanthen-3-one (1)

b

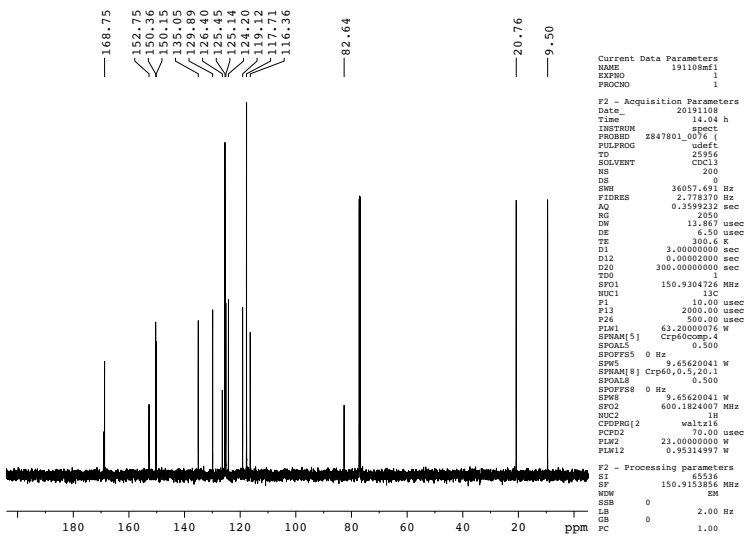

<sup>13</sup>C NMR of 4',5'-Dimethyl-3'6'-diacetoxyspiro[isobenzofuran-1(3H),9'-[9H]xanthen-3-one (1)

c

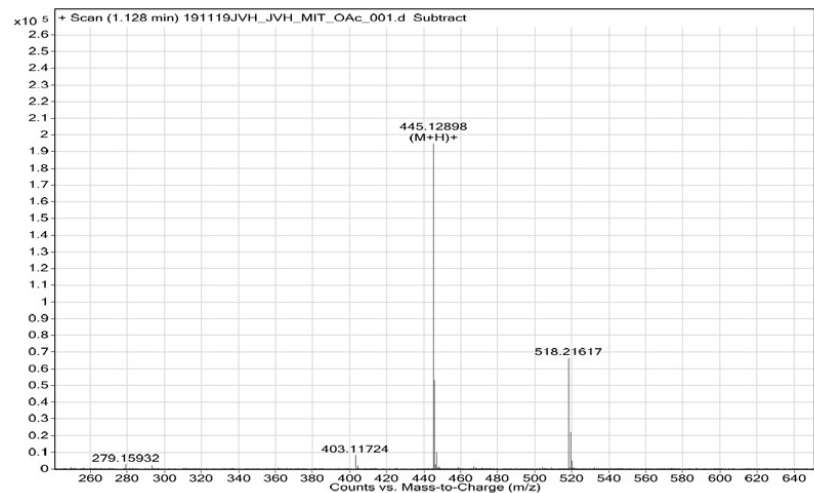

HRMS of 4',5'-Dimethyl-3'6'-diacetoxyspiro[isobenzofuran-1(3H),9'-[9H]xanthen-3-one (1)

**Supplementary Figure 2. NMR and HRMS of molecule (1)**

<sup>1</sup>H NMR (a), <sup>13</sup>C NMR (b), and HRMS (c) of 4',5'-Dimethyl-3'6'-diacetoxyspiro[isobenzofuran-1(3*H*),9'-[9*H*]xanthen-3-one (1).

# Supplementary Figure 3

a

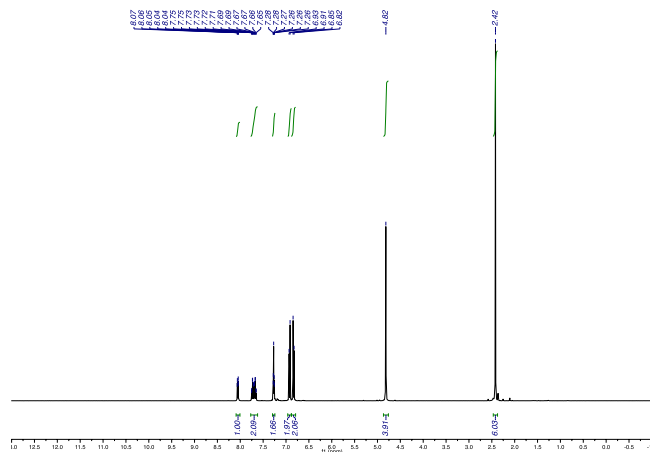

<sup>1</sup>H NMR of 4',5'-Bis-(bromomethyl)-3'6'-diacetoxyspiro[isobenzofuran-1(3H),9'-[9H]xanthen-3-one (2)

b

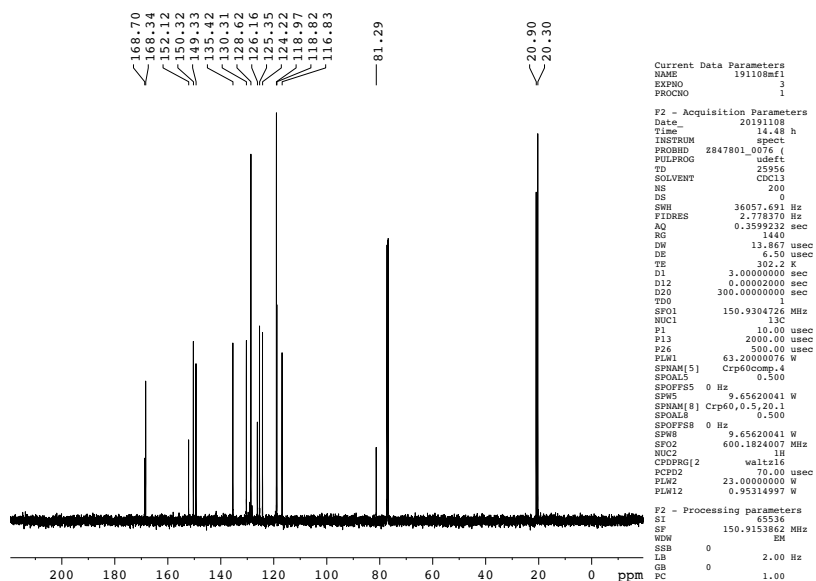

<sup>13</sup>C NMR of 4',5'-Bis-(bromomethyl)-3'6'-diacetoxyspiro[isobenzofuran-1(3H),9'-[9H]xanthen-3-one (2).

c

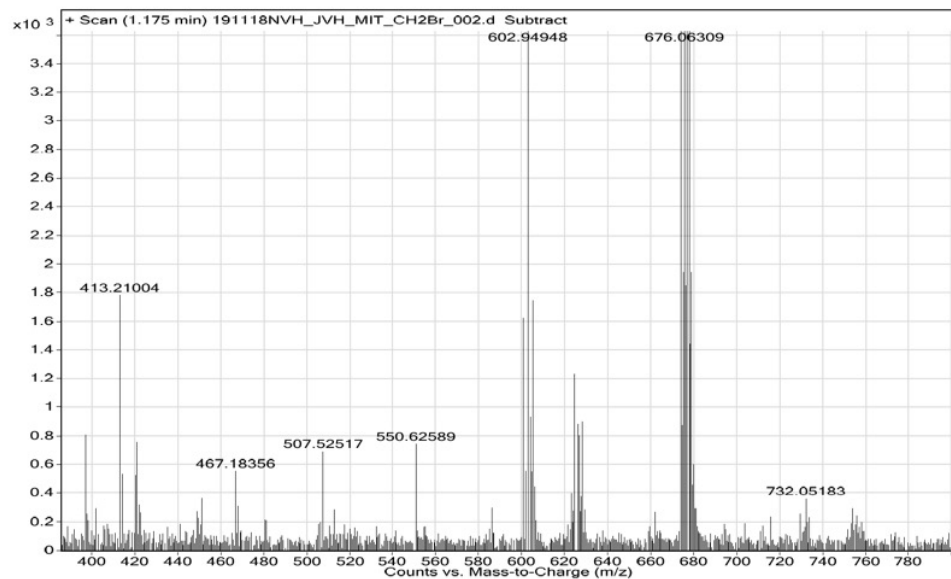

HRMS of 4',5'-Bis-(bromomethyl)-3'6'-diacetoxyspiro[isobenzofuran-1(3H),9'-[9H]xanthen-3-one (2).

**Supplementary Figure 3. NMR and HRMS of molecule (2)**

<sup>1</sup>H NMR (a), <sup>13</sup>C NMR (b), and HRMS (c) of 4',5'-Bis-(bromomethyl)-3'6'-diacetoxyspiro[isobenzofuran-1(3*H*),9'-[9*H*]xanthen-3-one (2).

# Supplementary Figure 4

**a**

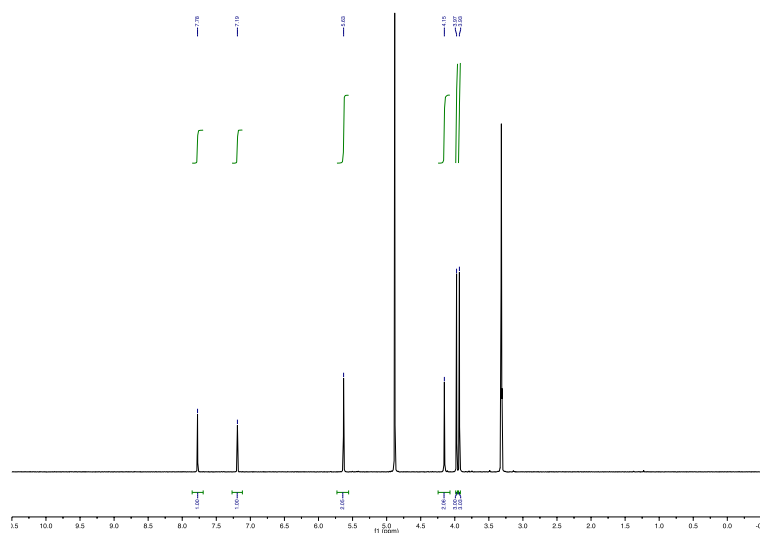

<sup>1</sup>H NMR of Iminodiacetic acid bis(2-nitro-4,5-dimethoxy)benzyl ester trifluoroacetate salt (**3**)

**b**

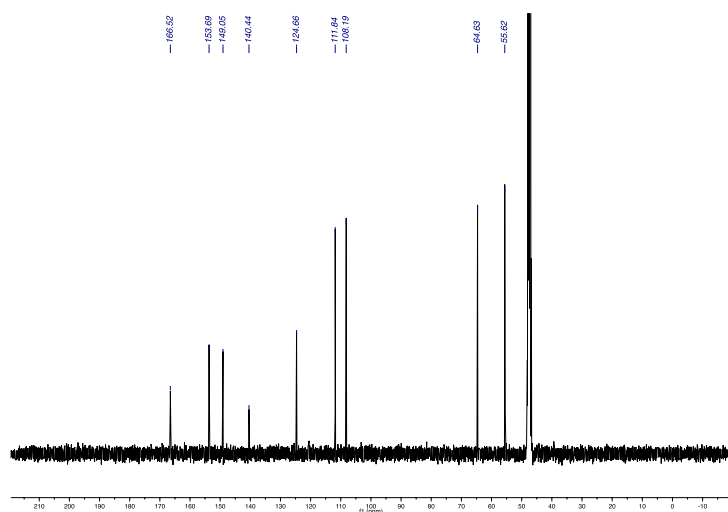

<sup>13</sup>C NMR of Iminodiacetic acid bis(2-nitro-4,5-dimethoxy)benzyl ester trifluoroacetate salt (**3**)

**c**

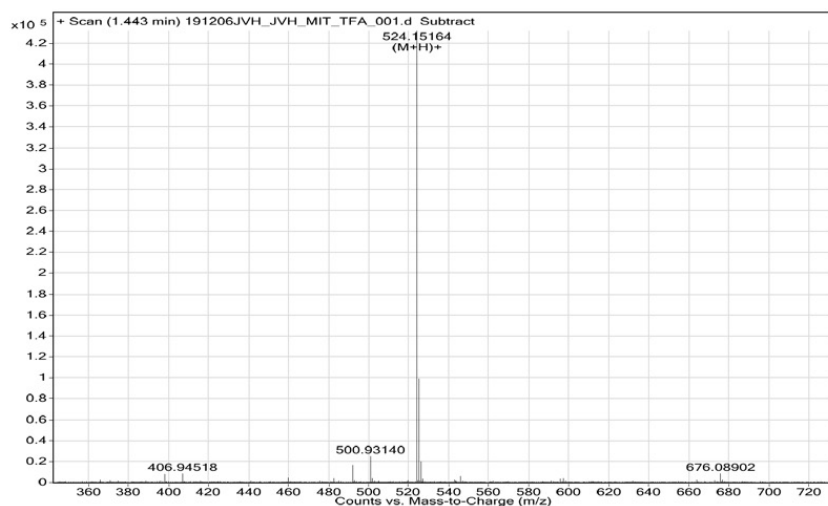

HRMS of Iminodiacetic acid bis(2-nitro-4,5-dimethoxy)benzyl ester trifluoroacetate salt (**3**)

**Supplementary Figure 4. NMR and HRMS of molecule (3)**

<sup>1</sup>H NMR (**a**), <sup>13</sup>C NMR (**b**), and HRMS (**c**) of Iminodiacetic acid bis(2-nitro-4,5-dimethoxy)benzyl ester trifluoroacetate salt (**3**).

## Supplementary Figure 5

**a**

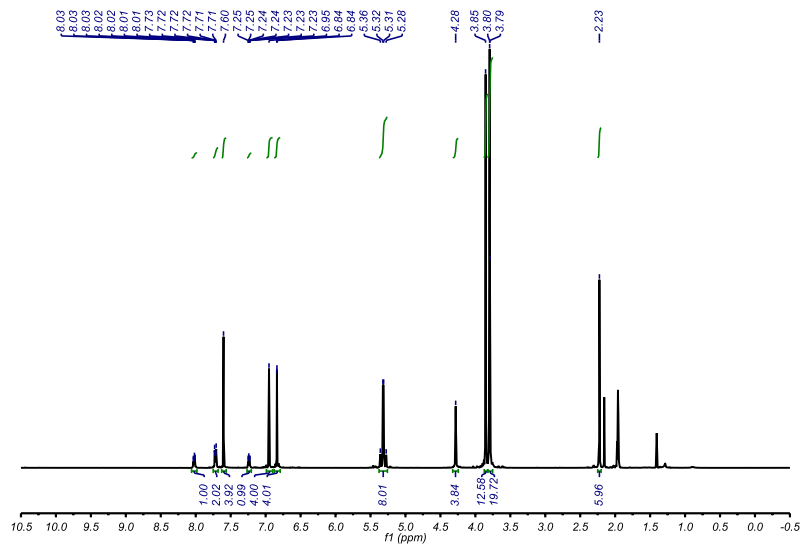

<sup>1</sup>H NMR of calcein NVOC (4)

**b**

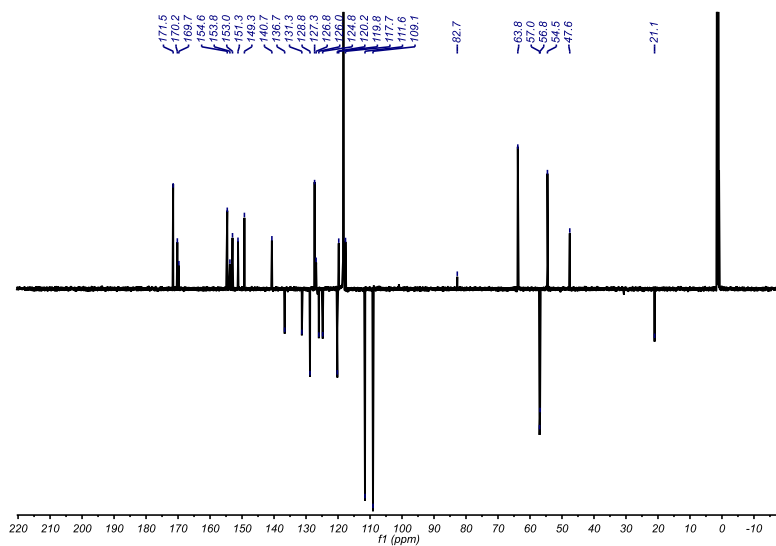

<sup>13</sup>C NMR of calcein NVOC (4)

**c**

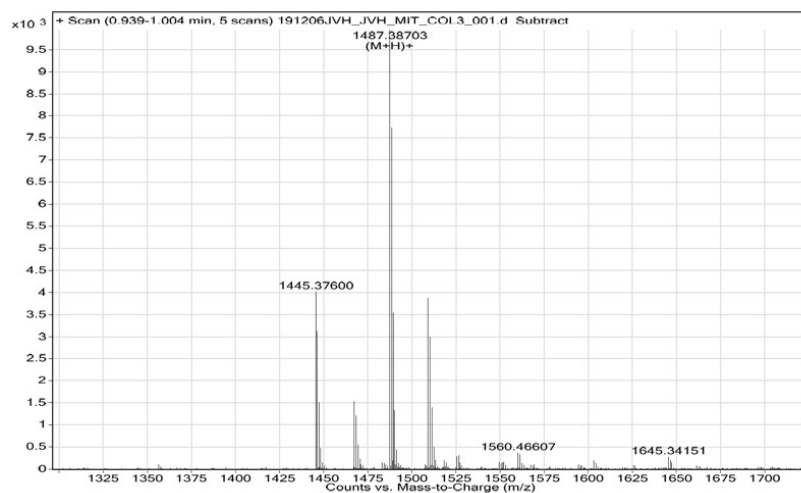

HRMS of calcein NVOC (4)

**Supplementary Figure 5. NMR and HRMS of molecule (4)**  
<sup>1</sup>H NMR (a), <sup>13</sup>C NMR (b), and HRMS (c) of Calcein NVOC (4).

Supplementary Figure 6

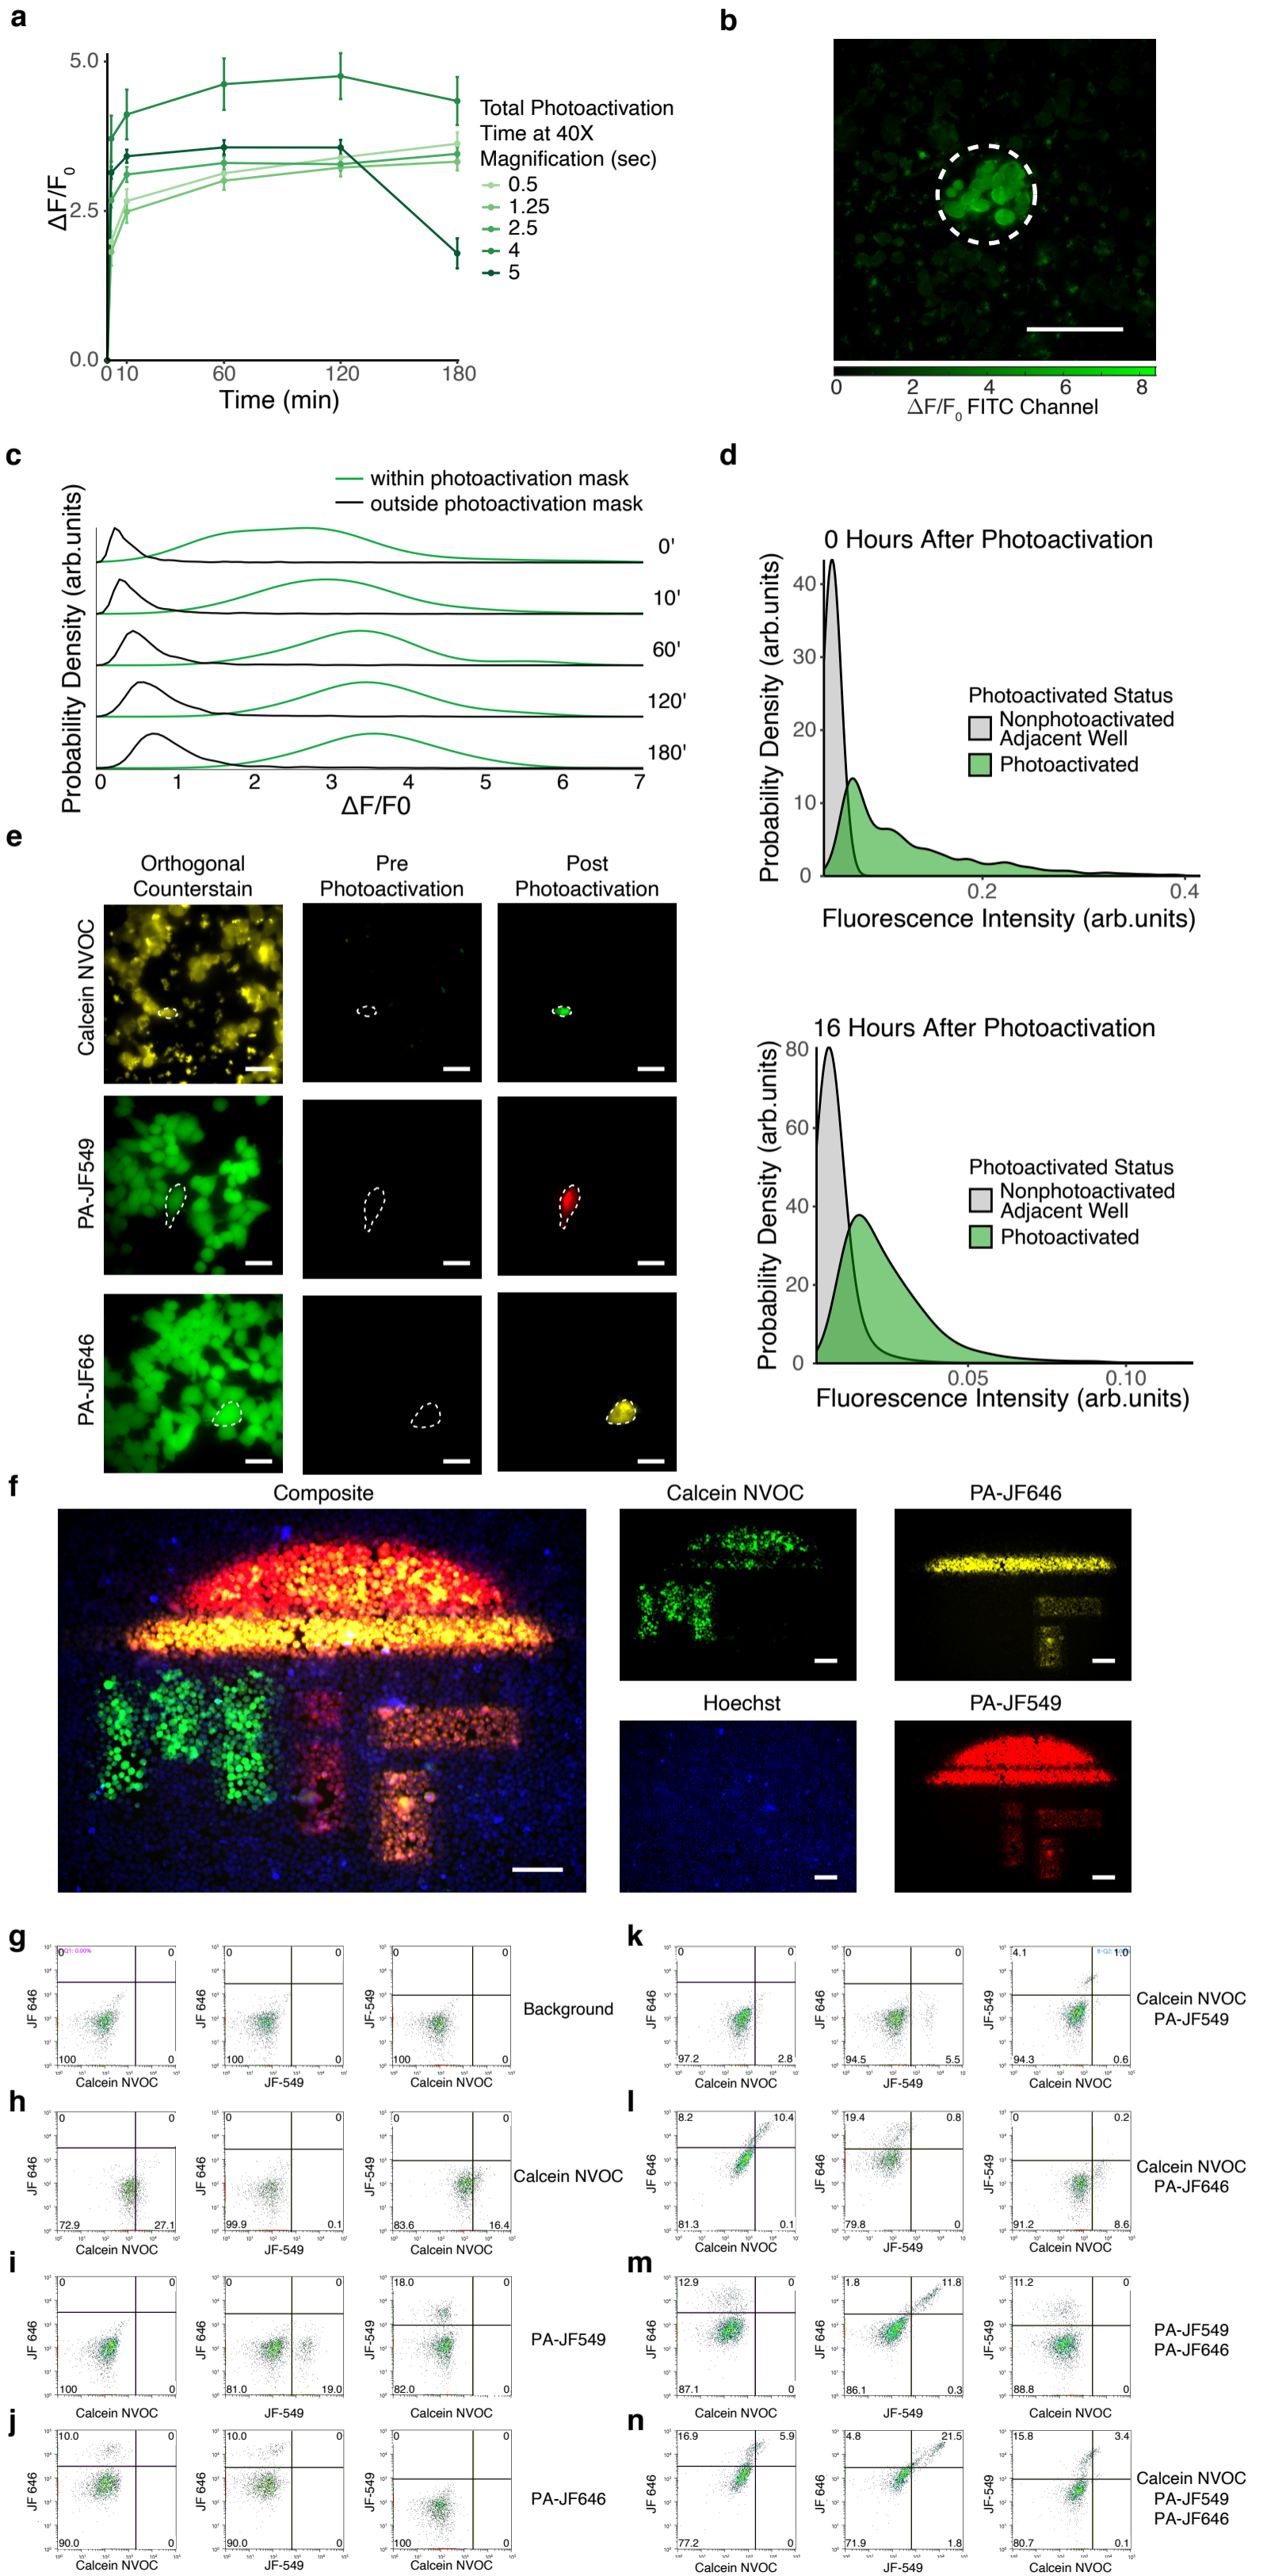

### Supplementary Figure 6. Multiplexing photo-activatable probes

**a** Effects of photoactivation exposure time on cellular viability and calcein NVOC fluorescence signal magnitude (n = 13 cells across 2 fields of view for 0.5 sec. exposure; n = 14 cells across 2 fields of view for 1.25 sec. exposure; n = 21 cells across 2 fields of view for 2.5 sec. exposure; n = 13 cells across 2 fields of view for 4 sec. exposure; n = 20 cells across 2 fields of view for 5 sec. exposure). **b**  $\Delta F/F_0$  for cells shown in Fig 1c (which is one of the independent fields of view with 4 sec. exposure shown in Supplementary Fig. 6a). Scale bar = 100  $\mu\text{m}$ . **c** Distributions of fluorescence changes across a 3 h timecourse for cells outside of photoactivated regions (grey, n = 1,347 cells across 8 fields of view) and inside photoactivated regions (green, n = 68 cells across 8 fields of view). **d** Calcein NVOC fluorescence levels in photoactivated cell (green) vs. cells in non-photoactivated adjacent wells (grey) immediately after photoactivation (top; n = 1,066 photoactivated cells across 11 fields of view; 2,427 non-photoactivated cells across 5 fields of view) or 16 h after photoactivation (bottom; n = 3,691 photoactivated cells across 10 fields of view; 15,571 cells across 5 fields of view). **e** Images showing single-cell photoactivation using calcein NVOC (top row), PA-JF549 (middle row) and PA-JF646 (bottom row). Scale bar = 50  $\mu\text{m}$ . n = 3 independent fields of view for each photoactivatable fluorescent dye. **f** Representative images of color multiplexing by photoactivating arbitrary regions in HEK293T cells using sequential addition of 3 photoactivatable probes (calcein NVOC, PA-JF549, PA-JF646) and different photoactivation thresholds (10 s for calcein NVOC, 0.5 s for PA-JF549 and PA-JF646). Scale bar = 100  $\mu\text{m}$ . Multiplexed encoding scheme repeated a total of n = 2 times. **g-n** HEK293T cells were incubated with different combinations of photoactivatable probes (rows) and ~2-20% of all cells in each sample were exposed to near-UV light, inducing the observed fluorescence increases. Cells were dissociated, exposed to a master mix of all 3 dyes (to account for background fluorescence from individual dyes), and analyzed by flow cytometry. Gates determined by cells in control sample well stained with all dyes without UV-excitation. Left: calcein NVOC vs. PA-JF646, middle: PA-JF549 vs. PA-JF646, right: calcein NVOC vs. PA-JF549. Numbers reflect percent of cells within each quadrant. **g** photoactivated without photo-convertible dyes (10 s for calcein NVOC, 0.5 s for PA-JF549 and PA-JF646), **h** photoactivated while exposed to calcein NVOC only, **i** PA-JF549 only, **j** PA-JF646 only, **k** calcein NVOC and PA-JF549, **l** calcein NVOC and PA-JF646, **m** PA-JF549 and PA-JF646, **n** calcein NVOC, PA-JF549, PA-JF646.

# Supplementary Figure 7

**a**

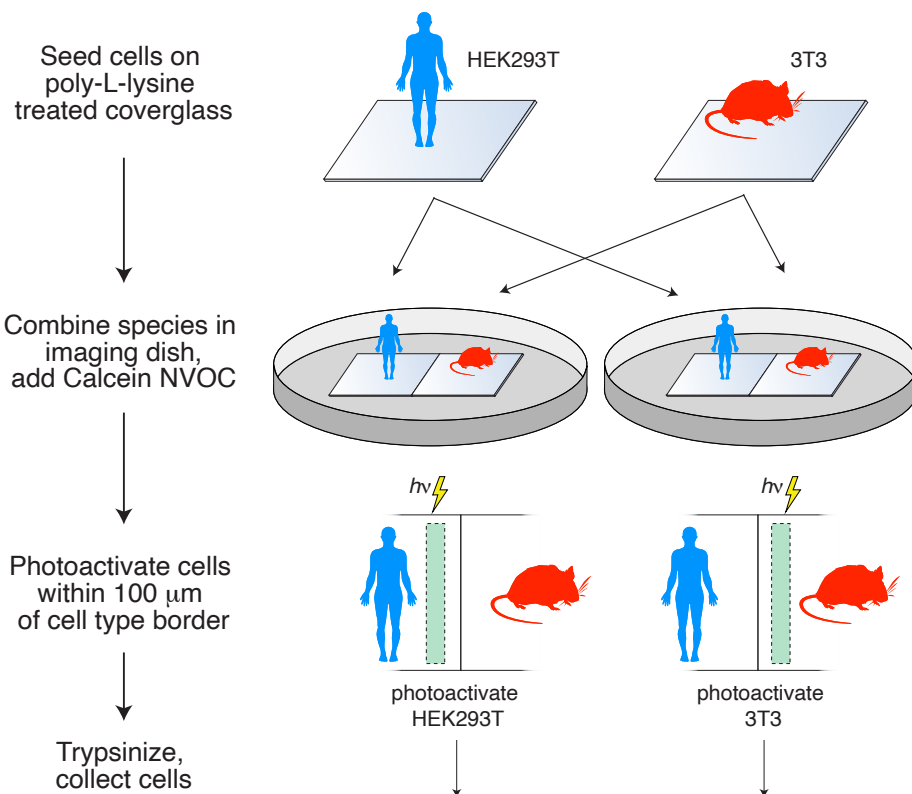

**b**

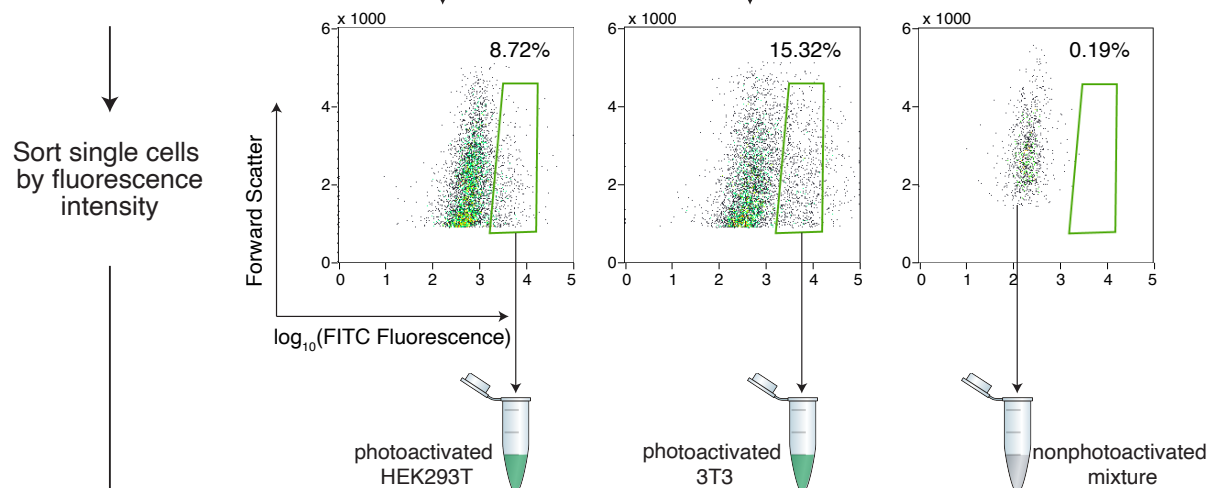

**c**

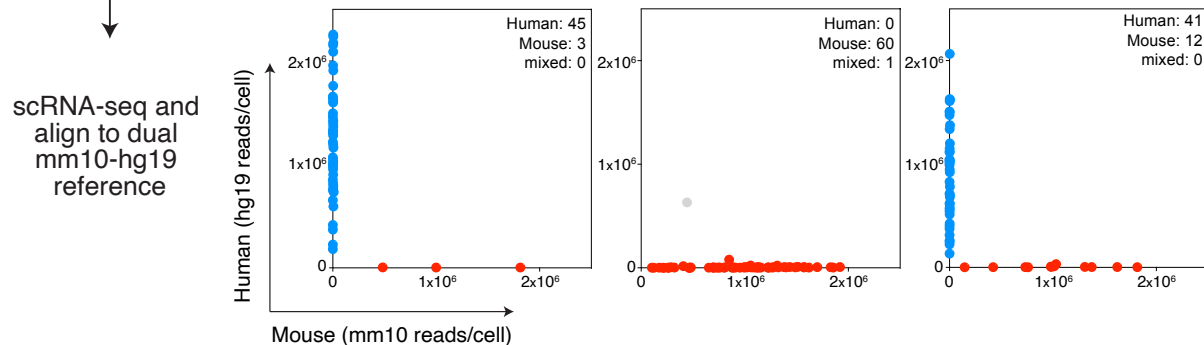

**Supplementary Figure 7. Testing SPACECAT precision by specific phototagging of co-cultured HEK293T and NIH/3T3 cells.** **a.** Schematic of modified species-mixing experiment to test precision of spatially-restricted photoactivation. Human (HEK293T) and mouse (NIH/3T3) cell lines were seeded on separate coverglass slides and placed abutting in an imaging dish with calcein NVOC. **b.** FACS analysis and sort gates. Three such dishes (and corresponding FACS samples) were created: (left) HEK293T cells photoactivated, (center) NIH/3T3 cells photoactivated, and (right) non-photoactivated. **c.** SMART-Seq2 library alignments to dual mm10-hg19 reference genome. Points represent single cells plotted by number of reads aligned to mm10 (x-axis) or hg19 (y-axis). Red: alignments support mouse cell, blue: alignments support human cell, grey: indeterminate species by transcriptome alignment.

Supplementary Figure 8

a

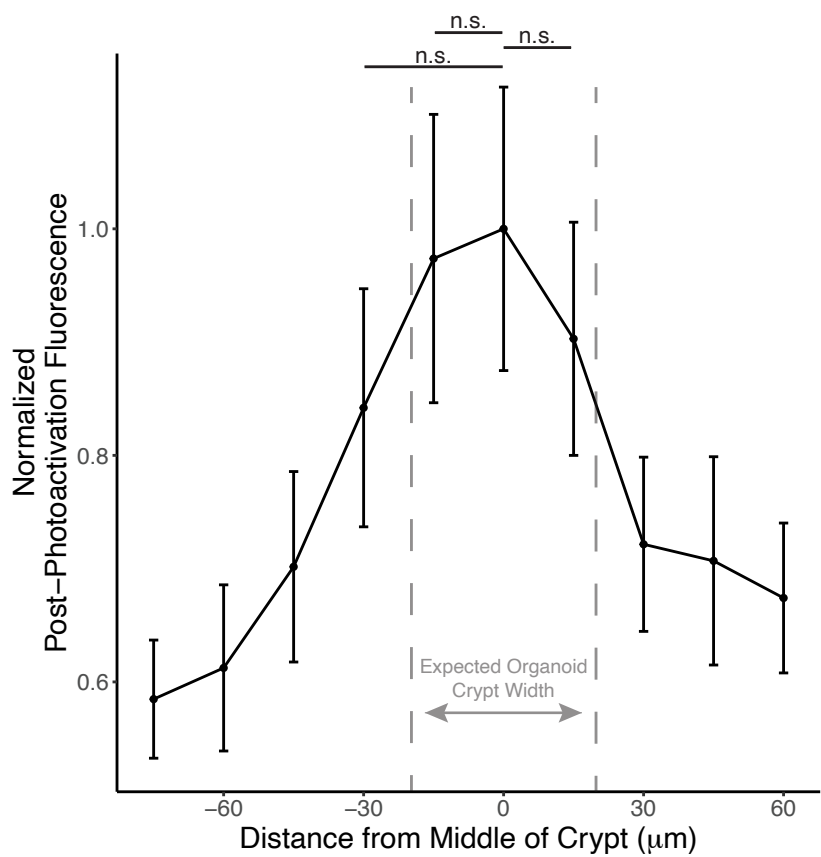

b

| Distance from Middle of Crypt | Cohen's d vs. Middle of Crypt | P-value vs. Middle of Crypt |
|-------------------------------|-------------------------------|-----------------------------|
| -75                           | 1.09                          | 0.007                       |
| -60                           | 1.00                          | 0.01                        |
| -45                           | 0.75                          | 0.06                        |
| -30                           | 0.37                          | 0.34                        |
| -15                           | 0.06                          | 0.88                        |
| 0                             | 0                             | 1                           |
| 15                            | 0.23                          | 0.55                        |
| 30                            | 0.72                          | 0.07                        |
| 45                            | 0.71                          | 0.07                        |
| 60                            | 0.74                          | 0.03                        |

c

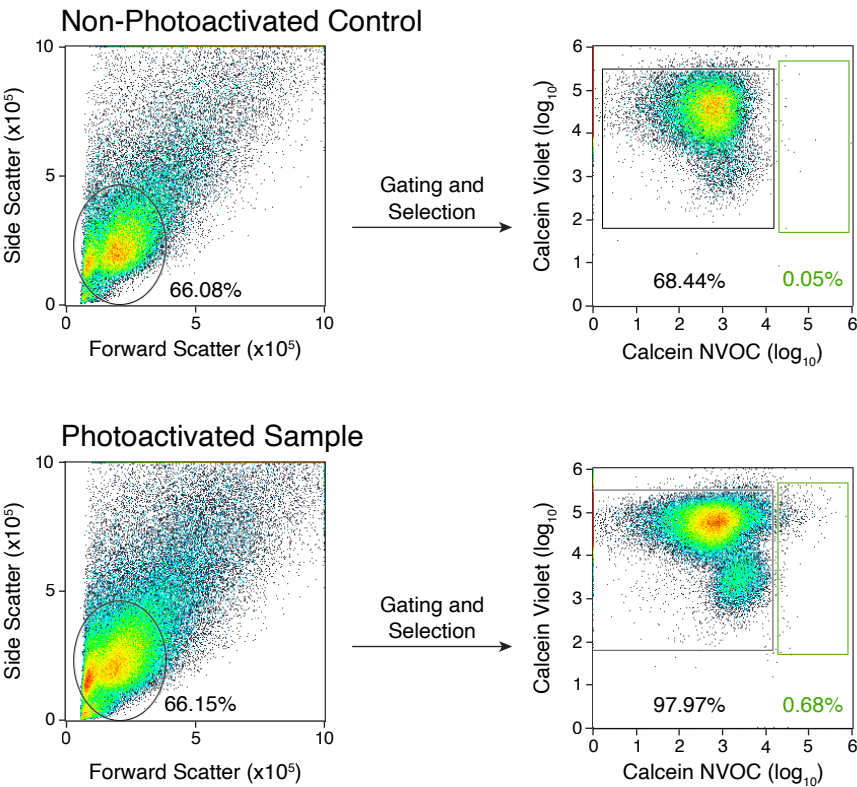

**Supplementary Figure 8. Characterization of SPACECAT photoactivation in Z-dimension and flow sorting.** **a** Post-photoactivation fluorescence levels of z-stack images of human intestinal organoid crypts, normalized against the fluorescence level at the middle of each crypt (plotted are mean  $\pm$  SEM of 14 crypts across 10 organoids). Fluorescence levels at  $z = -30 \mu\text{m}$ ,  $-15 \mu\text{m}$ , and  $+15 \mu\text{m}$  are not statistically significantly different from fluorescence levels at  $z = 0 \mu\text{m}$ , while fluorescence levels from other focal planes are statistically significantly different (two-sided Student's T test,  $\alpha = 0.1$ ). **b** Effect sizes and p-values of differences in fluorescence levels between each frame of the organoid z-stack and the fluorescence level of the middle of each crypt, calculated as Cohen's d and two-sided Student's T test, respectively. **c** Flow gating and sorting scheme for non-photoactivated and photoactivated human intestinal organoid samples used to generate single-cell RNA-seq data presented in fig. 2.

Supplementary Figure 9

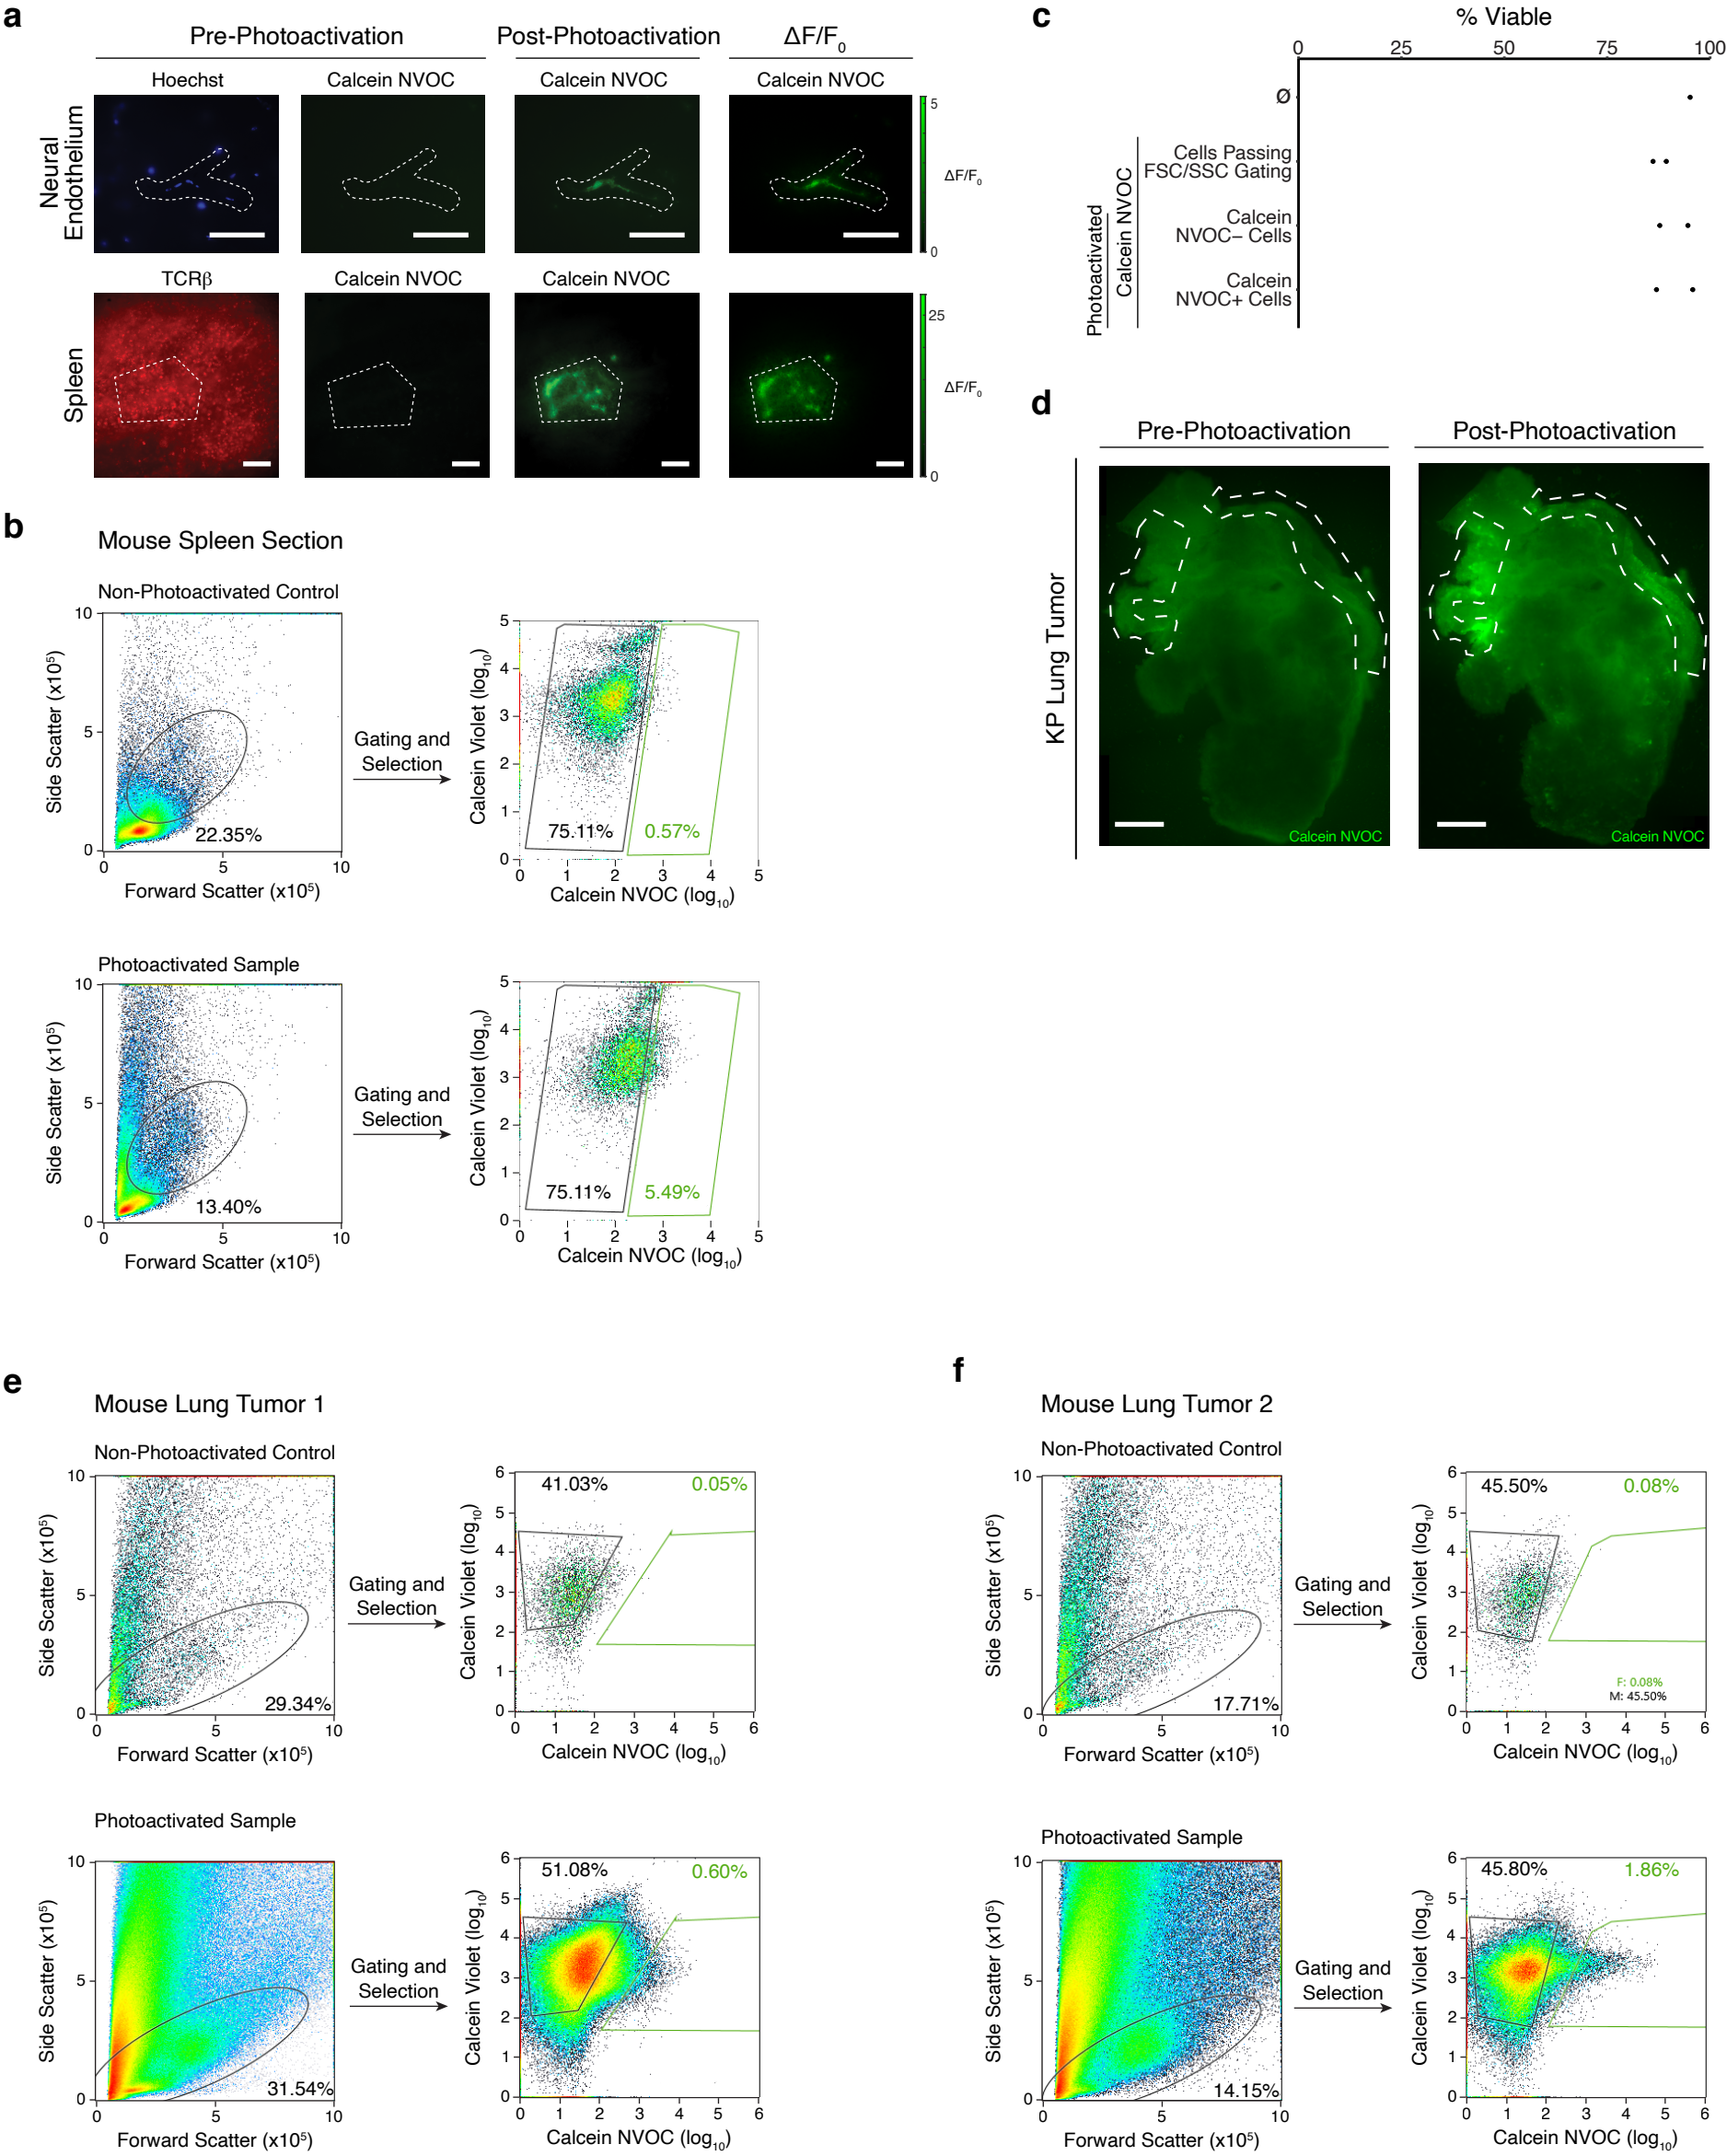

**Supplementary Figure 9. Application of SPACECAT for spatial tagging in tissue sections across health and disease.** **a** Representative images of mouse brain and spleen samples stained with calcein NVOC and photoactivated in arbitrary regions (within white dashed boundaries). Scale bars = 100  $\mu\text{m}$ .  $n = 2$  independent fields of view from brain samples.  $n = 3$  independent fields of view for spleen samples. **b** Flow gating scheme for non-photoactivated and photoactivated mouse spleen sections used to generate single-cell RNA-seq data presented in fig. 3e-h. **c** Cell percent viability by calcein violet staining after photoactivation.  $N=1$  lung tumor sample for the null condition,  $N = 2$  lung tumor samples for all other conditions. **d**. Photoactivation of Healthy/Tumor Border of KP lung Tumor 2. Scale bars = 500  $\mu\text{m}$ .  $n = 2$  independent tumor sections. **e** Flow gating scheme for non-photoactivated and photoactivated sections from lung tumor 1 used to generate single-cell RNA-seq data presented in fig. 4. **f** Flow gating scheme for non-photoactivated and photoactivated sections from lung tumor 2 used to generate single-cell RNA-seq data presented in fig. 4.

## Supplementary Table 1: Primer names and sequences used for Smart-Seq2 and Seq-Well scRNA-seq

| Primer Name                             | Sequence                                                             |
|-----------------------------------------|----------------------------------------------------------------------|
| Seq-Well Template Switch Oligo (SW-TSO) | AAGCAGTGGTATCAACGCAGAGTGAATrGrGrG                                    |
| dN-SMRT Oligo                           | AAGCAGTGGTATCAACGCAGAGTGANNNGGNNNB                                   |
| ISPCR primer                            | AAGCAGTGGTATCAACGCAGAGT                                              |
| Custom Read 1 Primer (CR1P)             | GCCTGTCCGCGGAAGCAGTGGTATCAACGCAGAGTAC                                |
| oligo-dT Smart-Seq2 RT primer           | /5Biosg/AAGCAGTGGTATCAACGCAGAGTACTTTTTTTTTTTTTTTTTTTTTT<br>TTTTTTTVN |
| Smart-Seq2 Template Switch Oligo        | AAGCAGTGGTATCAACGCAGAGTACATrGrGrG                                    |

## Supplementary Note 1

In our application of SPACECAT to mouse KP lung tumors (Fig. 4), we recovered 1,634 cells from the Whole Tumor 1, 686 cells from the Healthy/Tumor 1 Border, 1,489 cells from Whole Tumor 2, and 534 cells from the Healthy/Tumor 2 Border.

With cell counts from various tumor samples on the order of 500-1,500 cells, this brief power analysis evaluates our ability to detect rare cell populations and differences in proportions. Given an  $\alpha = 0.05$  and 10 “positive” cells as a threshold value for being able to identify a cluster of “positive” rare cells, our sample sizes allow us power to detect subpopulations as rare as 1.7% (i.e.,  $\alpha = P(\text{detecting} \leq 10 \text{ cells from a rare cell subpopulation}) = \text{BinomialCDF}(10 \text{ successes}, p = 0.017, 1000 \text{ trials}) = 0.0478$ ).

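With the numbers of cells deposited for each group, the smallest share for which 10 or fewer cells would be drawn with a probability of 0.05 was 2.46% at the Healthy/Tumor Border of Tumor 1 (686 cells), 1.04% in its Whole Tumor (1634 cells), 3.16% at the Healthy/Tumor Border of Tumor 2 (534 cells) and 1.14% in its Whole Tumor (1489 cells). With cells of at least 200 genes, these shares were 2.72, 1.16, 3.33 and 1.29%. The same binomial calculation for 1000 cells and a share of 1.7% gave 0.0478.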

# Supplementary material for: Live cell tagging tracking and isolation for spatial transcriptomics using photoactivatable cell dyes
**Source:** Nat Commun. 2021 Aug 17;12:4995. doi: 10.1038/s41467-021-25279-y
**Supplement:** Supplementary file 6 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- | n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Images were collected using MetaMorph software (Molecular Devices, Sunnyvale, CA). Active illumination was controlled through Metamorph software and iQ3 software (Andor Technology, Oxford Instruments). FACS data analysis and sorting was performed using the Sony SH800Z system (Sony Biotechnology, Inc.). NMR samples examined at 400 MHz (proton resonance) were done so on instruments running Bruker TopSpin 2.1 (Billerica, MA). Samples examined at 600 MHz (proton resonance) were done so on instruments running TopSpin 3.5 (Billerica, MA). Mass spectrometry data was acquired using MassHunter Workstation Software – Qualitative Analysis Version B.03.01; build 3.1.346.6; service pack 2 (Agilent Technologies).                                                                                                                                                                                                                                                            |
| Data analysis   | Cell Profiler v 3.1.9 was used to segment microscopy images, and resulting data was analyzed using MATLAB R2020a. Sequencing data was demultiplexed using b12fastq v2.17.1.14. Smart-Seq2 sequencing reads were aligned using STAR v2.5b and transcripts were quantified with RSEM v1.2.3. Seq-Well sequencing reads were aligned and processed according to the Drop-Seq Computational Protocol v2.0 ( <a href="https://github.com/broadinstitute/Drop-seq">https://github.com/broadinstitute/Drop-seq</a> ). Single-cell RNA-seq analysis was performed in R version 4.0.2 using ggplot2 (v3.3.2130), Seurat (v4.0.1), and ComplexHeatmap (v2.7.3132). Gene ontologies were evaluated for enrichment using DAVID v6.8. Additional NMR processing was done with MestReNova (9.0.1) (Santiago de Compostela, Spain). Mass spectrometry data was processed using MassHunter Workstation Software – Qualitative Analysis Version B.03.01; build 3.1.346.6; service pack 2 (Agilent Technologies). |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Source data are provided with this paper. The raw data and gene expression matrices for mouse tumor scRNA-seq data have been deposited in the Gene Expression Omnibus (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE175882>). For human intestinal organoids, interactive visualization tools, metadata, and digital gene expression matrices can be found through the Broad Institute's Single-Cell Portal as study SCP1457 ([https://singlecell.broadinstitute.org/single\\_cell/study/SCP1457/spacecat-intestinal-organoid](https://singlecell.broadinstitute.org/single_cell/study/SCP1457/spacecat-intestinal-organoid)). FASTQ data for the human intestinal organoids is available upon request and with a data use agreement. Digital gene expression matrices annotated with cell types, photoactivation regions, and other metadata can also be found in Supplementary Data 1 (human intestinal organoids, corresponding to Fig. 2) and Supplementary Data 3 (mouse KP lung tumors, corresponding to Fig. 4). Gene lists corresponding to differential expression tests for human intestinal organoids and mouse KP lung tumors can be found in Supplementary Data 2 and 4, respectively.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample sizes for in vitro cell line photoactivation and sequencing were estimated based on necessary photoactivated area to include sufficient cells for 1 plate of plate-based scRNA-seq. Sample sizes for organoid photoactivation and sequencing were estimated to meet the goal of having >100 recovered photoactivated cells, given typical cell losses during scRNA-seq experimental workflows (as described in text). Sample sizes for tumor photoactivation and sequencing were determined by mouse model availability and tumor burden.                                        |
| Data exclusions | A complementary 'core' sample from Tumor 1 in the KP model analysis was removed due to low cell recovery and a lack of a replicate in the second Tumor (Tumor 2). Cell pre-filtering is described in detail in methods for each scRNA-seq experiment; in brief, cells were filtered for common quality metrics like minimum number of detected genes, minimum detected UMIs and maximum percent of UMIs corresponding to mitochondrial genes. Cells that were removed due to quality metrics are not included in data available in the Supplementary Data files or public repositories. |
| Replication     | Figure legends contain all details on replicate experiments and sample sizes for presented data, and all attempts at replication were successful. Photoactivation experiments on cell lines and tissue sections were performed and replicated across multiple donors, species, tissue-of-origin, and experimental days. Photoactivation experiments on organoids were replicated across multiple organoids in distinct culture wells.                                                                                                                                                   |
| Randomization   | Wells of cells/organoids and tissue sections were randomly assigned to photoactivation or control condition to avoid batch effects.                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
| Blinding        | Researchers could not be blinded, as photoactivation required inspection and drawing of regions of interest.                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Human research participants |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                        |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Alexa Fluor 647 anti-mouse TCR beta chain, clone H57-597, Biolegend, cat #109218                                                                                                                                                                                                       |
| Validation      | Manufacturer validated for IHC, quality tested for flow cytometry. ( <a href="https://www.biolegend.com/en-us/products/alexa-fluor-647-anti-mouse-tcr-beta-chain-antibody-3272">https://www.biolegend.com/en-us/products/alexa-fluor-647-anti-mouse-tcr-beta-chain-antibody-3272</a> ) |

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                      |                                                                              |
|----------------------------------------------------------------------|------------------------------------------------------------------------------|
| Cell line source(s)                                                  | Murine NIH/3T3 cells (ATCC, CRL-1658), human HEK293T cells (ATCC, CRL-11268) |
| Authentication                                                       | Cell lines were not authenticated.                                           |
| Mycoplasma contamination                                             | All cell lines tested negative for mycoplasma contamination.                 |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | No commonly misidentified cell lines were used in this study.                |

## Animals and other organisms

Policy information about [studies involving animals](#): [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Genetically engineered mice were generated by injecting low passage Kras-Lox-Stop-Lox-G12D/+; p53fl/fl (KP) embryonic stem cells from the C57BL/6 background into albino C57BL/6 blastocysts. Both male and female animals were used, all were aged to 12 weeks prior to tumor initiation. All animals were housed in static caging, hardwood chip bedding, RO water, with irradiated chow (Ancare cages) with a 12/12 light/dark light cycle. Temperature was set to 70F with an acceptable range +/- 2 degrees with a humidity range of 30-70%. |
| Wild animals            | The study did not involve wild animals.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Field-collected samples | The study did not involve samples collected from the field.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
| Ethics oversight        | All studies were performed under animal protocols approved by the Harvard Medical School and Massachusetts Institute of Technology (MIT) Institutional Animal Care and Use Committees (IACUC).                                                                                                                                                                                                                                                                                                                                                    |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Human research participants

Policy information about [studies involving human research participants](#)

|                            |                                                                                                                                                                                                                                                                                                       |
|----------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Population characteristics | Population characteristics are not applicable as results were provided as proof-of-principle that the method would work on complex systems that are difficult to manipulate genetically. Further, a single donor's intestinal organoids were used, from de-identified human bulk surgical resections. |
| Recruitment                | Small intestinal crypts were isolated as previously described from de-identified human bulk surgical resections.                                                                                                                                                                                      |
| Ethics oversight           | All studies were performed under protocols approved by the Massachusetts Institute of Technology (MIT) Committee on the Use of Humans as Experimental Subjects and the Institutional Review Board (IRB) protocols of Massachusetts General Hospital/Partners Healthcare.                              |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                    |                                                                                                                          |
|--------------------|--------------------------------------------------------------------------------------------------------------------------|
| Sample preparation | Cultured cells and human intestinal organoids (HEK293T, NIH/3T3) were digested using Trypsin-LE (Life Technologies). The |
|--------------------|--------------------------------------------------------------------------------------------------------------------------|

|                                                                                                                                                           |                                                                                                                                                                                                                                                                                                                                                                   |
|-----------------------------------------------------------------------------------------------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
|                                                                                                                                                           | cells were incubated with Trypsin-LE at 37C for 5 minutes, followed by the addition of complete media (DMEM + 10% FBS). Murine organs were digested using the gentleMACS Tissue Dissociation Kit (Miltenyi Biotec) according to manufacturer's instructions.                                                                                                      |
| Instrument                                                                                                                                                | Sony SH800Z                                                                                                                                                                                                                                                                                                                                                       |
| Software                                                                                                                                                  | Sony SH800Z analysis software                                                                                                                                                                                                                                                                                                                                     |
| Cell population abundance                                                                                                                                 | Quantitative values for flow cytometry/sorting abundances are included in each relevant figure.                                                                                                                                                                                                                                                                   |
| Gating strategy                                                                                                                                           | We took an expanded FSC/SSC gating to account for all cells with diverse sizes. Cells were gated first for viability based on calcein violet (DAPI channel), followed by calcein NVOC (FITC channel). Positive and negative gates are defined in each relevant plot, and are based on cells exposed to calcein NVOC, but not photo-activated using near-UV light. |
| <input checked="" type="checkbox"/> Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information. |                                                                                                                                                                                                                                                                                                                                                                   |

# Supplementary material for: Live cell tagging tracking and isolation for spatial transcriptomics using photoactivatable cell dyes
**Source:** Nat Commun. 2021 Aug 17;12:4995. doi: 10.1038/s41467-021-25279-y
**Supplement:** Supplementary file 7 — Description of Additional Supplementary Files

**Title:** Supplementary Data 1.

**Description:** Digital gene expression matrix and metadata for cells derived from human intestinal organoids.

**Title:** Supplementary Data 2.

**Description:** Differentially expressed genes between photoactivated and non-photoactivated control "Stem.1" cells.

**Title:** Supplementary Data 3.

**Description:** Digital gene expression matrix and metadata for cells derived from mouse KP lung tumors.

**Title:** Supplementary Data 4.

**Description:** Differentially expressed genes by cell type and tumor location in KP autochthonous lung tumors.

How the deposited data were processed for this re-analysis (not part of the article)

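Single-cell RNA was profiled by Seq-Well in 2 KP lung tumors, called Tumor 1 and Tumor 2, each from 1 mouse. Each tumor gave 1 library of photoactivated cells of the Healthy/Tumor Border and 3 libraries of non-photoactivated cells of the Whole Tumor, which are technical arrays of the same tumor. The authors aligned the reads to mm10 with STAR, following the Drop-seq protocol, collapsed them by UMI and deposited, for each array, a table of raw UMI counts of each gene in each cell barcode. The counts were checked to be whole numbers with the same 27923 genes in all 8 tables, named by gene symbol. The human organoid samples, the imaging and the flow cytometry of the study were not analysed here.

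The samples were mapped by their labels. The cell names inside the tables, and the array names of the Source Data for Fig. 4f, carry the other tumor's number than the sample labels in all 8 arrays. The labels were used, since the numbers of barcodes they give (686 and 534 at the Healthy/Tumor Border, 1634 and 1489 in the Whole Tumor) are those of the paper's text.

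The tables hold 4343 barcodes. The 449 with fewer than 200 genes were left out, which the methods describe, and 3894 were kept. The Reporting Summary mentions a maximum percent of mitochondrial UMIs among its filters in general, without its value. The deposited barcodes reach 91.5%, and no further filter on mitochondrial UMIs was applied here. Barcodes that share at least 8 bases in a row with the amplification primer, or hold at least 10 of 1 base, were kept and left out in an alternative. Doublets were called per library by Scrublet as run by scanpy 1.11.5, kept, and left out in an alternative.

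Counts were scaled to 10000 per cell and transformed to ln(x + 1) with Seurat 5.3.0 in R 4.3.3, as the methods state. Variable genes had a mean above 0.1 and a normalized dispersion above 0.5, and at most 2000 were taken; 1951 were left after removing genes that Supplementary Data 4 lists as changed at a Healthy/Tumor Border (579 genes in all). Of 100 principal components, 30 were used, with 10 neighbours and a resolution of 0.5. The sub-clustering of each cluster that the methods describe was not done. The number of components that the authors kept is not stated in the paper's text. Clusters were named by lists of markers fixed before the data were examined, from the paper's text, Fig. 4c and the marker table of Supplementary Data 4. That table was held here only in part and ends before the myeloid types, so their lists, and a few others, also hold genes from outside the paper's text and the part held, Cxcr2, Hdc, Il1r2 and Retnlg among those of the Csf3r+ G0s2+ myeloid-like class. The lists of genes changed at a Healthy/Tumor Border were held in full. A cluster took the class with the most markers among its 10 leading genes, ranked by the fold of its CPM plus 10 over that of all other cells among genes found in at least 10% of its cells, with the 50 leading genes to settle ties, provided that at least 3 markers of that class were found in at least 10% of its cells. That rule was written after the clusters had been seen. The cell assignments of the authors were not used here, and the class names carry "-like". The T or NK-like class takes in innate lymphoid cells.

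Shares of a class in a library are given with exact 95% Clopper-Pearson intervals. The Healthy/Tumor Border, 1 library per tumor, was set against the mean, SD and range of the 3 arrays of its tumor, without a test. A class with no cell has a limit of 3 cells. Shares of the Whole Tumor arrays of the tumors were compared by a two-sided exact permutation test, whose smallest p with 3 against 3 is 0.1. The test of the methods that sets the arrays against the single value of the border was not run.

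For expression, UMIs of the Csf3r+ G0s2+ myeloid-like class were summed per library and compared with edgeR 4.0.16 (TMM normalization, filterByExpr, quasi-likelihood F test, Benjamini-Hochberg adjustment, threshold 0.05). For the comparison over both tumors, the arrays of each Whole Tumor were summed, and tumor and region were terms, which leaves 1 residual degree of freedom. For each tumor and for the difference between the tumors, all 8 libraries were fitted with 1 mean for each tumor and region, which leaves 4 residual degrees of freedom, all of them from technical arrays. The fits were tested on simulated data with 200 genes changed by 4-fold. Apart from these genes, all simulated libraries had the same mean profile, without a tumor effect, and the common dispersion of the fit. The simulated border thus varied like the arrays by construction. The rates that follow hold for that setting and do not measure false calls in the real border libraries. Over both tumors 35.1% of the changed genes were recovered with 1.49% false calls, in Tumor 1 84.95% with 2.47%, in Tumor 2 63.2% with 4.88%, and for the difference between the tumors 31.3% with 1.64%. The cells of 1 library were never taken as replicates. The paper's own tests took cells as replicates in a likelihood ratio test for single-cell expression.

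Genes named by size of change are the 5 largest in each direction among genes past the threshold. With none past it, all genes tested were ranked. Ranked genes have at least 50 UMIs, counted within the tumor for a comparison in 1 tumor, and a border outside the arrays of its tumor. Every gene that the paper names for this class is named as well, with Xist, Trp53 and the Y-linked genes per library. A further gene set to be given per library is not reported here. A gene with no UMI in a group has a fold against a floor of 3 counts over the group, given as "at least". That fold leaves out the counting error of the other group. A gene with 1 to 3 UMIs in a group is given by its UMIs alone. Counting intervals of UMIs are Poisson intervals. The files give gene symbols alone. Of the 55 genes named by these rules or by the paper, 53 were found by symbol and 2 by an older symbol in GENCODE vM21 on GRCm38; 12 overlap another gene on the same strand and 19 on the other strand. Whether the counting used the strand is not stated in the paper's text.

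The Healthy/Tumor Border score was computed as in the methods, in cells thinned to 500 UMIs. Correlations with the score took unthinned cells of Tumor 1, and genes were counted at an absolute r of at least 0.147, the smallest in the supplementary table of the authors. Lists of immediate-early (16 genes), heat shock (11), neutrophil (16), monocyte or macrophage (16), Y-linked (4), satellite-like (10) and epithelial (5) genes were written before the data were examined. List medians were set against 10000 random lists of genes of like expression. Gene ontology enrichment was not analysed here.

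Alternatives to these choices were DESeq2 1.42.0, its size factors in edgeR, no filter on low counts, arrays as separate samples, no tumor term, libraries of 1 tumor alone, counts thinned to the smallest library, clusters from all variable genes, a resolution of 1.0, 15 components, cells with at least 500 genes, no doublets, cells outside the Quiescent Tumor-like cluster as the denominator, other depths and scales of the score, and each Whole Tumor array left out in turn. After the data had been seen, all deposited barcodes, barcodes without primer or one-base sequences, each of the 2 clusters of the class alone, marker levels of a class without each library in turn and within each tumor, and the sides of the border after TMM were added. Computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9.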

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

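Of the tests below, those of depth, of batches, of the clusters over all tested genes and of the Quiescent Tumor-like barcodes in the myeloid share were chosen only after the result was seen; the others were chosen before. The groups hold 3 or fewer samples, so no single sample was tested for lying apart. The classes, comparisons and lists of genes were set before the data were examined.

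Changes between regions that differ between the tumors stand out first. In the Csf3r+ G0s2+ myeloid-like cells, the change between Healthy/Tumor Border and Whole Tumor differed between the tumors for 720 genes (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The count was between 517 (without Whole Tumor 2 replicate 3) and 849 (without Whole Tumor 2 replicate 2) with an array left out. Depth was tested by thinning all libraries to the smallest total: 320 genes were then past the threshold, and 280 of them were among the 720, which argues against depth as the whole cause. The 2 clusters of the class take different shares of the cells, with the larger cluster at 73.4% of the class at the border of Tumor 1 against 70.3 to 79.4% in its arrays, and at 46.5% at the border of Tumor 2 against 12.5 to 26.1%, so that the shares shift between the regions in Tumor 2 and not in Tumor 1. Within the larger cluster alone, 209 genes were past the threshold, 174 of them among the 720, which argues against these shares as the whole cause. The smallest difference of 6 genes within a cluster was 0.88 on the log2 scale, but these genes had been chosen for the pattern, so it decides nothing. The scale was not tested as a cause, since no alternative used CPM alone. Relative to CPM, TMM moved the median log2 change by 0.55 in Tumor 1 and by -0.39 in Tumor 2. Both shifts raise the change in Tumor 1 minus that in Tumor 2. There is 1 border library per tumor, on its own array, so a batch, the mouse, its sex and the tumor cannot be told apart. A difference between the mice or their tumors stays open as untested.

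The share of Csf3r+ G0s2+ myeloid-like cells was 26.8 percentage points higher at the Healthy/Tumor Border than in the mean of the Whole Tumor arrays in Tumor 1, and the difference was -15.2 points in Tumor 2, with the border outside all 3 arrays on opposite sides. The difference between the tumors was not tested. Different shares of Quiescent Tumor-like barcodes in the arrays were weighed: with these left out, the difference in Tumor 2 was -15.9 points and the border stayed outside the arrays in both tumors, which argues against them as the cause. With cells of at least 500 genes, the border of Tumor 2 lay within the arrays, at 21.4% against 14.9 to 40.6%. Loss of some cell types during sorting or loading was not tested, and a difference in tissue between the sorted pieces stays open as untested.

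The share of C1q+ macrophage-like cells also moved to opposite sides, by -3.13 points in Tumor 1 and 15.2 points in Tumor 2, as did, by the counts as they stand, that of B-like cells, by -1.58 and 1.93 points. Neither difference was tested between the tumors. In Tumor 1 the border held 1 C1q+ macrophage-like cell and no B-like cell. The limit of 0.484% that 3 cells give lies above the lowest array for B-like cells (0.445%), so the border of Tumor 1 cannot be placed below all 3 arrays for these. No technical or biological explanation was tested for these shares.

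The Healthy/Tumor Border score, border minus Whole Tumor, was 66.2 in Tumor 1, where the genes were chosen, and -13.6 in Tumor 2. The difference between the tumors was not tested. The border of Tumor 2 lay below all 3 arrays at both equal depths, 500 UMIs and 1000 UMIs (177.3 against 188.7 to 191.6, with 17 cells left in Whole Tumor 2 replicate 2). In unthinned cells it lay within the arrays, at 189.3 against 192.9 ± 24.5, where the shallow Whole Tumor 2 replicate 2 was at 164.6 and the others at 206.6 and 207.5, so there unequal depth between the arrays decides the reading. No biological explanation was tested.

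Among the deposited cells, 60 barcodes match the amplification primer or hold 1 repeated base, although the methods state that barcodes with non-random sequences, such as those of primers, were discarded. If reads of many cells were pooled under such a barcode, its profile would resemble the sum of its library. It did so more than the median of 20 barcodes of like depth for 19 of the 60 (31.7%, 95% interval 20.3 to 45.0%), with a median r of 0.222 against 0.337, which argues against such pooling. Other sources of these barcodes were not tested, and the design gives no biological explanation.

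Y-linked genes appear in the libraries of Tumor 1, whose Xist marks a mouse with 2 X chromosomes. The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty together took 1.41 of every 10000 UMIs in the Krt+ tumor-like cells of Tumor 1 (95% counting interval 1.12 to 1.75), above the limit that a count of 0 allows, and the paper does not report on them. A mislabelled library was tested by the ratio of Xist to Y-linked UMIs, which lay on the other tumor's side in 0 libraries and argues against it. UMIs of Tumor 2 assigned to Tumor 1 would give all classes a like share, but the upper limit in the Csf3r+ G0s2+ myeloid-like cells of Tumor 1 was 0.178, under the lower limit of the Krt+ tumor-like cells. A candidate explanation is that tumor cells stem from donor embryonic stem cells of another sex than the host, since the methods describe chimeric mice. It predicts Y-linked UMIs in tumor cells, with little Xist. The share in Krt+ tumor-like cells was 11.0 times that in Csf3r+ G0s2+ myeloid-like cells, the Sftp+ tumor-like cells had 1.35 per 10000, and Xist took 0.344 of every 10000 UMIs in Krt+ against 6.31 in Csf3r+ G0s2+ myeloid-like cells. The endothelial-like cells of Tumor 1 had 1.15 per 10000 from 10 UMIs, with Xist at 1.49. As stated, the explanation concerns tumor cells and predicts nothing for these, so the value neither follows from it nor counts against it. The Quiescent Tumor-like cells of Tumor 1 had 0 Y-linked UMIs, with an upper limit of 0.115 per 10000, and Xist at 3.32. Reads shared with X-linked relatives of these genes were not tested, so the explanation remains a hypothesis found and tested on the same data.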

How the results depend on the processing

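All deposited barcodes, barcodes without primer or one-base sequences, and each of the 2 clusters alone were settings chosen only after the data were seen; the others were set before. The cause was not tested for any of the values that moved below, except where the construction of a setting is named. Among counts, shares, scores and correlations, 304 values under alternatives stayed within the limits set for them and 70 moved.

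Over both tumors, no gene was past the threshold by edgeR or DESeq2 (156 and 57 at an unadjusted p under 0.05). Thinning to the smallest total gave 2 genes, arrays as separate samples 37, with more residual degrees of freedom by construction, and leaving out an array 0 to 1 (1 without Whole Tumor 1 replicate 2, Whole Tumor 2 replicate 2 or Whole Tumor 2 replicate 3). Genes past the threshold in Tumor 1 (594), Tumor 2 (553) and for the difference between the tumors (720) were 276, 316 and 334 by DESeq2, 328, 224 and 341 with no filter on low counts, 327, 262 and 318 with cells of at least 500 genes, and 239, 351 and 320 after thinning. Thinning tests fewer genes by construction (3108 in place of 6111), and dropping the filter tests more (17942). With an array left out, the counts were 399 (without Whole Tumor 1 replicate 3) to 715, 344 (without Whole Tumor 2 replicate 3) to 672, and 517 to 849. With cells of at least 500 genes, more genes were higher (169) than lower (93) at the border of Tumor 2, and for the difference between the tumors more had the higher log2 change, by sign, in Tumor 2 (180) than in Tumor 1 (138), both against the balance otherwise reported.

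For genes named singly, 1438 of 1569 values under alternatives, over 89 results, kept their direction and side of the threshold, 87 fell short of it, 24 passed it and 4 reversed. For the other 16, all under DESeq2, the direction was kept but DESeq2 gave no adjusted p, so that they are not known to fall short. The 4 are the log2 change of Ccl3 in Tumor 2, 0.18 with cells of at least 500 genes in place of -0.16, and the difference between tumors for Actb (-0.0888 with cells of at least 500 genes in place of 0.31) and for Cstb (-0.27 with cells of at least 500 genes and -0.29 after thinning, in place of 0.14); none was past the threshold. G0s2 in Tumor 1 has a log2 change of 0.45 after TMM and a fold of 0.935 in CPM. Actb in Tumor 2 was not past the threshold without Whole Tumor 2 replicate 3 (-0.88), with cells of at least 500 genes or with no filter. Il1rn passed it for the difference between the tumors without Whole Tumor 2 replicate 2 (adjusted p = 0.0180 by edgeR's quasi-likelihood test, from 0.0180 to 0.852 over the alternatives).

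Shares, border minus mean of the arrays, are in percentage points. For the Csf3r+ G0s2+ myeloid-like class in Tumor 1 (26.8), cells outside the Quiescent Tumor-like cluster gave 44.1; leaving out an array gave 22.6 to 34.9 in Tumor 1 and -19.8 to -11.0 in Tumor 2. For the C1q+ macrophage-like class in Tumor 1 (-3.13), 15 components gave -2.24, no doublets -2.19, cells outside the Quiescent Tumor-like cluster -4.13 and no primer barcodes -2.24. In Tumor 2 (15.2), all variable genes gave 17.7, 15 components 16.7, cells of at least 500 genes 18.3, cells outside the Quiescent Tumor-like cluster 19.8 and no primer barcodes 16.8. A larger share among cells outside a cluster follows from the smaller denominator.

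For the Arg1+ macrophage-like class in Tumor 1 (-11.5), all variable genes gave -8.15, at least 500 genes -13.8, cells outside the Quiescent Tumor-like cluster -15.8 and all barcodes -7.02. In Tumor 2 (-1.57) the sign changed, to 1.08 with all variable genes, 0.524 with at least 500 genes and 1.05 with all barcodes, for a border that lay within the arrays. Krt+ tumor-like cells gave -12.7, -11.2 and -10.9 in Tumor 1 (-8.41) with at least 500 genes, outside the Quiescent Tumor-like cluster and with all barcodes, and -1.17 and -0.782 in Tumor 2 (-0.0597) with at least 500 genes and all barcodes. Sftp+ tumor-like cells in Tumor 1 (-2.77) gave -3.74 outside the Quiescent Tumor-like cluster.

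For dendritic-like cells in Tumor 1 (-1.05), all variable genes gave -4.94, resolution 1.0 -1.88, 15 components -2.16, at least 500 genes -1.82, no doublets -1.71, outside the Quiescent Tumor-like cluster -1.46 and no primer barcodes -1.94. In Tumor 2 (0.139, within the arrays) these were -3.66, -0.405, -1.36, 0.430, -0.921 and 0.688, the last for no primer barcodes. Cells of at least 500 genes gave 5.43 for B-like (1.93), -0.420 for T or NK-like (-2.42) and -1.43 for fibroblast-like cells in Tumor 2 (-0.713), and -1.10 for endothelial-like cells in Tumor 1 (-0.705). Outside the Quiescent Tumor-like cluster, B-like cells in Tumor 2 gave 3.07 and endothelial-like cells in Tumor 1 -0.996.

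Leaving out an array changed the sign for Quiescent Tumor-like cells, from -3.90 (without Whole Tumor 1 replicate 2) to 12.0 in Tumor 1 and from -1.73 (without Whole Tumor 2 replicate 2) to 11.6 in Tumor 2, and for Krt+ tumor-like cells in Tumor 2, from -0.188 to 0.116 (without Whole Tumor 2 replicate 1). Sftp+ tumor-like cells in Tumor 2 gave -0.499 to 0.

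The numbers of the arrays are not known to pair them across tumors. The correlations over 11 classes between arrays of the same number were 0.953, 0.983 and -0.218. With arrays paired by number, the two-sided exact permutation p for B-like, T or NK-like and dendritic-like cells (differences of 8.35, 6.57 and 1.98 points) was 0.25 each, the smallest that 3 pairs allow, and with an array left out it was 0.2, the smallest that 2 against 3 allow; neither can pass 0.05.

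The score, border minus arrays, was 66.2 in Tumor 1 against 76.0 in unthinned cells, 75.1 in cells thinned to 1000 UMIs and 14.7 as a percent of UMIs, another scale. In Tumor 2 (-13.6) it was -3.59 in unthinned cells, -12.9 in cells thinned to 1000 UMIs, -3.26 as a percent, -9.10 with clusters from all variable genes and -8.52 with all barcodes; leaving out an array gave 65.2 to 67.3 and -15.1 to -11.3. Genes positively correlated with it (313) fell to 155 after thinning, and negatively correlated ones (723) to 127 after thinning and 199 after centring on each library.

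No value was had for C1q+ macrophage-like cells at resolution 1.0 or with all barcodes, for dendritic-like cells with all barcodes, nor for Sftp+ tumor-like cells with at least 500 genes or with all barcodes, where no such cluster formed. In these last 2 settings Sftpc, Sftpb and Sftpa1 are among the leading genes of the Krt+ tumor-like cluster, so the Krt+ shares given for them mix both classes. A border library could not be left out, being the only one of its tumor. Depth limits the sums of Tumor 2 most, where Whole Tumor 2 replicate 2 holds 106021 UMIs of the class, and at a median of 589 UMIs per barcode its cells show few genes each.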

Differences from the paper's values

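The comparison of the number of cell types was added only after the clusters had been seen; the other tests below were chosen before. The paper's tests of expression took cells as replicates in a likelihood ratio test for single-cell expression, and those here took libraries.

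For genes higher at the Healthy/Tumor Border of Tumor 1 in the class that corresponds to its Monocytes or Macrophages, the paper's value is 117, and 471 were past the threshold here by edgeR's test. For genes lower there, the paper's value is 372, and 123 were past it here. None of the alternatives set before the data were examined comes within 1.5 times of either of the paper's values; the nearest were 203 after thinning and 199 with libraries of Tumor 1 alone.

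For Tumor 2, the paper's text gives 31 genes as higher and 80 as lower at the Healthy/Tumor Border, while Supplementary Data 4 lists 80 as higher and 32 as lower. Here, 224 were higher and 329 lower. For the text's 31 and for the supplement's 32, no alternative set before the data were examined comes within 1.5 times. For the text's 80 lower genes, cells with at least 500 genes gave 93, and the others differ. For the supplement's 80 higher genes, DESeq2 gave 93 and no filter on low counts gave 80, and the others differ. All 80 genes that the supplement lists as higher were higher here, and all 32 that it lists as lower were lower, so the directions here are those of the supplement and opposite to those of the text.

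The paper's number of genes negatively correlated with the score is 321, and 723 were counted here at the smallest absolute r of the paper's table. The alternatives set before the data were examined all differ too: 127 after thinning, 199 after centring on each library, 551 with clusters from all variable genes and 724 with the gene itself left out of the score.

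The paper's number of cell types is 20, reached after each cluster was sub-clustered, and 12 clusters were found here in a single round. Sub-clustering was not done here, so the numbers count different things. Of the alternatives set before the data were examined, all variable genes (14), a resolution of 1.0 (15) and cells with at least 500 genes (16) come within 1.5 times, while 15 components (13) and no doublets (12) do not.

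Several statements also differ. The paper names one population as the only cell type whose abundance differs between the regions in both tumors, by a test on cells. Here, without a test, T or NK-like and endothelial-like cells also lay below all 3 arrays in both tumors (0.161% against 2.96% and 7.11% against 9.54% for T or NK-like cells), and C1q+ macrophage-like cells lay outside them on opposite sides. The paper describes genes of Fig. 4g as changed in both tumors. All 6 had the same direction in both, but Il1rn in Tumor 2 (log2 change 0.35, adjusted p = 0.499) and Actb in Tumor 1 (-0.69, adjusted p = 0.134) were not past the threshold of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Actb in Tumor 1 passes it under DESeq2, with DESeq2's size factors, after thinning, without Whole Tumor 2 replicate 2 and with libraries of Tumor 1 alone (adjusted p from 0.0226 to 0.627 over all alternatives). Il1rn in Tumor 2 passes it under none (adjusted p from 0.184 to 1.00).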

Other observations

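The tests of explanations in this part were chosen before the result was seen; the medians of lists in CPM, the sides after TMM, the epithelial transcripts within each tumor and the sex-linked genes of the Quiescent Tumor-like cells were chosen only after it.

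The class that corresponds to the paper's Monocytes or Macrophages expresses neutrophil genes. Neutrophil transcripts as background in all cells were weighed: they would give all classes a like share, but the neutrophil list took 3.56 times more of the UMIs in the Csf3r+ G0s2+ myeloid-like class than in the next highest class, which argues against background as the source. Of the 16 genes, 6 also served to name the class, and the most abundant was S100a9 at 6186 CPM. That the class holds neutrophils is consistent with this value, as a hypothesis, since the list was tested on the same cells that it helped to name. A biological explanation was not tested.

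The share of Quiescent Tumor-like cells differed between technical arrays of one tumor, at 32.5, 4.53 and 36.3% in Tumor 1. A background of satellite-like transcripts in an array would raise these in the other classes too; all 10 of them also named the Quiescent Tumor-like class. Over the 8 libraries, which include technical arrays of the same tumor and so are not all independent, the share and the satellite-like UMIs per 10000 of the other classes had a Spearman's rho of 0.738 (two-sided exact permutation p = 0.0458) and a Pearson's r of 0.597 (exact permutation p = 0.0524; both p 0.0524 after adjustment over 2 measures). Without the 2 farthest libraries r was 0.293, so the relation rests on these. The arrays ranked alike in Tumor 2 and not in Tumor 1, and background stays open. Shallow cells stay open as well. Among cells with at least 1000 UMIs the largest difference between arrays of one tumor was 5.17 points, but the class has a median of 377 UMIs, so that this minimum removes most of it by construction and the smaller difference decides nothing; the shares left in Tumor 1 were 5.24, 1.54 and 6.72%. Technical arrays of one tumor give no biological explanation to test.

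Whether Quiescent Tumor-like cells are tumor cells was asked by their epithelial transcripts, which took 2.15 of every 10000 UMIs, against 0.838 in B-like and 0.525 in T or NK-like cells. These values pool tumors of unequal weight. Within Tumor 1 they were 2.69 against 1.30 and 1.44. Within Tumor 2 they were 1.03 (95% counting interval 0.588 to 1.67) against 0.716 (0.479 to 1.03) and 0.0963, with dendritic-like cells at 1.58, so there the Quiescent Tumor-like cells do not stand above all other classes. All are far below the Krt+ tumor-like (92.2), which all 5 genes also helped to name, and Sftp+ tumor-like cells (37.4). This leaves open cells of another type with some background, barcodes without a cell, and tumor cells with few epithelial transcripts. The median of 377 UMIs per barcode does not decide between these. Sex-linked genes, looked at only after these values, bear on Tumor 1 alone: the Quiescent Tumor-like cells had 0 Y-linked UMIs among 319453, an upper limit of 0.115 per 10000, under the lower limits of the Krt+ (1.12) and Sftp+ tumor-like cells (0.876), and Xist at 3.32 against 0.344 and 0.650. In Tumor 1 this argues against their being cells of the same origin as the Krt+ and Sftp+ tumor-like cells. It says nothing on Tumor 2, and no biological explanation was tested.

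In the Csf3r+ G0s2+ myeloid-like cells, all 16 immediate-early genes were higher at the Healthy/Tumor Border of Tumor 1 after TMM (median log2 change 1.51, above all 10000 random lists; 14 past the threshold and 14 adjusted over the list alone), with 15 higher in CPM (median 0.95). In Tumor 2 all 16 were lower after TMM (median -0.996, percentile 5.76; 9 and 11), with 14 lower in CPM (median -0.63). Handling of the library, which would raise these genes in all classes alike, was tested in the other classes with at least 10 border cells. In CPM, the median log2 change in Tumor 1 was 1.02 in Quiescent Tumor-like cells, like that of the Csf3r+ G0s2+ myeloid-like cells (0.95), and -0.17 in Krt+ tumor-like cells, which had 10 cells at the border. In Tumor 2 it was -0.63 in the Csf3r+ G0s2+ myeloid-like cells, -1.54 in Arg1+ macrophage-like, -1.13 in Quiescent Tumor-like, -0.76 in T or NK-like and -0.66 in B-like cells, but near 0 in C1q+ macrophage-like (-0.09, from 159 cells) and dendritic-like cells (-0.09, from 16 cells), so the sizes of the change in Tumor 2 were not alike, which goes against one like effect in all classes there. The summed UMIs of the list lay below all 3 arrays in each of these classes, so a weaker effect of handling is not excluded in Tumor 2. In Tumor 1, the value of 1.02 leaves open that handling is part of the change, which cannot be told apart from an effect of the region with 1 border library per tumor. The Quiescent Tumor-like cells also had the next highest share of the neutrophil list, at 39.0 of every 10000 UMIs. RNA of the Csf3r+ G0s2+ myeloid-like cells in them was not excluded as the source of that value, so they may not be an independent class here. A biological explanation was not tested.

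Of the genes past the threshold in Tumor 1, 20.7% were lower at the Healthy/Tumor Border, where the paper has more lower than higher genes. Depth was tested as a cause of such a balance: after thinning all libraries to one total, 15.1% were lower. Since the balance here is already opposite to the one to be explained, this leaves depth open for the paper's counts. The scale was not tested as a cause. In CPM the median log2 change in Tumor 1 was -0.616, and after TMM it was -0.067.

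The other lists moved as follows. The heat shock list in Tumor 1 had a median log2 change of 0.40 after TMM (percentile 13.2 of random lists; 2 of 10 genes past the threshold and 2 adjusted over the list alone), which becomes -0.15 in CPM, and in Tumor 2 of -1.48 (percentile 0.06; 5 and 6) and -0.91 in CPM. The neutrophil list had 0.62 in Tumor 1 (percentile 90.7; 5 and 6 of 14 genes), with 0.05 in CPM, and -1.35 in Tumor 2 (percentile 0.06; 7 and 9), with -0.96 in CPM. The monocyte or macrophage list had -0.45 in Tumor 1 (percentile 3.4; 3 and 3 of 7 genes), with -1.03 in CPM, and -0.51 in Tumor 2 (percentile 17.5; 3 and 3), with -0.11 in CPM.

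Of 6262 genes, the border lay outside all 3 arrays on the same side in both tumors for 905 in CPM and 1109 after TMM, and on opposite sides for 2194 and 1472. The scale alone thus moves these counts, and no count for the absence of change was derived, so they describe the libraries and test nothing. The lists of Supplementary Data 4 share 8 genes higher at both borders and 2 genes lower at both, while 6 genes higher at the border of Tumor 1 are lower at that of Tumor 2 and 6 lower in Tumor 1 are higher in Tumor 2.

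Trp53 had between 20 and 107 UMIs per library, over all barcodes. Y-linked genes together reached 20.1 to 46.7 CPM in the libraries of Tumor 1 and 335 to 428 in those of Tumor 2.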
